# An experimentally supported model of the *Bacillus subtilis* global transcriptional regulatory network

**DOI:** 10.15252/msb.20156236

**Published:** 2015-11-17

**Authors:** Mario L Arrieta‐Ortiz, Christoph Hafemeister, Ashley Rose Bate, Timothy Chu, Alex Greenfield, Bentley Shuster, Samantha N Barry, Matthew Gallitto, Brian Liu, Thadeous Kacmarczyk, Francis Santoriello, Jie Chen, Christopher DA Rodrigues, Tsutomu Sato, David Z Rudner, Adam Driks, Richard Bonneau, Patrick Eichenberger

**Keywords:** *Bacillus subtilis*, network inference, sporulation, transcriptional networks, Genome-Scale & Integrative Biology, Transcription, Network Biology

## Abstract

Organisms from all domains of life use gene regulation networks to control cell growth, identity, function, and responses to environmental challenges. Although accurate global regulatory models would provide critical evolutionary and functional insights, they remain incomplete, even for the best studied organisms. Efforts to build comprehensive networks are confounded by challenges including network scale, degree of connectivity, complexity of organism–environment interactions, and difficulty of estimating the activity of regulatory factors. Taking advantage of the large number of known regulatory interactions in *Bacillus subtilis* and two transcriptomics datasets (including one with 38 separate experiments collected specifically for this study), we use a new combination of network component analysis and model selection to simultaneously estimate transcription factor activities and learn a substantially expanded transcriptional regulatory network for this bacterium. In total, we predict 2,258 novel regulatory interactions and recall 74% of the previously known interactions. We obtained experimental support for 391 (out of 635 evaluated) novel regulatory edges (62% accuracy), thus significantly increasing our understanding of various cell processes, such as spore formation.

## Introduction

As cells navigate their environment, divide and differentiate, they rely on gene regulation networks. Building accurate and comprehensive models of the interactions between regulators and their target genes is essential to our understanding of basic biology and evolution in all living systems (Marbach *et al*, 2012). Analysis of gene regulatory networks can reveal how diverse cell processes are balanced in a single organism and facilitate genome annotation by uncovering hidden functions of co‐regulated genes. Global gene regulation networks also provide information on a system's robustness and evolvability, thus influencing bioengineering strategies. In spite of the importance of having complete models, the fraction of known regulatory interactions is quite small for most species, with well‐studied organisms having at best half of their genes paired with a regulator (Salgado *et al*, 2013). The lack of any completely characterized network stems from the fact that experimental assays are limited to measuring the consequences of gene regulation (e.g. changes in RNA or protein levels) or assessing the binding of regulators to promoters or mRNAs (Hughes & de Boer, 2013). The rate at which new regulatory interactions are identified was, however, significantly accelerated with the advent of genomic technologies (Salgado *et al*, 2013).

Here, we focus on *Bacillus subtilis,* a model organism for the human pathogens *Bacillus anthracis*,* Clostridium difficile*,* Listeria monocytogenes,* and *Staphylococcus aureus*. *B. subtilis* was the first Gram‐positive bacterium to have its genome sequenced (Kunst *et al*, 1997; Barbe *et al*, 2009) and is a major model system for competence, biofilm, and spore formation (Dubnau & Mirouze, 2013; Vlamakis *et al*, 2013; Cairns *et al*, 2014; Tan & Ramamurthi, 2014). Sporulation, in particular, is among the best‐understood developmental processes in biology. The main regulators of gene expression during sporulation are σ factors, subunits of the RNA polymerase conferring DNA binding specificity to the holoenzyme (Stragier & Losick, 1990; Feklístov *et al*, 2014). Asymmetric division of the sporulating cell results in two cell types, a forespore that will mature into a spore and a larger mother cell. Forespore maturation depends on the mother cell for metabolic activity and synthesis of more than 70 spore coat proteins (McKenney *et al*, 2013). Many of the original transcriptomic studies in *B. subtilis* focused on gene expression during sporulation and other stress responses (Fawcett *et al*, 2000; Cao *et al*, 2002; Price *et al*, 2002; De Hoon *et al*, 2010). More recently, an expanded transcriptomic dataset was collected (Nicolas *et al*, 2012). An overarching goal in *B. subtilis* systems biology is to integrate these datasets with quantitative proteomics (Soufi *et al*, 2010) and analyses of metabolic fluxes (Chubukov *et al*, 2013) to obtain a comprehensive model of gene regulation, similar to what has been accomplished in a multi‐omics investigation of the glucose to malate metabolic shift (Buescher *et al*, 2012).

Previous regulatory network inference efforts can be divided into three main categories: (i) curation of literature and transcription factor (TF) binding sites (Freyre‐González *et al*, 2013; Leyn *et al*, 2013); (ii) genetic perturbations to learn directed edges (Madar *et al*, 2010; Ciofani *et al*, 2012); and (iii) modeling regulation as a dynamic process using time series data (Bonneau *et al*, 2006). To reduce the complexity of the problem, regulatory networks have often been determined for TFs controlling gene clusters, instead of individual genes (Fadda *et al*, 2009; Lemmens *et al*, 2009; Waltman *et al*, 2010; Brooks *et al*, 2014; Peterson *et al*, 2015; Reiss *et al*, 2015), and metabolic pathways were integrated with regulatory networks (Oh *et al*, 2007; Goelzer *et al*, 2008; Labhsetwar *et al*, 2013; O'Brien *et al*, 2013; Carrera *et al*, 2014). As a whole, prior network inference studies improved prediction of the effects of genetic perturbations or the accumulation rates of metabolites under different growth conditions (Imam *et al*, 2015; Kim *et al*, 2015). In spite of early successes (Faith *et al*, 2007), most studies remained limited in a number of ways and often relied on heterogeneous datasets (e.g. using various microarray platforms and strain backgrounds). For instance, predicted networks for *E. coli* and *B. subtilis* were less complex than the prior known networks (i.e. these studies did not expand the known networks substantially, but instead highlighted a small focused set of new and known edges). Furthermore, in most cases, the accuracy of novel predictions was not systematically assessed in follow‐up experiments.

Network inference is a difficult problem because of (i) biological complexity (the activity of a transcription factor (TF) is not linearly related to its abundance); (ii) non‐identifiability (biological networks are robust and thus many potential models will explain any given dataset equally well); and (iii) systematic error. Although complexity and measurement error constitute the two most often cited challenges, non‐identifiability is perhaps a greater problem (Marbach *et al*, 2012). To address this issue, we described methods for learning regulatory networks that use prior knowledge on network structure to improve accurate identification of large networks (BBSR: Bayesian Best Subset Regression; Greenfield *et al*, 2013). Here, we use known interactions gathered from SubtiWiki (Michna *et al*, 2014) to both estimate TF activities (TFA) by employing network component analysis (NCA) (Liao *et al*, 2003) and constrain the model selection step of our method (BBSR‐TFA).

Estimated TFA and NCA have been used in previous network inference efforts. For example, chromatin immuno‐precipitation (ChIP) binding data were used to estimate *S. cerevisae* TFA followed by correlation for target identification (Gao *et al*, 2004). Similarly, interactions from RegulonDB (Salgado *et al*, 2013) were used to determine dynamics of activities of *E. coli* TFs during carbon source transition (Kao *et al*, 2004). Following these initial applications, numerous methods to estimate TFA and to learn the regulatory network have been proposed (Boulesteix & Strimmer, 2005; Galbraith *et al*, 2006; Sanguinetti *et al*, 2006; Gu *et al*, 2007; Fu *et al*, 2011; Noor *et al*, 2014). These methods have in common that they model gene expression to be the result of the connectivity strength between TF–gene pairs and TF activity, where the activity is a latent variable pooling the effects of post‐transcriptional and post‐translational modifications. More recent applications include the identification of key TFs and their targets in mice during rapamycin treatment (Tran *et al*, 2010), and a regulatory network important in floral development in *A. thaliana* (Misra & Sriram, 2013). To our knowledge, there is only one previous application of NCA to *B. subtilis* data (Buescher *et al*, 2012). In that work, known transcriptional regulation was taken from literature, the DBTBS (Sierro *et al*, 2008) and SubtiWiki databases, and CcpA ChIP‐chip data, to learn the regulatory network perturbed during change of carbon substrate from glucose to malate and vice versa. However, as the main focus was on metabolism, none of the 1,488 predicted interactions were assessed in follow‐up experiments. In this work, we apply a unified new combination of NCA and model selection to an experimental design expressly conceived to dynamically probe the principal cellular pathways of *B. subtilis*, and we identify 2,258 novel regulatory interactions of unprecedented accuracy.

## Results and Discussion

### A compendium of *B. subtilis* transcriptional profiling data

Our goal is to infer the transcriptional regulatory network (TRN) from two large transcriptomic datasets, while also incorporating previously validated TF–target gene interactions (Fig 1). These known regulatory interactions, compiled in SubtiWiki (Michna *et al*, 2014), represent a large body of prior work using several experimental methods to characterize functional regulatory links and are thus a powerful complement to the transcription compendium described below. We collected a global gene transcription compendium for strain PY79, a derivative of strain 168 frequently used for transcriptional profiling (Fawcett *et al*, 2000; Eichenberger *et al*, 2004; Wang *et al*, 2006), and obtained transcriptional profiles for 4,002 protein‐coding genes from a total of 403 samples in 38 separate experimental designs (Table EV1 for strains used, Table EV2 for experimental conditions, GEO accession number GSE67023). 

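RNA was measured on 2-colour Agilent arrays that carry 3 probes for each gene, with a sample in one dye and either a comparison strain, an untreated culture or a pooled reference in the other. Of the 249 arrays read, 248 were assigned to a condition in 41 experiments from their labels and Table EV2, and 1 array, for which a problem with strain construction is reported, was not used here. The authors deposited the scanner output of each array, in which every spot has an intensity in each dye after background subtraction and dye normalization, and a table of log2 ratios of the Cy5 over the Cy3 dye. From the scanner's processed intensities, the median of the probes of each gene was taken, converted to log2 and normalized by cyclic loess over all channels, the first 3 of the 4 steps that the paper's methods list; the last, an average over replicates of the common references, was not taken. Spots that the scanner marked as non-uniform or as outliers among their replicate spots were left out first, which the methods do not list, a choice that decides which genes can be tested on the poorer arrays. These spots made up 0.0269% to 74.0% of an array (median 3.74%), and more than 30% on 20 arrays. The median signal was 1.13 to 203 times the local background (median 10.3), and the number of arrays per condition limits the precision. The 4292 genes tested are those with a locus tag of strain 168. Replicates are numbered, but the labels do not say that each number is a separate culture, so the p-values measure only the spread between arrays.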

A large fraction of the data was collected as time series, which improves our ability to infer directed edges (Bonneau *et al*, 2006). 

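The wild-type series covered germination (10 arrays, 6 times from 40 to 150 min), growth and sporulation in DSM (29 arrays, 17 times from 2.5 h before to 5.5 h after the onset of stationary phase), sporulation by resuspension (28 arrays, 14 times from 0.5 to 7 h), competence medium (16 arrays, 8 times from 1.5 h before to 3.5 h after the onset) and the biofilm medium MSgg (8 arrays, 8 times, 1 replicate). Each of these arrays carried a sample and the pooled reference of its own replicate, so values are log2 ratios of a time point over its pool. Signals lay 3.29 to 37.2 times over background in germination, 1.56 to 79.6 in DSM, 2.17 to 18.7 after resuspension, 7.45 to 88.2 in competence medium and 2.22 to 23.5 in MSgg. Treated and untreated cultures shared an array at 0, 5, 15 and 30 min after vancomycin (0.15 µg/ml), nalidixic acid (8 µg/ml), daptomycin (4 µg/ml) or spectinomycin (15 µg/ml), with 8 arrays per treatment in 2 replicates. Rifampicin (0.03 µg/ml) was measured once at each of these times. A linear model in limma gave each time its own mean, with the replicate as a block where each replicate had its own pool, and compared one late with one early time. These were 120 with 40 min in germination, 4 h after with 1 h before the onset of stationary phase in DSM, 6 with 1 h after resuspension, and 2.5 h after with 1 h before the onset in competence medium. For the treatments, the mean of 15 and 30 min was compared with 0 min, when both cultures were untreated. Only times measured in both replicates entered, which left 8 arrays of germination and 24 of DSM.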

We investigated an entire life cycle from spore germination to sporulation (with samples collected at 30‐min intervals), as well as stress responses, competence, and biofilm formation (complete results in Dataset EV1). 

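During growth and sporulation in DSM, 889 of 4292 genes differed between 4 h after and 1 h before the onset of stationary phase, 596 higher and 293 lower, and 532 to 1344 did over all alternatives. The coat protein gene *cotT* rose by 7.27 (standard error 0.73, adjusted p = 2.1e-06) on the log2 scale, and *spoVID*, which is needed for coat assembly, by 5.29 (standard error 0.61, adjusted p = 1.0e-05), each in 2 of 2 replicates. Of 46 genes of the spore coat and crust, listed before the data were examined, 45 were higher and none was lower (45 higher when adjusted over the list alone). Of 86 mother cell genes of the σ E regulon, 45 were higher (48 adjusted over the list alone), and of 38 motility and autolysis genes of σ D, 21 were lower (28 adjusted over the list alone). The motility list had its highest median at 1 h before the onset (1.16), the σ E list at 1 h after it (1.51), the late forespore list at 2 h (1.38, a time with 1 array) and the coat list at 5 h (1.72). After resuspension, 207 of 4292 genes differed between 6 and 1 h, 71 higher and 136 lower; the number was 46, 5 of them higher, with normexp, 109, 20 of them higher, without background subtraction, 496, 249 of them higher, with the deposited log2 ratios, and 35 to 585 over all alternatives. *spoVIF*, a late sporulation gene, rose by 4.31 (standard error 1.17, adjusted p = 0.046) in 2 of 2 replicates, with adjusted p-values of 0.027 to 0.068 over the alternatives. No coat or crust gene passed the threshold over all genes there by limma, although 44 of 46 did when adjusted over the list alone, with a median of 3.86. In competence medium, 136 genes were higher and 43 lower of 4190; the number was 298 with loess within arrays, 457 with the deposited log2 ratios and 102 to 457 over all alternatives. *comEA*, which encodes the DNA receptor of competent cells, rose by 3.95 (standard error 0.49, adjusted p = 0.0031) in 2 of 2 replicates. Of 21 genes for DNA uptake and recombination, 15 were higher and none was lower (20 higher when adjusted over the list alone). Germinating spores differed at 13 of 4274 genes between 120 and 40 min, 6 higher and 7 lower; limma called 0 with normexp and 0 with the scanner's log ratio (398 and 489 at an unadjusted p under 0.05) and 2 with the mean of the probes. *ykvT* fell by 6.69 (standard error 0.68, adjusted p = 0.022) and the phage gene *xkdG* rose by 4.01 (standard error 0.48, adjusted p = 0.033), both in 2 of 2 replicates, with adjusted p-values over the alternatives of 0.010 to 0.12 and 0.020 to 0.75; both calls are lost with normexp and the scanner's log ratio. No ribosomal protein gene passed by limma in germination, and their median was -0.52 over 46 genes. On data simulated with the spread of the germination arrays, limma recovered 0% of changes of 2 on the log2 scale. In MSgg, which has no replicate check, the matrix genes had their highest median 0.5 h before the onset of stationary phase (0.62) and the coat genes at 3.5 h (2.03).

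**Figure D1:**
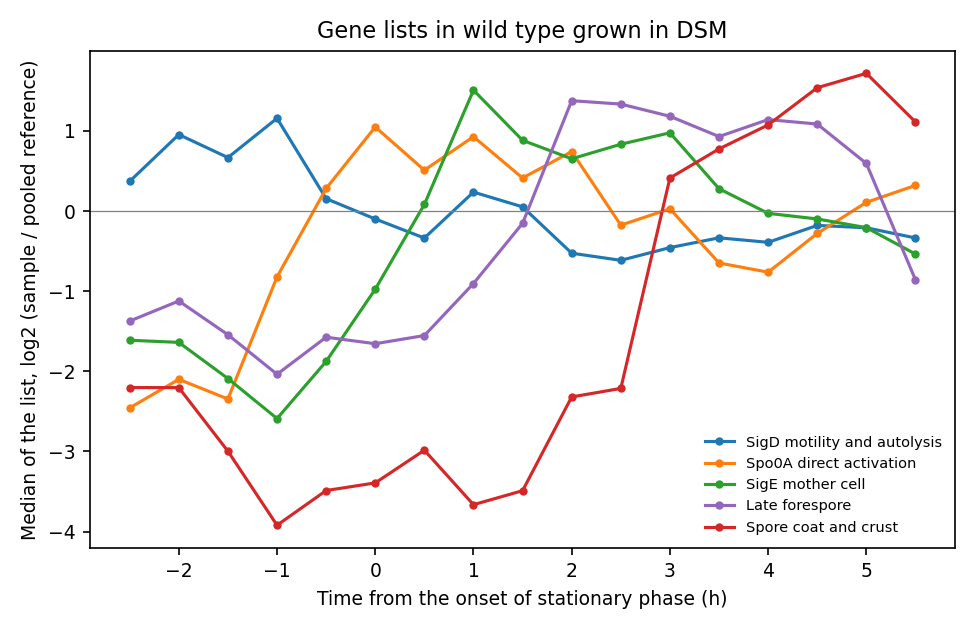
Median log2 ratio of a sample over its pooled reference for gene lists in wild type grown in DSM, against time from the onset of stationary phase in hours. Each point is the median over the genes of a list on an array, averaged over the replicates at that time. Some times were measured in 1 replicate only. The motility list is highest at 1 h before the onset and the coat list at 5 h after it.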

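The DNA repair genes *uvrA* and *uvrB* were 2.17 (standard error 0.49) and 2.04 (standard error 0.47) higher on the log2 scale after nalidixic acid than before it, on 4 of 4 arrays, without passing the test (adjusted p = 1 for each). *recA* was at 2.16 and 1.34 in the treated culture at 15 min in replicates 1 and 2, and at 0.09 and 1.96 at 30 min. Of 22 genes of the SOS response to DNA damage, 0 passed the threshold over all genes and 3 were higher when adjusted over the list alone (median 0.58). Genes of the PBSX prophage had a median of -1.11 over 31 genes, 0 of them past either threshold. In daptomycin, *liaI*, a gene of the cell envelope stress regulator LiaRS, differed in sign between replicates, at 4.00 and 3.64 in replicate 1 and -2.53 and -2.72 in replicate 2 at 15 and 30 min. The 6 LiaRS genes had a median of 0.51 and none passed. After vancomycin, which blocks cell wall synthesis, 52 genes of the σ M regulon had a median of 0.21 with 0 past the threshold over all genes or over the list alone, and *ypuD* was 1.30 higher (standard error 0.54, adjusted p = 1.00, 4 of 4 arrays). After spectinomycin, which blocks the ribosome, 47 ribosomal protein genes had a median of 0.42 and none passed, as with *rplP* at 1.00 (standard error 0.51, adjusted p = 1.00). As a whole, this list passed in camera, a test of gene lists, with a preset correlation between genes (adjusted p = 3.5e-09). With an estimated correlation, no list passed in any comparison. With limma, 0 genes passed an adjusted p under 0.05 for any of these 4 treatments, while 61 genes for vancomycin, 41 for nalidixic acid, 186 for daptomycin and 47 for spectinomycin had an unadjusted p under 0.05. Data simulated with the spread of these arrays set the limit of this test. Changes of 2 on the log2 scale were recovered in 0% of genes for nalidixic acid, 41% for vancomycin, 65% for daptomycin and 58% for spectinomycin. The lack of calls therefore does not exclude changes of that size. Correlations between the replicates of a time point, across genes, lay between -0.28 and 0.18, and genes are not independent replicates.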

We added a previously published dataset with 269 samples covering 104 conditions, using strain BSB1, another derivative of strain 168 (Nicolas *et al*, 2012). In order to incorporate informative priors on network structure, we retrieved from SubtiWiki a list of 3,040 experimentally validated regulatory interactions (Dataset EV2). Subsequently, we refer to this set of interactions as the “gold standard” (GS) or “prior network”.

**Figure 1:**
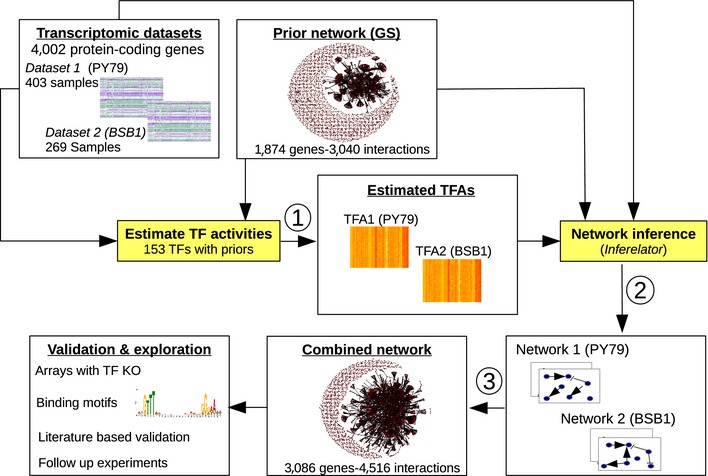
General workflow for inferring the *B. subtilis* transcription network Two transcriptomic data compendia were used, one collected specifically for this study (strain PY79) and one previously published for strain BSB1 (Nicolas *et al*, 2012). Transcription factor activities (TFA) were estimated independently for each dataset using interactions in the gold standard (GS) extracted primarily from SubtiWiki (step 1). Datasets, estimated TFA, and priors on network structure (from the GS) were used as inputs for prediction of regulatory interactions (step 2). Next, output networks (one for each strain/dataset) were merged into a combined network (inferred TRN) (step 3) and prediction accuracy was evaluated in follow‐up experiments.

### Estimating transcription factor activities (TFA) increases the accuracy of network inference

To learn the *B. subtilis* TRN, we used a new combination of our *Inferelator‐BBSR* approach (Greenfield *et al*, 2013), with a method for estimating transcription factor activities (TFA). Previously, gene‐specific regulators were discovered based on mRNA abundance correlation, that is, gene transcription profiles were modeled as linear combinations of one or a few TF transcription profiles. With our new dataset, we observed that transcription profile is not an optimal proxy for a TF's regulatory strength (Fig 2). 

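To set the mRNA of a regulator beside that of its targets, the log2 signal of *codY* and of *spo0A* was compared across channels with the mean log2 signal of a list of targets, each target centred on its own mean. CodY represses genes for branched-chain amino acid synthesis when these amino acids are plentiful, and 10 such genes formed its list; 21 genes activated directly by phosphorylated Spo0A formed the other. All channels entered except pooled references and strains deleted for the regulator, which left 389 channels for *codY* and 387 for *spo0A*. Two-sided p-values came from 100000 permutations of the channels, and the values of both regulators were adjusted together by the Benjamini-Hochberg method. Channels of a time series are not independent, and the permutations shuffle them freely, so the p-values can be too small. The same relation was computed within each of 5 wild-type series, whose 10 values were adjusted together, and after each experiment was centred on its own mean. Neither step removes the dependence between times of a series, so the p-values within series carry the same limit.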

As a consequence, we modified the procedure by introducing an initial step where TFA are estimated based on known regulatory interactions for each experimental condition. To do so, we used NCA (Liao *et al*, 2003) with a simplified model of transcriptional regulation compared to previous work (Kao *et al*, 2004; Buescher *et al*, 2012) (details given in method section). Conceptually, this is similar to estimating TFA with a reporter gene, although here every known target of a TF is used as reporter and we explicitly model activation, repression, and genes under multi‐TF control. These TFA were then used as predictors to learn the strength and sign of TF–gene interactions. Subsequently, predictions for each dataset were integrated into a combined network, where potential interactions were ranked by their confidence scores to provide networks that meet specific accuracy requirements (calibrated using known interactions).

**Figure 2:**
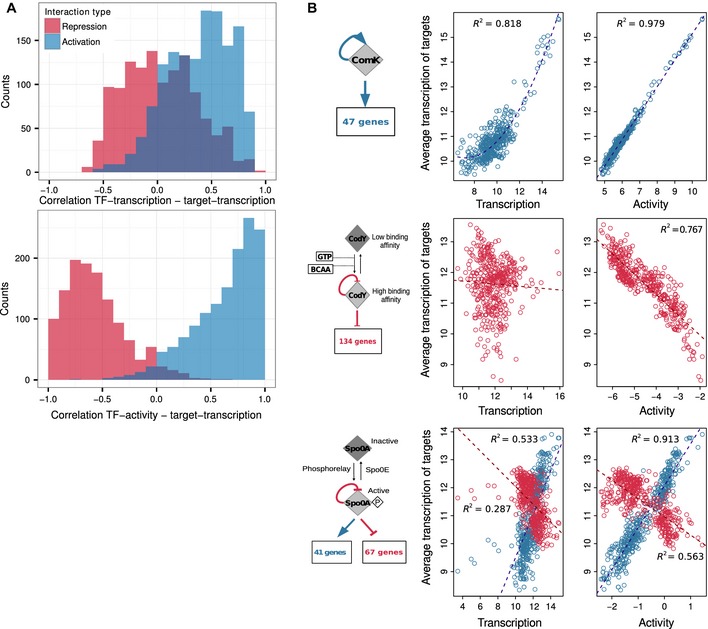
Incorporating Transcription Factor Activities (TFA) in the network inference procedure Partial Pearson correlation between mRNA transcription levels (PY79 dataset) was computed for each TF–target gene pair in the GS (top histogram). Partial Pearson correlation was also computed between the estimated activity of a TF and the transcription of its targets (bottom histogram).The advantage of estimating TFA is illustrated for three regulators. Each point corresponds to the results of one microarray experiment, and TFA are estimated for each experimental condition. Top panel: A nonlinear correlation is observed between *comK* transcription and transcription of ComK targets, whereas a strong linear correlation is obtained between ComK activity and transcription of ComK targets. Middle panel: No correlation is observed between *codY* transcription and transcription of CodY targets. CodY activity is modulated by GTP and branched chain amino acids (BCAA). A negative correlation is observed between estimated CodY activity and transcription of CodY targets. Bottom panel: Spo0A activity is modulated by phosphorylation. A better correlation is observed between Spo0A activity and transcription of Spo0A targets than between *spo0A* transcription and transcription of Spo0A targets.

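Across 389 channels, *codY* mRNA and the mean of its branched-chain amino acid targets had a Pearson r of 0.17 (permutation p = 6.9e-04, adjusted p = 6.9e-04) and a Spearman rho of 0.20 (permutation p = 4.0e-05, adjusted p = 4.0e-05). Without the 2 channels farthest from the median of *codY* mRNA, r was 0.19. The relation did not hold within experiments: with each experiment centred, r was -0.14, and over the 91 channels of the wild-type series r was 0.0838 (permutation p = 0.43) and rho 0.11 (permutation p = 0.30). Within single series, r was -0.49 after resuspension (28 arrays, permutation p = 0.0080, adjusted p = 0.027; rho -0.31, permutation p = 0.11), -0.65 in germination (10 arrays, permutation p = 0.038, adjusted p = 0.076; rho -0.60, permutation p = 0.073), -0.0415 in DSM, 0.0752 in competence medium and -0.26 in MSgg. For the 132 CodY targets of the part of Dataset EV2 that was used, r with *codY* mRNA was 0.0120. From such plots the paper infers that transcription is not an optimal proxy for the strength of a regulator.

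**Figure D2:**
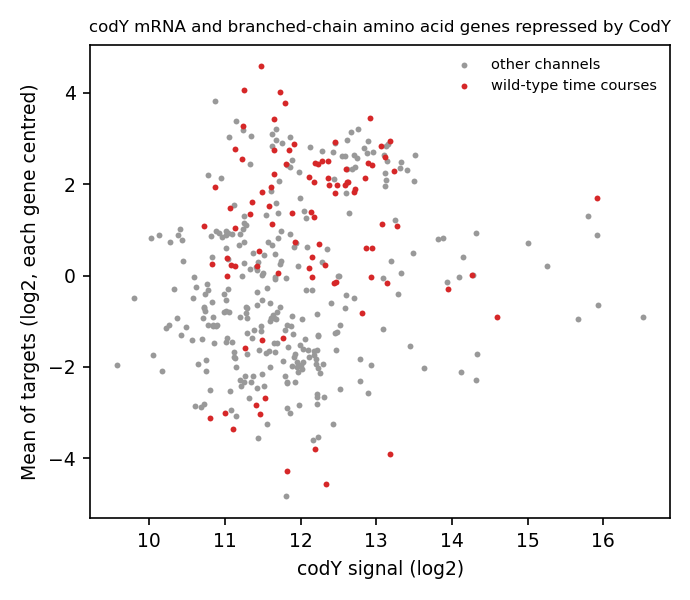
Mean log2 signal of CodY targets in branched-chain amino acid synthesis, each gene centred, against the log2 signal of *codY*. Each point is a channel of the 389 used, coloured by kind of sample. The Pearson r over all points is 0.17.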

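For *spo0A*, the gene of the response regulator that starts sporulation, mRNA and the mean of its directly activated targets had a Pearson r of 0.83 (r² 0.69) and a Spearman rho of 0.80 across 387 channels. Each had a permutation p of 1e-05, the smallest that 100000 permutations can give (adjusted p = 2e-05). Leaving out the 2 channels farthest from the median of *spo0A* mRNA gave an r of 0.83, and centring each experiment gave 0.71. Over the wild-type series alone, r was 0.77 and rho 0.83 (permutation p = 1e-05 for each). Within series, the relation of *spo0A* to its targets passed by Pearson r in DSM (r 0.88, permutation p = 1e-05, adjusted p = 1.0e-04; rho 0.92, adjusted p = 1.0e-04), in MSgg (r 0.92, 8 arrays, permutation p = 0.0052, adjusted p = 0.026; rho 0.81, permutation p = 0.022, adjusted p = 0.072, which does not pass) and after resuspension (r 0.47, permutation p = 0.013, adjusted p = 0.031; rho 0.62, permutation p = 4.5e-04, adjusted p = 0.0022). It did not pass in germination (r 0.23, permutation p = 0.51, adjusted p = 0.66) or in competence medium (r 0.22, permutation p = 0.42, adjusted p = 0.66).

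**Figure D3:**
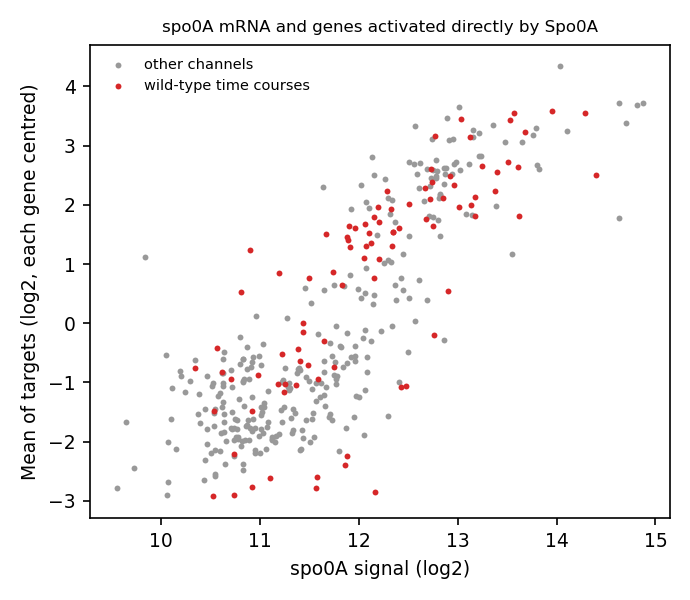
Mean log2 signal of genes activated by Spo0A, each gene centred, against the log2 signal of *spo0A*. Each point is a channel of the 387 used, coloured by kind of sample. Target signals rise with *spo0A* signal.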

#### Motivation for estimating TFA

In Fig 2A (top panel), we plot the partial correlation between transcription of each TF and known target gene along all conditions in the PY79 compendium. 

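Known pairs of a regulator and its target were taken from the first 2000 of the 3042 interactions of Dataset EV2. Interactions in its later rows are not covered. The log2 signals of the members of each pair were correlated over 405 channels. This is a plain correlation, not the partial correlation that the paper plots, so the values are not a check of its figure. Among 955 activating pairs of 49 regulators the median Pearson r was 0.22, and 686 pairs (71.8%) lay between -0.5 and 0.5. For 986 repressing pairs of 58 regulators the median was -0.0432, and 805 pairs (81.6%) lay between these bounds. Some σ factors stood higher, with a median r of 0.64 over 79 pairs of *sigD*, 0.54 over 67 pairs of *sigE* and 0.50 over 152 pairs of *sigB*. The 405 channels include strains mutant for these regulators, and such channels can add to these values. In the wild-type series alone (91 channels), 66.7% of activating and 70.3% of repressing pairs lay between the bounds. The pairs of a regulator share its signal and are not independent of each other.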

We observe that many TF–target pairs are only moderately correlated. This is expected, as a gene may be controlled by multiple regulators, while interactions of a TF with its targets are typically restricted to a subset of experimental conditions where the TF is expressed and active. 

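Of the repressing pairs, 447 (45.3%) had a positive r, as did 708 (74.1%) of the activating pairs. The share differed between repressors: 25 of 190 pairs of *abrB*, the repressor of stationary-phase genes, were positive (median r -0.37), against 65 of 132 pairs of *codY*. All 23 repressed targets of *scoC*, which acts in the transition to stationary phase, were positively correlated with it (median r 0.43). Spearman correlations gave 45.0% positive repressing pairs, and the wild-type series alone 48.5%.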

We also note a high proportion of known negative interactions (repression) with positive correlation scores. This can happen when repressors work as components of negative feedback mechanisms. For instance, when a repressor takes part in an incoherent feed forward loop (FFL), expression of the repressor will start at the same time as its targets and the negative effect on target expression will only be sensed after a delay necessary for the accumulation of the repressor (Mangan & Alon, 2003; Alon, 2007). By contrast, correlations between estimated TFA and target gene transcription show fewer interactions with low correlation and better separation between activating and repressing interactions (Fig 2A bottom panel).

We examined the relationships between TF activity and target gene transcription in a group of 50 TFs with at least ten experimentally validated targets (Dataset EV3). Nonlinear relationships were detected for almost all regulators, including the master regulator of competence ComK (Fig 2B top panel), which is subjected to a positive auto‐regulatory loop and binds to its target promoters as dimer (Hamoen *et al*, 1998; Hamoen, 2003). The absence of a linear relationship between transcription of TFs and their targets was frequently noted for regulators that require co‐factors, such as CodY (Sonenshein, 2007), a repressor whose activity is modulated by GTP and branched chain amino acids (Fig 2B middle panel). By contrast, for both ComK and CodY, a linear relationship is observed between TF activity and transcription of their targets. This linear relationship is a consequence of the way TFA are estimated (see Materials and Methods). Considering that the *Inferelator* is based on a linear model (see Materials and Methods), this linearization step is likely to improve the detection of additional regulatory interactions. This improvement would affect primarily TFs whose activity can be accurately estimated [i.e. those with > 10 known target genes, see below and Appendix Fig S1 (for the BSB1 data compendium) and Appendix Fig S2 (for the PY79 data compendium)]. Another major reason for discrepancies between TF transcription and target gene transcription is caused by post‐translational modifications, such as the phosphorylation of response regulators in two‐component systems (Salazar & Laub, 2015). A classic example is Spo0A, the master regulator of sporulation (Molle *et al*, 2003), which is activated by a phosphorelay (Fig 2B bottom panel). As Spo0A is both an activator and a repressor of transcription, we note that an efficient way to discriminate activated from repressed targets is to encode the sign of the interactions in the prior. Overall, estimation of TFA greatly increases the predictive power of the *Inferelator*.

#### Performance of our network prediction framework

Given TFA estimates, we must still select the most probable regulatory network model from the transcription data. This very large‐scale model selection step also leverages the dynamical information built into our experimental design. We use TFA as predictors (and rely on transcription profiles for TFs without known targets) to infer the global TRN with our framework for regulatory network model selection (*Inferelator*‐BBSR). We analyzed the performance of our approach by (i) assessing the recovery of known regulatory edges; (ii) assessing the robustness to noise; (iii) evaluating the experimental support for the predictions; and (iv) comparing to other network inference methods. To assess the recovery of known interactions, we compute the Area Under the Precision Recall (AUPR) curve (Fig 3A) for this recovery task under both settings (recovery of known and learning of new interactions); AUPR has a value of 1 when all GS interactions rank top of the list and close to 0 for random predictions. In addition to the *Inferelator*, we also evaluated CLR (Faith *et al*, 2007) and Genie3 (Huynh‐Thu *et al*, 2010), two state‐of‐the‐art network inference methods. In this analysis, GS interactions were only used for TFA estimation and we did not incorporate prior information during the model selection step of the *Inferelator*. A random set of 50% of the GS interactions were used for TFA estimation, while the remaining GS interactions were used to calculate precision and recall. We note that (i) a higher score is obtained for the combined network than for networks derived from each dataset independently; (ii) scores for the predicted networks are significantly higher when TFA is used; and (iii) although priors were not used to influence model selection, the *Inferelator* has the highest AUPR among the compared methods.

**Figure 3:**
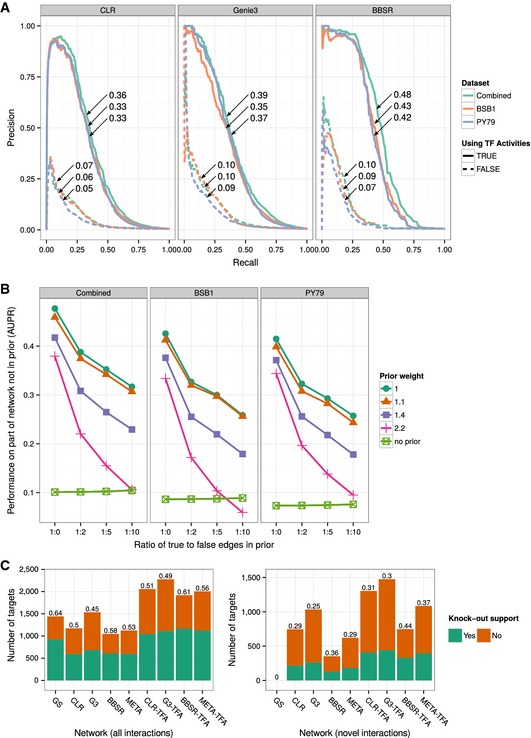
Performance of network inference methods when incorporating TFA Precision–Recall plot of the confidence‐ranked interaction networks using CLR, Genie3, and the Inferelator (no priors). Solid lines show performance using TFA. Dashed lines show performance when no TFA are used (when raw expression values for TFs are used as predictors). The numbers superimposed on each curve indicate the area under the curve.Performance of BBSR‐TFA (AUPR: area under precision recall curve) on the combined, BSB1 and PY79, networks in the presence of false prior information. 50% of the edges in the GS are used as true priors, and various amounts of random edges are added. Performance is evaluated on the leave‐out set of interactions. Each point represents the median of five random samples of 50% of the GS set.Support from KO data for the models predicted by BBSR‐TFA, Genie3 (G3), CLR, and a consensus method (META) that rank combines the prediction of the three methods. Methods were used without and with TFA (TFA tag). The number on top of each bar indicates the proportion of evaluated interactions with KO support for the corresponding method. Left and right panels show the support for each method when all interactions (recovered priors and novel interactions) and only novel interactions are considered, respectively.

To determine the stability of the estimated TFA, we examined the effect that changes in the set of GS interactions had on estimated TFA by randomly removing 20% of the GS interactions 128 times. The vast majority of TFA are stable [as indicated by the distributions of the pair‐wise correlations of the activities; Appendix Fig S1 (for the BSB1 data compendium) and Appendix Fig S2 (for the PY79 data compendium)], and TFs with ten or more priors have more stable estimated activities than TFs with < 10 priors. This implies that excluding part of the GS network during TFA estimation does not have a significant effect on the activities of those TFs with dozens of targets. Next, to evaluate if the number of bootstraps affected the output of the inference approach, we compared the top 5,000 interactions for inferred networks using 2 up to 100 bootstraps in the BSB1 dataset, PY79 dataset, or both (combined) to the top 5,000 interactions using one less bootstrap (Appendix Fig S3). We observed that, for all networks, after 20 bootstraps, more than 4,890 (97.8%) are shared when another bootstrap is added. This finding suggests a rapid convergence of the error estimates computed by BBSR‐TFA.

To assess robustness to noise (i.e. presence of incorrect or irrelevant edges in the GS), we used as priors 50% of the GS interactions (randomly selected) and added various amounts of random false interactions (Fig 3B). Performance on the remaining 50% of GS interactions demonstrates a very high error‐tolerance and relative insensitivity to input parameters. Specifically, AUPR in the presence of a noisy prior is higher than the no‐prior baseline even at a true:false prior ratio of 1:10, if weight in the model selection step (g‐prior in the Materials and Methods section) is not too large (i.e. < 2). We conclude that using estimated TFA combined with constrained network model selection (BBSR‐TFA) results in networks that are more consistent with prior knowledge and have increased accuracy. The fact that the combined network has the highest AUPR in Fig 3B indicates that many true interactions that would have been excluded otherwise are recovered from the combination of the PY79 and BSB1 independently predicted networks. This highlights the complementary nature of the two data compendia. In principle, our method can be applied to a variety of systems, as long as a set of priors is available.

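Each mutant of a regulator was hybridized on the same arrays as its comparison strain, so the values are log2 ratios within an array. The *sigB* mutant and wild type were compared 5, 15 and 30 min after 5% ethanol (9 arrays), the *sigD* mutant and wild type from mid-log to stationary phase (8 arrays), the *sigH* mutant and wild type at 5 densities from 0.4 to 1.9 (10 arrays), and the *spo0A* mutant and wild type at 3 time points (6 arrays). For sporulation, *sigF* was compared with a *sigE* mutant at 2, 2.5 and 3 h after resuspension (6 arrays), and *sigE spoIIID* with *sigG spoIIID* and with *spoIIID* at 2.5 h (2 arrays each), where both strains lack SpoIIID. The *sigL* and *codY* mutants were compared with wild type at densities of 0.9 and 1.4 (4 arrays each), *sigW* at the same densities (4 arrays), and *sigM* 30 min after 0.15 µg/ml vancomycin (3 arrays). On another 4 arrays of *sigD* and 2 of *sigW*, the labels and Table EV2 give the dyes differently, so these arrays were left out. Spots marked by the scanner reached 67.7% of an array for *sigL*, 60.1% for *sigM*, 74.0% for *sigW* (counting the 2 arrays left out) and 54.7% for *codY*. They reached at most 9.10% for *sigB*, 10.5% for *sigH*, 7.98% for *sigE* and 7.79% for *spo0A*. The remaining arrays reached 27.3% for *sigF* and 25.6% for *sigD*, counting those left out. A linear model gave each time point or density its own mean and tested the average of these means against 0, with an empirical Bayes variance that follows signal intensity, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested in that mutant. Between 2061 (*sigL*) and 4292 genes (*sigB*, *sigD*, *sigH*) could be tested, since a gene needs a value at every time point or density and a spread between arrays.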

To evaluate the experimental support for BBSR‐TFA's predictions, we used transcriptional profiles we collected for the principal σ factors (σ^B^, σ^D^, σ^E^, σ^F^, σ^G^, σ^H^, σ^K^, σ^L^, σ^M^, σ^W^) and global regulators (AbrB, CodY, and Spo0A). In addition, we collected data for ComK (competence), SinR (biofilm formation), ScoC (transition to stationary phase), and PhoP (phosphate metabolism). 

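ScoC was studied with a *scoC* mutant and wild type at densities of 1.4 and 2.0 (4 arrays), SinR, the repressor of biofilm matrix genes, with *sinR epsH* against *epsH* at a density of 1.0 (2 arrays; the channel label of the mutant names *sinR* alone, and the phase is mid-log in the description but late-log in Table EV2), and PhoP with a *phoP* mutant and wild type at 3 h (2 arrays) and 4 h (1 array) after resuspension. Scanner marks removed 38.0 to 58.5% of the spots on the *scoC* arrays, 14.7 to 23.5% on the *sinR* arrays and 22.4 to 30.3% on the *phoP* arrays, and the same linear model was fitted to each set. In the *sinR epsH* mutant, *yuaB*, which encodes a surface protein of biofilms, was 1.61 higher (standard error 0.38, adjusted p = 0.51), and *tasA*, the matrix fibre gene, 1.31 higher (standard error 0.57, adjusted p = 1.00), each on 2 of 2 arrays and neither past the test. Of 18 matrix genes, 17 were positive with a median of 0.99; 0 passed over all genes and 1 was higher when adjusted over the list alone. Of 30 motility and autolysis genes, all were negative (median -1.81), with 0 past the threshold over all genes and 25 lower when adjusted over the list alone. The number of genes past an adjusted p under 0.05 by limma was 0 of 4026 for *sinR* (154 at an unadjusted p under 0.05). The scanner file of *sinR* replicate 2 correlates with its own column of log2 ratios by 0.23 and that of replicate 1 by 0.92; as mutant over comparison strain, the 2 arrays correlate with each other by -0.0548 in the scanner's log ratios and -0.25 in the deposited ones.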

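The deleted gene itself was lower in the *sigD* mutant, where *sigD* was at -3.51 on the log2 scale (standard error 0.22, adjusted p = 9.3e-05 from limma, 8 of 8 arrays). *spo0A* changed by -5.37 (standard error 0.56, adjusted p = 6.7e-04, 6 of 6 arrays) and *sigE* by -3.91 (standard error 0.69, adjusted p = 0.029, 3 of 3 arrays) in their mutants. *sigM* was at -3.34 (standard error 0.64, adjusted p = 0.39, 2 of 2 arrays) and *sinR* at -1.14 (standard error 0.37, adjusted p = 0.93, 2 of 2 arrays), which is lower on every array with a value but did not pass the test. Some probes did not fall: *sigH* was at 0.11 (standard error 0.27, adjusted p = 0.86, 5 of 10 arrays), *codY* at 0.36 (standard error 0.37, adjusted p = 0.78, 2 of 3 arrays) and *sigF* at 0.57 (standard error 0.21, adjusted p = 0.098, 6 of 6 arrays); *sigF* passed as higher with the replicate number as a block (adjusted p = 0.031, 0.031 to 0.62 over all alternatives). The labels name resistance cassettes in these genes but not which part of each gene is gone, so these probes do not check the labels. *phoP* was at -3.39 and 2.92 in replicates 1 and 2 at 3 h and at -4.00 at 4 h, so replicate 2 at 3 h goes against the other arrays. The spots of *sigL*, *sigW* and *scoC* were marked by the scanner on too many arrays for a value. In the library labelled *sigB* mutant, *sigB* was higher than in the library labelled wild type, by 6.39 (standard error 0.29, adjusted p = 3.4e-06, 9 of 9 arrays). The labels name the allele as *sigB::cat*, with a chloramphenicol resistance cassette, in the Cy5 dye on all 9 arrays, and directions for *sigB* are given for the libraries as labelled.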

For each selected TF, we measured the transcription rate of all genes in the wild‐type (WT) and TF knockout (KO) strains. To have a clear separation between training and evaluation datasets, we predicted a network for each analyzed regulon using training data that excluded data relevant for the WT and KO strains' comparison for that TF. In total, we obtained 17 networks (Fig 4), one for each TF with KO data (we refer to these networks as evaluation networks). The reason for not excluding all KO data at once is that it would represent a 25% decrease in the PY79 dataset size.

**Figure 4:**
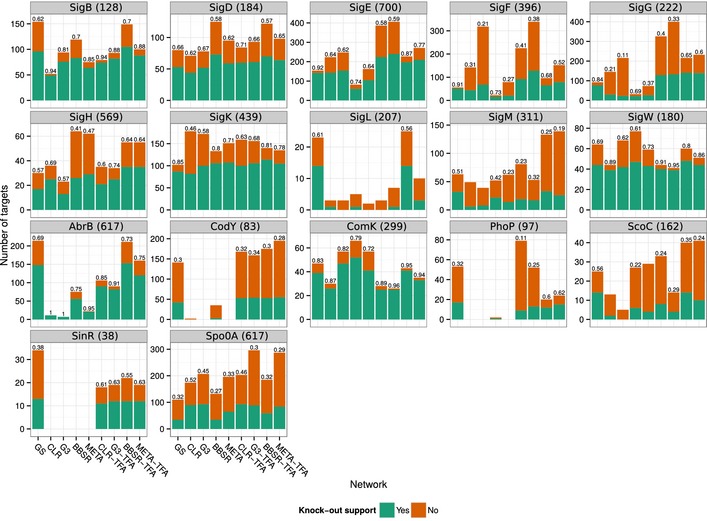
Experimental support from KO data to the models predicted by BBSR, Genie3, and CLR For each regulon with KO data, we assessed the proportion of predicted targets supported by the KO data. Results are presented for BBSR, Genie3 (G3), CLR, and a consensus method (META) that rank combines the prediction of the three methods. Methods were used without and with TFA (TFA tag). The number in parentheses next to the regulon's name indicates the total number of differentially transcribed genes in the corresponding KO data. The number on top of each bar indicates the proportion of evaluated interactions (recovered priors and novel interactions) supported by the KO data. This number is omitted if there was no significant (*P*‐value ≥ 0.01) enrichment for differentially transcribed genes in the predicted targets

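The methods' t-test was run on the arrays of 13 mutants, with the number of replicates and the confidence parameter adding up to 10, and a gene counted when it had a P at or below 0.01 in at least 1 time point. The numbers of genes were 135 for *sigB*, 306 for *sigD*, 647 for *sigE*, 351 for *sigF*, 531 for *sigH*, 55 for *sigL*, 28 for *sigM*, 65 for *sigW*, 44 for *codY*, 674 for *spo0A*, 47 for *scoC*, 7 for *sinR* and 21 for *phoP*. Direction was not part of this count. These counts are unadjusted. On data simulated with 2 arrays per group, the test called 1.54% of genes that had not been changed. The simulation gave all genes the same spread, not that of the real arrays, and had 1 time point and no pairing of channels. That share therefore does not give the error of the counts above and can be too low for them. With the spots marked by the scanner kept, an alternative chosen after the data were seen, the counts were 133 for *sigB*, 305 for *sigD*, 640 for *sigE*, 382 for *sigF*, 546 for *sigH*, 186 for *sigL*, 75 for *sigM*, 55 for *sigW*, 77 for *codY*, 699 for *spo0A*, 163 for *scoC*, 6 for *sinR* and 11 for *phoP*, higher than above for some mutants and lower for others.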

For each TF and the corresponding set of KO conditions, we tested all genes for differential transcription (DT) using Bayesian *t*‐tests. We considered all genes with *P*‐values < 0.01 as DT (see Materials and Methods for details). 

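At the same threshold, limma tested at each time point gave 399 for *sigB*, 299 for *sigD*, 581 for *sigE*, 620 for *sigF*, 399 for *sigH*, 38 for *sigL*, 39 for *sigM*, 84 for *sigW*, 115 for *codY*, 658 for *spo0A*, 116 for *scoC*, 45 for *sinR* and 80 for *phoP* genes with an unadjusted P at or below 0.01 in at least 1 time point. The fit took all arrays of a mutant together, so the spread was shared between its time points. *phoP* at 4 h, with 1 array, is therefore counted, at a spread taken from the other arrays. The methods' t-test leaves that time point out. By this test the sporulation regulators *sigE*, *sigF* and *spo0A* had the highest counts, whereas by the methods' t-test *sigH* stood above *sigF*. The lowest counts were those of *sigL*, *sigM* and *sinR* by limma, and of *sinR*, *phoP* and *sigM* by the methods' t-test. A count over several time points grows with their number, which is 5 for *sigH* and 1 for *sinR* and *sigM*.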

Genes that were predicted as targets in the TF‐specific evaluation network were considered true positives (i.e. supported by the KO data) if they were DT, while targets that were not DT were considered false positives (i.e. not supported by the KO data). Overall, we see that the KO support rate for the full set of tested predictions and novel predictions of BBSR‐TFA is 0.61 and 0.44, respectively (Fig 3C). The median support rate per regulon was 0.64 for the full set and 0.49 for novel predictions (Fig 4 and Appendix Fig S4). We performed the same evaluation of the GENIE3 and CLR networks, as well as a consensus method (META) that rank combines the prediction of the three methods (as suggested by Marbach *et al*, 2012). The performance of all methods is shown in Fig 3C (analysis by regulon is shown in Fig 4 and Appendix Fig S4). We observed that BBSR‐TFA outperforms the other methods with respect to the fraction of supported predictions, when all predictions (left panel) or only novel interactions (right panel) are considered, and all methods greatly benefited from using TF activities. The *Inferelator* (both BBSR and BBSR‐TFA version) is the most conservative method in predicting novel interactions, which is a result of including prior information in the model selection step. This also resulted in the lowest absolute and proportional number of unsupported novel predictions. The lower number of false positives is especially significant because it reduces the number of follow‐up experiments required to confirm the predictions of the model.

### General features of the inferred TRN

The inferred transcriptional network (Dataset EV4) contains 3,086 genes and predicts 4,516 interactions (2,258 novel interactions). Previously known interactions are recalled at high proportion (74% of the GS network is recovered and further supported by the new data, auto‐regulation was not considered), while the global set of interactions is doubled (a direct result of selecting a 0.5 precision cutoff). Since transcriptional profiles instead of TFA were relied upon for TFs with no previously known targets, the average number of novel predictions was low for this group (4.7 per TF for TFs with no priors, compared to 22.5 per TF for TFs with more than ten priors). Similarly, ranking positions of novel interactions for TFs with less than six known targets were much lower than those for TFs with more than ten targets (Appendix Table S1).

From the model, we identify 11 global regulators with a minimum of 100 predicted target genes. This group includes σ^A^ (major σ factor) and six alternative σ factors (octagon symbols in Fig 5, see Dataset EV5 for the corresponding Cytoscape file, which includes both the full predicted network and the TF only network) distributed in three categories: (i) sporulation [σ^E^ (early mother cell), σ^G^ (late forespore), and σ^K^ (late mother cell)]; (ii) other stress responses [σ^B^ (general) and σ^M^ (cell envelope)]; and (iii) motility (σ^D^). The other global regulators are AbrB (transition to stationary phase); CcpA (carbon catabolite control); CodY (nitrogen and carbon metabolism); and Spo0A (sporulation).

**Figure 5:**
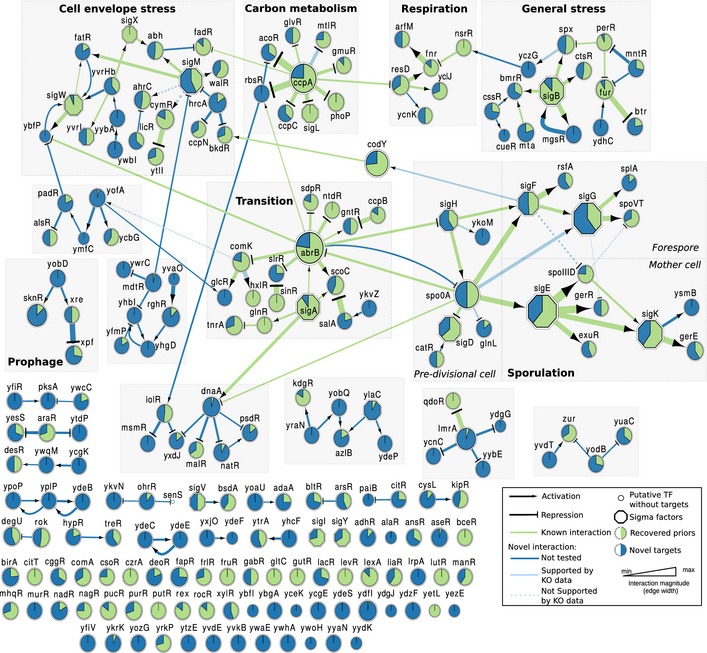
Modular organization of the inferred TF network Cytoscape view of the modular architecture of the inferred network, restricted to σ factors (octagons) and other transcription factors (circles). The size of each node reflects the total number of predicted targets. Modules are labeled based on the functional annotation of their members. Green edges are known interactions; blue edges are novel interactions. Pie chart within each node indicates the proportion of known members (i.e. present in the GS network, green) and novel members (blue) for each regulon. The corresponding Cytoscape file is provided in Dataset EV5.

To evaluate the degree of recall, we focused on 82 TFs with ≥ 5 target genes in the prior network. Although the recovery rate was above 0.5 for most TFs, there were nine TFs with lower recovery (ExuR, GerE, GerR, SpoIIID, SpoVT, TnrA, YvrHb, σ^A^, σ^X^). Seven of these TFs have regulons that are either entirely comprised within or significantly overlapping with larger regulons (ExuR, GerE, GerR, SpoIIID, and SpoVT are targets of the sporulation σ factors σ^E^, σ^G^, or σ^K^ and participate in FFL network motifs, while the σ^X^ regulon overlaps with that of σ^M^, and the YvrHb regulon overlaps with the σ^D^ and σ^X^ regulons). The difficulty of predicting FFL motifs had been noted in previous network inference approaches (Marbach *et al*, 2012). Although this logic does not apply to TnrA, a regulator of nitrogen metabolism (Sonenshein, 2007), our dataset did not include experiments performed under conditions of nitrogen limitation. Recall of targets of the major sigma factor, σ^A^, was also < 0.5, but this is a special case, considering that the number of genes regulated by σ^A^ alone is likely to be quite small. In addition, genes with a coefficient of variation lower than 0.05 in either dataset were removed from the network inference procedure (see Materials and Methods).

### Experimental support for prediction of novel regulatory interactions in the inferred TRN

The KO data (described above), the presence of putative binding sites for TFs in target promoters, and external validation data (primarily ChIP‐seq and transcriptional profiling data published after compilation of the GS) were used to assess the experimental support for the regulons of alternative σ factors and other global regulators (summarized in Table 1, full results in Dataset EV6). External validation data include experimental results for AbrB, CcpA, CodY, PhoP, Spx, TnrA, WalR, and Zur (Chumsakul *et al*, 2011; Marciniak *et al*, 2012; Rochat *et al*, 2012; Belitsky & Sonenshein, 2013; Salzberg *et al*, 2013, 2015; Brinsmade *et al*, 2014; Mirouze *et al*, 2015; Prestel *et al*, 2015). The proportion of recovered target operons with KO support is on average 0.83 for all σ factors and 0.69 for the other TFs. 

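σ L transcribes the levanase operon and genes of amino acid use, and *levG*, *levF*, *levE* and *levD* of that operon were lower in the *sigL* mutant by -2.37, -2.07, -1.95 and -1.61 on 4 of 4 arrays, with adjusted p = 0.42 to 0.47 from limma. Of 9 σ L targets that could be tested, all had a negative value (median -1.22), 0 passed over all genes and 4 were lower when adjusted over the list alone. *bceR* alone passed in the *sigL* mutant, at 6.91 (standard error 0.39, adjusted p = 0.026) on 4 of 4 arrays, and its value was 0.29 with marked spots kept. PhoP controls the genes of phosphate starvation: *phoB*, which encodes an alkaline phosphatase, was at -2.33 (standard error 0.95, adjusted p = 1.00) on 2 of 3 arrays of the *phoP* mutant, and *tuaC*, of teichuronic acid synthesis, at -2.60 (standard error 1.31, adjusted p = 1.00) on 2 of 3. Of 20 PhoP targets, 15 had a negative value (median -2.12), and 0 passed either over all genes or over the list alone. Over all 3773 genes, 4 passed in the *phoP* mutant, 2 higher and 2 lower, among them *ykjA* at 5.08 (standard error 0.41, adjusted p = 0.015) and *iolB* at -4.91 (standard error 0.40, adjusted p = 0.015), which were -0.33 and 0.10 with marked spots kept. The average includes replicate 2 at 3 h, on which *phoP* itself is higher in the mutant (2.92); without that array 10 genes passed and with it turned 8, both chosen after seeing the data. The paper states the share of recovered operons with KO support from Dataset EV6, of which only the first 1992 of 3935 rows were used here, so no overlap with it was computed.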

We chose to count operons (i.e., transcription units), because of biological relevance, but results with gene counts do not differ significantly (compare Fig 4 to Table 1), except for long operons such as the 30 gene *fla‐che* flagellum/chemotaxis operon. Overall, we found experimental support for 1,289 TF–gene interactions (out of 1,841 tested) in transcriptional profiling data with KO strains, including 391 (out of 635) novel interactions. By sequence analysis, we also identified putative binding sites in 71% of the operons predicted as novel targets (σ^B^, σ^D^, σ^E^, σ^G^, σ^H^, σ^K^, σ^W^, CcpA, and CodY regulons; Appendix Fig S5). We also included the predictions from Eichenberger *et al* (2004) and Nicolas *et al* (2012) in the analysis of σ factor binding sites, Marciniak *et al* (2012) for *cre* sites (CcpA binding), and Mirouze *et al* (2015) and Leyn *et al* (2013) for TnrA binding sites (Dataset EV6). In total, there were 754 interactions (out of 1,258 tested) supported by both KO data and sequence analysis. Lastly, due to the presence of putative TF binding sites matching known consensus binding sequences, we obtained supporting evidence for 58 interactions in the CymR, Fur, LexA IolR, and Zur regulons.

**Table 1:** Support provided by transcriptional profiling experiments with KO strains

TF	Priors^a^	Priors predicted as targets^a^	Recovery	Recovered priors supported	Accuracy (priors)	Novel predicted targets^a^	Novel targets supported^a^	Accuracy (novel targets)	Predictions (recovered + novel targets^a^)	Supported (recovered + novel targets^a^)	Accuracy (total)
σ^B^	103	96	0.93	70	0.73	14	8	0.57	110	78	0.71
σ^D^	29	27	0.93	24	0.89	20	6	0.3	47	30	0.64
σ^E^	90	85	0.94	80 (82^b^)	0.94 (0.98^b^)	61	52 (53^b^)	0.85 (0.87^b^)	146	132 (133^b^)	0.90 (0.91^b^)
σ^F^	39	33	0.85	32	0.97	25	21	0.84	58	53	0.91
σ^G^	64	58	0.91	53 (58^c^)	0.91 (1.0^c^)	69	55 (67^c^)	0.8 (0.97^c^)	127	108 (125^c^)	0.85 (0.98^c^)
σ^H^	22	18	0.82	13	0.72	31	19	0.61	49	32	0.65
σ^K^	58	54	0.93	47 (53^d^)	0.87 (0.98^d^)	50	31 (47^d^)	0.62 (0.94^d^)	104	78 (100^d^)	0.75 (0.96^d^)
σ^L^	6	6	1.0	4	0.67	0	0	NA	6	4	0.67
σ^M^	31	26	0.84	19	0.73	48	2	0.04	74	21	0.28
σ^W^	33	28	0.85	23	0.82	1	1	1.0	29	24	0.83
AbrB‐repr^e^	101	77	0.76	54	0.7	26	17	0.65	103	71	0.69
CcpA‐repr^f^	72	51	0.7	38	0.75	20	9	0.45	71	47	0.66
CodY‐repr	37	30	0.81	14 (26^g^)	0.47 (0.87^g^)	17	8 (12^g^)	0.47 (0.71^g^)	47	22 (38^g^)	0.47 (0.81^g^)
ComK‐activ	16	12	0.75	12	1.0	7	6	0.86	19	18	0.95
PhoP‐activ	18	11	0.61	3 (7^h^)	0.3 (0.64^h^)	0	NA	NA	11	3 (7^h^)	0.3 (0.64^h^)
ScoC‐repr	10	6	0.60	3	0.5	9	2	0.2	15	5	0.33
SinR‐repr	13	4	0.31	3	0.75	0	NA	NA	4	3	0.75
Spo0A‐activ	24	14	0.58	8	0.57	28	10	0.36	42	18	0.43
Spo0A‐repr	21	14	0.67	6	0.43	24	4	0.17	38	10	0.26
Spx^i^	11	10	0.91	5	0.5	17	7	0.41	27	12	0.44
TnrA‐activ^j^	12	7	0.58	7	1.0	0	NA	NA	7	7	1.0
TnrA‐repr^j^	11	4	0.36	4	1.0	8	0	0	12	4	0.33
WalR^k^	8	7	0.88	5	0.71	7	0	0	14	5	0.36
Zur^l^	4	4	1.0	4	1.0	3	1	0.33	7	4	0.57

This is a summary of the data presented in Dataset EV6 (Analysis by Regulon). Operons are considered to be differentially transcribed when at least half of the genes in the operon have a *P*‐value ≤ 0.01 in transcriptional profiling experiments (WT versus KO).

a Numbers refer to operons (i.e. transcription units, not individual genes).

b Includes operons supported for SpoIIID dependency (σ^E^ and SpoIIID form a FFL).

c Includes operons supported for SpoVT dependency (σ^G^ and SpoVT form a FFL).

d Includes operons supported for GerE dependency (σ^K^ and GerE form a FFL).

e For AbrB dependency, we consider differential transcription in a *spo0A* gene deletion strain versus a wild‐type strain.

f Based on data from Marciniak *et al* (2012).

g Based on data from Belitsky and Sonenshein (2013) and Brinsmade *et al* (2014).

h Based on data from Salzberg *et al* (2015).

i Based on data from Rochat *et al* (2012).

j Based on data from Mirouze *et al* (2015).

k Based on data from Salzberg *et al* (2013).

l Based on data from Prestel *et al* (2015).

Because not every interaction in the GS was recalled in our model, we checked whether the target genes in these interactions were DT in the corresponding KO experiment. The global rate of differential transcription for these missing interactions (i.e. those present in the GS network but absent in our model) was 0.38, suggesting that at least some of the interactions in the GS may be either inaccurate or strictly dependent on strain background and/or specific experimental conditions. In any event, this number is significantly lower than the support rate for the full predicted network (0.7), the set of interactions recovered from the GS (0.74), or the set of novel interactions (0.62).

We also analyzed the top 500 novel predicted interactions in the final combined network (ranked by the associated confidence score, Dataset EV7). The top 500 novel predictions include 483 target genes and 91 TFs. Forty‐one of these interactions have been validated by external sources since compilation of the GS, and four have been validated in the current study using GFP fusions. Seventy‐six of the remaining interactions can also be validated on the grounds that the genes involved belong to operons that include previously known targets. This applies to many short genes that were added to the genome after re‐annotation of the *B. subtilis* 168 sequence (Barbe *et al*, 2009). These genes were absent from microarrays generated from the original genome annotation (Kunst *et al*, 1997) and would have been missed in transcriptional profiling experiments conducted prior to the year 2010. Considering the remaining 378 interactions, transcriptional profiling data were available (from this and previous studies) for 210 interactions. 

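Dataset EV7 lists 138 predicted interactions of regulators whose mutants were tested here, and 123 of them concern a gene with a value. At the paper's threshold, 74 of these (60.2%) had a P at or below 0.01 in at least 1 time point by limma and 81 by the methods' t-test. By limma, 22 had an adjusted p under 0.05 at a time point, adjusted over all genes and time points of the mutant together. By the average over all time points, 65 of the 74 target genes were lower in the mutant and 3 of *codY* were higher. Another 6, of *sigB*, were higher in the library labelled *sigB* mutant, a direction that rests on the labels. The average need not match the time point that passed, as with *ywcI* in the *spo0A* mutant at -0.0020. For *sigD*, 11 of 17 were supported, for *sigH* 5 of 12, for *spo0A* 7 of 17, for *codY* 3 of 9 and, with the library labelled *sigB* mutant, 6 of 9. The largest change among σ F predictions was that of *ynzL*, at -5.02 in the *sigF* mutant (lowest unadjusted limma p over the time points 6.3e-07). The paper's own P values, given for 136 of these interactions, support 97, and 71 are supported by both.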

We found that 153 out of these 210 interactions (i.e. 73%) were experimentally supported by transcriptional profiling data (*P*‐value < 0.01 and/or external validation). In parallel, we performed a search and/or collected information from previous studies for the presence of putative binding sites for TFs involved in 193 putative interactions. A sequence motif compatible with a previously reported consensus binding site was identified in the corresponding promoter sequences for 136 out of these 193 interactions (70%), thus providing additional evidence for these predictions. In total, there were 144 interactions for which both KO and motif data were available. Out of these 144 putative interactions, 120 (83%) were supported by both (in addition to the 122 predictions that we considered already validated by external sources). These findings suggest high prediction accuracy for the top 500 predictions (when ranked by confidence score).

### Architecture of the inferred TRN

We clustered the 215 TFs in our model to explore the topology of the inferred TRN. Seven of thirteen modules (defined as clusters with ≥ 4 TFs) were enriched in specific processes (Fig 5, Dataset EV5 for the Cytoscape file). 

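In the *sigM* mutant 30 min after vancomycin, *cymR*, the gene of the repressor of sulfur metabolism, was at -0.35 (standard error 0.84, adjusted p = 0.98) by limma. It had a value on 2 of 3 arrays, 1.18 and -1.89. The spread of *cymR* between arrays was wide, and with 3 arrays the test recovered 0% of genes changed by 2 on the log2 scale in simulated data for this mutant, so a change of that size would not have been detectable. *spx*, a gene of the σ M regulon that encodes a regulator of disulfide stress, was at -3.37 (standard error 0.64, adjusted p = 0.39) on 2 of 2 arrays with a value.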

From top to bottom, and left to right, in Fig 5: (i) Cell envelope stress response: with four σ factors (σ^M^, σ^W^, σ^X^, and YvrI), three TFs involved in the maintenance of the integrity of the cell wall and plasma membrane (FatR, WalR, and YvrHb) and two TFs (CymR and YtlI) involved in sulfur metabolism (however, the predicted interaction between σ^M^ and CymR is not supported by the *sigM* KO data). (ii) Carbon metabolism: with CcpA, the global regulator of carbon catabolite control and σ^L^. (iii) Cellular respiration: with ResD as main TF, and ArfM and Fnr as regulators of anaerobic genes. (iv) General stress response: with σ^B^, regulators of the oxidative stress response (Spx and PerR) and metal homeostasis (PerR, Fur, and MntR). (v) Prophage: with Xre and Xpf regulating expression of genes in the PBSX prophage and SknR in the *skin* element. (vi) Transition from exponential growth to stationary phase: This cluster represents the core of the TF network, because it is connected to most of the other modules. It contains TFs directly involved in the regulation of the transition phase (AbrB and ScoC) and many TFs required for various cell differentiation processes, such as biofilm formation (SinR and SlrR), cannibalism (SdpR), and competence (ComK); it also includes TFs involved in nitrogen metabolism (TnrA and GlnR). (vii) Sporulation: This module is composed of three sub‐networks: (i) pre‐divisional cell (control of gene expression prior to asymmetric division of the sporulating cell), this sub‐network is organized around Spo0A and σ^H^ (both of which connected to the transition module via AbrB), and it also contains the motility σ factor σ^D^ (i.e. cell motility is turned off in sporulating cells); (ii) forespore, with σ^F^ and σ^G^, includes an intriguing novel connection between σ^F^ and co*dY (*considering that CodY is a repressor of several biosynthetic processes, its compartmentalized expression during sporulation could contribute to shutting down metabolic activity in the forespore); and (iii) mother cell, with σ^E^ and σ^K^. 

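*codY* was lower in the *sigF* mutant than in the *sigE* mutant by -1.31 on the log2 scale (standard error 0.23, adjusted p = 0.0078 from limma). It was lower on all 4 arrays that gave a value, at -1.53 to -1.12 across 2 to 3 h after resuspension, and had no test with the replicate number as a block, where too few arrays were left. The paper's own value from Dataset EV6, read as mutant over comparison strain, is -1.14. The comparison strain was itself a mutant, so these values do not set *sigF* against wild type. From this connection and the role of CodY as a repressor of biosynthesis, the paper proposes that CodY made in the forespore could help to shut down metabolism there.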

The mother cell sub‐network includes a previously uncharacterized putative regulator, YsmB. It should be noted that *ysmB i*s located immediately downstream of *gerE,* which encodes a well‐known regulator of mother cell gene expression, and the two genes (along with *racE*) constitute an operon (some of the predicted targets of YsmB are differentially transcribed in the *gerE* KO experiment, but it is unclear whether these genes are regulated by GerE, YsmB, or both (see Dataset EV6, σ^K^ regulon). There were six clusters that we did not annotate due to lack of functional enrichment. These clusters are composed primarily of novel regulatory interactions that have not been assessed experimentally. Functionally, many of the genes found in these clusters are annotated as unknown, providing resistance to toxic compounds/antibiotics or involved in carbon metabolism.

### The inferred TRN provides novel functional insights even for well‐characterized pathways

We calculated how many genes involved in defined cellular processes were paired with TFs in the prior and inferred networks (Appendix Table S2). Many genes involved in extensively studied processes that were missing in the prior network (e.g. about a quarter of the genes annotated as “sporulation”, “stress response,” and “exponential and early post‐exponential lifestyles”) have now been linked to specific regulators in the inferred TRN. The “exponential and early post‐exponential lifestyles” category is composed of three very well‐studied processes: “motility and chemotaxis”, “biofilm formation,” and “competence”. Specifically, our model increases the proportion of genes with at least one candidate TF in all categories (from a median proportion by category of 0.51 in the prior network to 0.72 in the inferred network; Appendix Table S2). In the inferred TRN, sporulation (528 genes) is the category with the highest proportion of regulatory hypotheses. Our TRN model can serve as a guide for the analysis of many uncharacterized genes, because 521 genes of unknown function (out of 872) are now paired with TFs. As an illustration, we discuss below the identification of new targets of σ^K^, while in the appendix, we provide information on new targets of ComK (Appendix Fig S6) and CodY (Appendix Fig S7).

#### Sporulation (σ^K^ regulon)

Most predicted targets of sporulation σ factors were experimentally supported in transcriptional profiling experiments with corresponding KO strains (Table 1, Dataset EV6). 

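σ E is the early σ factor of the mother cell, and its mutant showed 599 of 4275 genes past an adjusted p under 0.05, 155 higher and 444 lower. *spoIVFB*, a membrane protease of the mother cell, was at -4.59 (standard error 0.58, adjusted p = 0.016) and *mmgA*, of lipid catabolism in the mother cell, at -4.56 (standard error 0.66, adjusted p = 0.019), each lower on 3 of 3 arrays with a value. *spoIIIAH*, whose product joins mother cell and forespore, was at -4.61 (standard error 0.84, adjusted p = 0.031) and *yyaD* at -3.01 (standard error 0.29, adjusted p = 0.013). Of 84 mother cell genes of the regulon 71 were lower and none was higher (76 lower when adjusted over the list alone; median -3.26). Of 46 coat and crust genes, 16 were lower and none was higher (23 lower when adjusted over the list alone), among them *cotY* at -2.21 (standard error 0.25, adjusted p = 0.013) on 4 of 4 arrays. camera placed the σ E list below other genes with a preset correlation (adjusted p = 1.9e-28), and adjusted p = 0.86 with an estimated correlation. Against *sigG spoIIID* alone 312 genes passed and against *spoIIID* alone 0 (829 at an unadjusted limma p under 0.05), with 2 arrays each, while the scanner's own log ratios gave 0 (1314 unadjusted). Without replicate 1 or replicate 2, each comparison keeps 1 array and limma called 0 genes (726 and 873 unadjusted). The paper counts a predicted target as supported when it is differentially transcribed in the mutant.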

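In the forespore, σ F acts first, and the *sigF* mutant differed from the *sigE* mutant at 671 of 4254 genes, 345 higher and 326 lower. *rsfA*, which encodes a forespore regulator, was at -7.55 (standard error 0.27, adjusted p = 1.7e-07), *gpr*, a protease of small acid-soluble spore proteins, at -5.79 (standard error 0.17, adjusted p = 8.7e-08) and *spoIIQ*, of the channel between the cells, at -5.83 (standard error 0.20, adjusted p = 1.7e-07), each lower on 6 of 6 arrays. *lonB* had the largest fall, to -7.94 (standard error 0.51, adjusted p = 1.1e-05) on 5 of 5 arrays with a value. Of 39 genes of the σ F regulon, 31 were lower and none was higher (31 lower when adjusted over the list alone; median -3.20). Of 38 late forespore genes, 22 were lower and 5 higher (25 and 5 when adjusted over the list alone). For the σ F list, camera with a preset correlation gave an adjusted p = 2.0e-17, and adjusted p = 0.44 with an estimated correlation. Without replicate 2, 317 genes passed; arrays with the same replicate number deviate together here, and with the number as a block 917 genes passed, or 507 as a random block, which was chosen after seeing the data.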

The prediction accuracy for sporulation σ factors ranges from 0.75 (σ^K^) to 0.91 (σ^F^). In the Appendix, we present fluorescence microscopy data to validate several novel sporulation genes (*yetF*,* ykzQ,* and *ykoST*; Appendix Fig S8). Because of our interest in spore coat assembly, we analyzed novel targets of σ^K^ and GerE (McKenney *et al*, 2013). These TFs form two FFL motifs, where σ^K^ is the first regulator, and GerE is either an activator in a coherent FFL or a repressor in an incoherent FFL (Eichenberger *et al*, 2004). In the sporulation regulatory cascade, σ^K^ is the last σ factor to be activated. Our model predicts that 161 genes (104 operons) are controlled by σ^K^, including 64 novel target genes (50 operons). One of these novel genes is *ytdA* (Fig 6A). We confirmed that *ytdA* transcription is σ^K^‐dependent (Fig 6B, left), a result consistent with the presence of a putative σ^K^ binding site in the *ytdA* promoter (Fig 6B, right). We also showed that YtdA‐GFP displays the typical localization pattern of a spore coat protein (Fig 6C). Lastly, YtdA‐GFP is still produced in the absence of GerE; albeit with a disrupted localization pattern, suggesting that YtdA‐GFP recruitment to the spore surface is dependent on GerE‐controlled sporulation genes.

**Figure 6:**
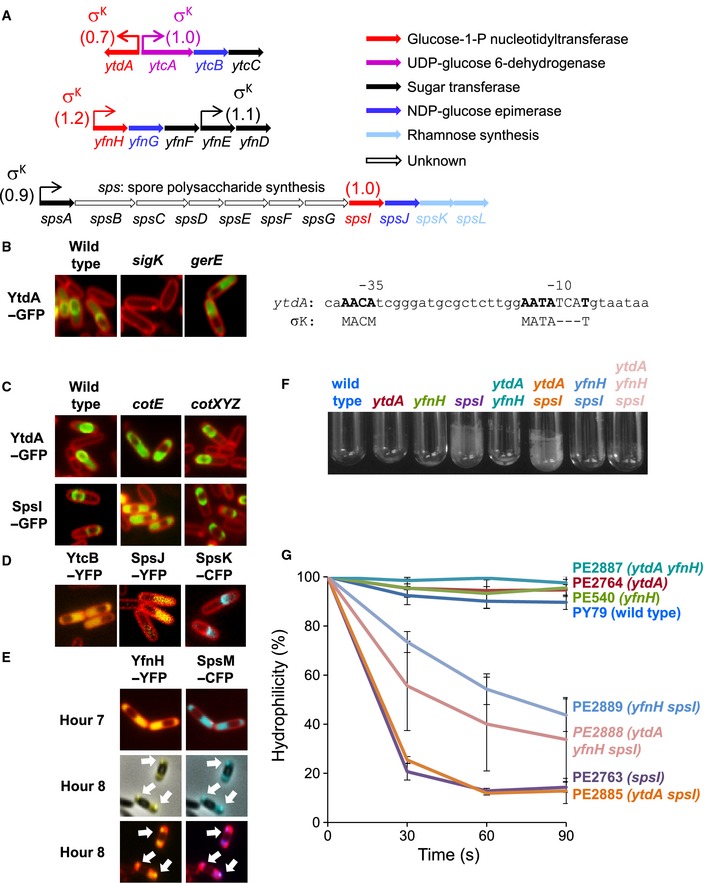
Functional analysis of spore polysaccharide synthesis genes Genomic organization of the *ytdA*,* yfnH*, and *spsI* gene regions (*ytdA* is a paralog of *yfnH* and *spsI*). Putative gene functions are color‐coded. β score for each prediction is indicated in parenthesis.Left: Fluorescence microscopy images for the YtdA‐GFP fusion in sporulating cells in the indicated mutant backgrounds. Except where indicated otherwise, images were collected for sporulating cells at hour 6 after suspension in Sterlini–Mandelstam medium at 37°C. Right: Possible binding site for σ^K^ in the *ytdA* promoter. The consensus binding sequence for σ^K^ is also indicated (M is A or C).Spore coat localization of YtdA‐GFP and SpsI‐GFP is dependent on *cotE* and independent of *cotXYZ*.Subcellular localization of YtcB‐YFP, SpsJ‐YFP, and SpsK‐CFP during sporulation.Time course and dual labeling analysis of YfnH‐YFP and SpsM‐CFP during sporulation.Spore adhesion to glass: A *spsI* deletion mutant and a *spsI ytdA* double mutant display strong adhesion.Spore adhesion to hydrocarbons (hexadecane): A *spsI* deletion mutant and a *spsI ytdA* double mutant display strong adhesion. A *spsI yfnH* double mutant and a *spsI yfnH ytdA* triple mutant display intermediate adhesion. Error bars represent the standard deviation for three independent experiments.

### Characterization of genes involved in spore polysaccharide synthesis

The novel σ^K^‐dependent gene, *ytdA*, encodes a putative UTP‐glucose‐1‐phosphate uridylyltransferase with two paralogs, *spsI* and *yfnH*, also under σ^K^ control (Eichenberger *et al*, 2004) (Fig 6A).The last four genes in the *sps* (spore polysaccharide synthesis) operon are necessary for synthesis of rhamnose (Plata *et al*, 2012), a carbohydrate present on the *B. subtilis* spore surface (Wunschel *et al*, 1995). To confirm that YtdA is a coat protein, we showed that YtdA‐GFP localization was disrupted in the absence of CotE, a protein required for assembly of the outer coat (Fig 6C, top); however, YtdA‐GFP localization was not affected in a *cotXYZ* mutant lacking the outermost coat layer, the crust (McKenney *et al*, 2010). SpsI‐GFP had similar requirements (Fig 6C, bottom), as did SpsK‐CFP, albeit transiently (Fig 6D, single cap of fluorescence on the mother cell‐proximal side of the forespore). By contrast, SpsJ‐YFP and its paralog, YtcB‐YFP, did not localize to the forespore surface (Fig 6D). The third paralog, YfnH‐YFP, exhibited a two‐step localization pattern (Fig 6E): first as a diffuse signal (hour 7) and, by hour 8, as bright foci in the mother cell cytoplasm. Localization of YfnH‐YFP foci was reminiscent of SpsM, another previously characterized spore polysaccharide synthesis protein (Abe *et al*, 2014). In dual labeling experiments, we showed that YfnH‐YFP and SpsM‐CFP co‐localized (Fig 6E, white arrows). In total, our fluorescence microscopy data suggest that one pathway of spore polysaccharide synthesis (involving SpsI, SpsK, and YtdA) occurs directly on the spore coat, while another one may be going on in the mother cell cytoplasm (with SpsM and YfnH).

Next, we generated a triple gene deletion mutant of *spsI*,* ytdA,* and *yfnH*. Spore adhesion assays (Fig 6F and G) showed that triply mutant spores more strongly adhere to glass tubes than wild‐type spores (PY79), suggesting that the spore surface is more hydrophilic in the presence of polysaccharides, thus favoring spore dispersal in water (Abe *et al*, 2014). The main contributor to this property is SpsI, because a *spsI* mutant showed the strongest adhesion phenotype. In summary, deletions of spore polysaccharide synthesis genes (especially *spsI*) result in significant modifications of spore surface properties.

### Conclusions

Our inferred model of the *B. subtilis* TRN is a significant improvement over the initial GS network and previous TRN models. Our inferred TRN recalls a high proportion of known interactions and simultaneously adds 2,258 putative interactions. Our methods were tested in a variety of contexts (using real and synthetic data) and shown to tolerate error in the GS (in excess of that expected here). Our predictions are associated with error estimates that can be used to guide biologists using the model. Importantly, we obtained further experimental support for 391 (out of 635 evaluated) novel regulatory edges (representing 17% of all novel interactions), demonstrating the high accuracy (62%) of our predictions. The number of *B. subtilis* genes devoid of regulatory hypotheses has thus been significantly reduced (not just for genes of unknown function, but also for genes in well‐known pathways such as sporulation, other stress responses, metabolism, and competence, Appendix Table S2).

The new network model exhibits more connections spanning function and cell process boundaries, suggesting previously unsuspected links between cellular processes. Our model could, however, be further improved by the addition of data for conditions that have remained untested. In future network inference attempts, the inclusion of complementary data types should be prioritized, especially genomewide binding assays (for poorly characterized TFs) and proteomics (to characterize post‐transcriptional regulatory events). The most important conclusion from our work is that incorporating TFA critically improves the predictive performance of network inference approaches, while maintaining a high tolerance to error in the methods used to generate these structure priors. Our results further suggest that estimating TFA increases the ability to distinguish true transcriptional interactions from random correlations, in particular for TFs that are activated by post‐translational modifications and/or require co‐factors. Moreover, using TFA reduces the number of predictions with incorrect sign. A remaining limitation is that we make fewer confident predictions for regulators with few (or no) known targets, because TFA estimation is less accurate. Overall, the strategy delineated here can be applied to other bacteria and eukaryotic cells as long as a minimal set of priors and large transcriptional datasets are available.

## Materials and Methods

### Media and growth conditions, strains, plasmids, and primers

A detailed description of culture media and growth conditions is provided in the Appendix. All *B. subtilis* strains used in this study were derivatives of the wild‐type strain PY79 (Table EV1). Strains expressing fusions to fluorescent proteins were generated as previously described (McKenney *et al*, 2010).

### Collection of transcriptomic datasets

#### RNA isolation, cDNA synthesis, labeling, and hybridization to microarrays

RNA was extracted for a total of 403 samples in 38 separate experimental designs (Table EV2), converted to cDNA, fluorescently labeled, and hybridized to microarrays (PY79 dataset, GEO accession number GSE67023). These procedures have been described before (Cozy *et al*, 2012). The previously published BSB1 dataset is accessible at GEO with accession number GSE27219 (Nicolas *et al*, 2012).

#### Microarray design

Agilent's eArray software was used to design 60‐mer probes (features) for all annotated protein‐coding genes (three probes per gene) from the *B. subtilis* 168 genome (Barbe *et al*, 2009). The “b.subt‐final‐sense‐3probes‐july29” array was obtained from Agilent (GEO accession number GPL15179).

#### Processing microarray data

For the PY79 dataset, we performed the following steps separately for each channel: (i) take the median of all probes of the same gene; (ii) log_2_‐normalize the intensities; (iii) normalize between arrays using the cyclic loess method; and (iv) average replicates of common reference conditions.

### Inferring the regulatory network

#### Gene filter

For network inference, we only considered genes with a coefficient of variation > 0.05 in either dataset. For consistency, we also removed genes that were unique to one of the two strains or microarray platforms [the list of genes considered for network inference is provided in Dataset EV1 (Excel sheet 2)].

#### Gold standard

A set of experimentally validated transcriptional interactions was downloaded from SubtiWiki (Michna *et al*, 2014), while a list of σ^A^‐controlled genes was obtained from the study by Helmann (1995). Genes filtered out due to a lack of expression variance were also removed from the GS. The final GS includes 3,040 interactions involving 1,874 genes (Dataset EV2).

#### Estimating transcription factor activities

Let *X* be the matrix of gene expression values, where rows are genes and columns represent experiments/samples. Let *P* be a matrix of known regulatory relationships between transcription factors (columns) and target genes (rows). The entries in the prior matrix (*P*, derived directly from the GS set described above) are members of the set {−1, 0, 1}. We set P_*i,j*_ to zero if there is no known regulatory interaction between transcription factor (TF) *j* and gene *i*, to minus one if TF *j* is known to repress gene *i*, and to one if TF *j* is known to activate gene *i*. Auto‐regulatory interactions are always set to zero in *P*. Estimation of TF activities is then based on the following model (Liao *et al*, 2003; Fu *et al*, 2011):

$$X_{i,j}=\sum_{k\in TFs}P_{i,k}A_{k,j}$$

where the expression of gene *i* in sample *j* can be written as the weighted sum of connected TF activities *A* (with the key distinction/modification that we load activators and repressors into P separately as 1 and −1, respectively). In matrix notation, this can be written as X = *PA*, which we solve for the unknown TF activities *A*. This is an overdetermined system, but we can find $\hat{A}$ which minimizes $||P\;\hat{A}\;-\;X|{|}^{2}$ using the pseudoinverse of *P*. Special treatment is given to time series experiments, with the modified model:

$$X_{i,t_{n}+\frac{\tau }{2}}=\sum_{k\in TFs}P_{i,k}A_{k,t_{n}}$$

where the expression of gene *i* at time *t*_*n*_ *+ *τ/2 is used to inform the TF activities at time *t*_*n*_. Here, τ is the time shift between TF expression and target expression used when inferring regulatory relationships (see next section). Here, we use a smaller time shift of τ/2, because changes in TF activities should be temporarily closer to target gene expression changes. If there is no expression measurement at time *t*_*n*_ *+ *τ/2, we use linear interpolation to fit the values. In cases where there are no known targets for a TF, we cannot estimate its activity profile, and use the observed transcription as a proxy instead.

#### Inferring regulatory relationships

The main input to the network inference procedure is the expression data X, the estimated transcription factor (TF) activity $\hat{A}$, and the known regulatory relationships encoded in the matrix *P*. The core model is based on the assumption that the expression of a gene *i* at condition *j* can be written as linear combination of the activities of the TFs regulating it. Specifically, in the case of steady‐state measurements, we assume

(1.1) $$X_{i,j}=\sum_{k\in TFs}\beta_{i,k}{\hat{A}}_{k,j}$$

For time series data, we explicitly model a time shift between the target gene expression response and the TF activities:

(1.2) $$X_{i,t_{n}}=\sum_{k\in TFs}\beta_{i,k}{\hat{A}}_{k,t_{n}-\tau }$$

Here, we are modeling the expression of gene *i* at time *t*_*n*_ as the sum of activities at time *t*_*n*_ − τ, where *t*_*n*_ is the time of the *n* ^th^ measurement in the time series and τ = 15 min is the desired time shift. In cases where we do not have measurements for ${\hat{A}}_{k,t_{n}-\tau }$, we use linear interpolation to add missing data points.

The goal of our inference procedure is to find a sparse solution to β, that is, a solution where most entries are zero. The left hand sides of eqns (1.1) and (1.2) are concatenated as response, while the right hand sides are concatenated as design variables. We use our previously described method Bayesian Best Subset Regression (BBSR) (Greenfield *et al*, 2013) to solve for β. With BBSR, we compute all possible regression models for a given gene corresponding to the inclusion and exclusion of each potential predictor. For a given target gene *i*, potential predictors are those TFs that have a known regulatory effect on *i*, and the ten TFs with highest time‐lagged CLR (Greenfield *et al*, 2010; Madar *et al*, 2010). Prior knowledge is incorporated by using a modification of Zellner's *g*‐prior (Zellner, 1983) to include subjective information on the regression parameters. A g‐prior equal to 1.1 was used for the combined network described in this study. Sparsity of our solution is enforced by a model selection step based on the Bayesian information criterion (BIC) (Schwarz, 1978).

#### Ranking interactions and bootstrapping

After model selection is carried out, the output is a matrix of dynamical parameters β, where each entry corresponds to the direction (i.e. activation or repression) and strength (i.e. magnitude) of a regulatory interaction. These parameters can be used to predict the response of the system to new perturbations. In order to rank predicted regulatory interactions by confidence, we take into account the overall performance of the model for gene *i* and the proportion of variance explained by each β_*i,k*_ (for details see Greenfield *et al*, 2013). To further improve inference and become more robust against over‐fitting and sampling errors, we employ a bootstrapping strategy. We resample the input conditions with replacement and run model selection on the new data set. This procedure is repeated 100 times, and the resulting lists of interactions are rank combined to a final ranked list as in the study by Marbach *et al* (2010). The final confidence score of an interaction is defined as the mean of the normalized rank across all bootstraps, where at each bootstrap, interactions are ranked by variance explained. The final network consists of the N top ranked interactions, where N is the maximum value so that at least 50% of the gold standard interactions are recovered.

#### Combining the PY79 and BSB1 networks

We inferred the regulatory networks of PY79 and BSB1 independently. Then, we rank combined all 200 networks (100 for each strain), where the ranks of interactions are based on the confidence calculated in the previous step. Similarly, we averaged the β scores for each interaction. For any given downstream analysis, we define a confidence threshold for selecting interactions to include in the model (a threshold where precision is calibrated using AUPR curves as illustrated in Fig 3A).

#### Other inference methods

In addition to the network inference described above, we built networks using CLR (Faith *et al*, 2007) and Genie3 (Huynh‐Thu *et al*, 2010).

### Network exploration and validation experiments

#### Network visualization

The combined network was visualized using Cytoscape v. 2.8 (Smoot *et al*, 2011).

#### Computational search for DNA sequence motifs

The MEME suite (Bailey *et al*, 2009) was used for identifying DNA sequence motifs characteristic of binding by individual TFs. We used the DNA sequence up to 200 bp upstream of the translational start site for each operon predicted as target.

#### Differential gene expression analysis

We compared gene expression profiles of wild‐type (WT) and the respective mutant strains (KO) using Bayesian *t*‐tests with the Cyber‐T tool (Baldi & Long, 2001). We followed the authors' recommendation to keep the number of replicates plus the confidence parameter equal to ten. Genes with *P*‐values equal or smaller than 0.01 were considered differentially transcribed  (DT).

#### Fluorescence microscopy

Microscopy experiments were performed as previously described (McKenney *et al*, 2010).

#### Glass tube adhesion assays

The procedure has been described in the study by Abe *et al* (2014).

#### Spore adhesion to hydrocarbons assay

The hydrophobicity of the spores was tested as described by Faille *et al* (2010) with the following modifications. Purified spores are re‐suspended in PBS to a final OD_600_ of 0.4–0.6. Three milliliters of each sample are set out for three separate exposure experiments. Five hundred microliters of hexadecane are added to each sample, and they are vortexed gently at the different hexadecane exposure times of 30, 60 and 90 s. The samples are then left to settle for 30 min, allowing for hydrophobic spores to travel to the hexadecane layer. The OD_600_ is then measured for the aqueous phase of each sample. Percent hydrophilicity is calculated using: (OD_600_ at exposure time/OD_600_ initial) × 100.

### Data availability

The new gene transcription data have been deposited in GEO, accession number GSE67023.

### Software availability

The Inferelator software is available at http://bonneaulab.bio.nyu.edu/networks.html.

## Author contributions

MLAO, CH, ARB, TC, AG, BS, SNB, MG, BL, TK, FS, JC, CDAR, TS, DZR, AD, RB, and PE designed the experiments; MLAO, CH, ARB, TC, BS, SNB, MG, BL, FS, JC, CDAR, and AD performed the experiments; MLAO, CH, ARB, TC, AG, BS, SNB, MG, BL, TK, FS, JC, CDAR, TS, DZR, AD, RB, and PE analyzed the data; and MLAO, CH, ARB, RB, and PE wrote the paper.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix

Table EV1

Table EV2

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Dataset EV5

Dataset EV6

Dataset EV7

Review Process File

# Supplementary material for: An experimentally supported model of the Bacillus subtilis global transcriptional regulatory network
**Source:** Mol Syst Biol. 2015 Nov 17;11(11):839. doi: 10.15252/msb.20156236
**Supplement:** Supplementary file 1 — Appendix

APPENDIX

TABLE OF CONTENTS

MATERIAL AND METHODS

Bacterial strains and primers (p.3)

Transcriptional Profiling Experiments (pp.3-5)

Media and growth conditions

RNA isolation, cDNA synthesis, labeling and hybridization to microarrays

Microarray design

Validation experiments (other than transcriptional profiling) (pp.5-6)

Fluorescence microscopy

Spore purification procedure

Computational search for DNA binding motifs

Network inference (pp.6-9)

Gold standard (GS) network

Inferring regulatory relationships using Bayesian Best Subset Regression

Bayesian Regression With Informative Prior

Model selection

Comparing TFA-BBSR to other inference methods

Network visualization and exploration (pp.10-11)

Network visualization

Network modularity

Functional enrichment analyses

Differential gene transcription analyses

Network validation using gene counts

RESULTS

Network validation experiments (pp.11-13)

Transcriptional profiling experiments to characterize the regulons of alternative σ factors

Other regulators

External validation

DNA motifs

Functional analyses (pp.14-16)

Competence (ComK regulon)

Metabolism (CodY regulon)

Sporulation

REFERENCES (pp. 17-19)

APPENDIX TABLES (pp.20-21)

APPENDIX FIGURES (p.22-30)

MATERIAL AND METHODS

Bacterial strains and primers

All *B. subtilis* strains used are listed in **Table EV1**. Gene fusions to *gfp* were generated by cloning the 3' end of the target gene (amplified by PCR from genomic DNA) into pCV0119 plasmid (van Ooij *et al*, 2004). Primers used for production of *gfp* fusions are listed below:

YtdA-left: GCGCGGATCCgtgccgctgatagggttaa
YtdA-right: GCGCCTCGAGtggggttctttccgttt
SpsI-left: GCGCGGATCCcagaacgcttgaacagcag
SpsI-right: GCGCCTCGAGctttcgtcctgtccttcc
SpsJ-left: gcgCGGATCCgccatcattacacgatgcag
SpsJ-right: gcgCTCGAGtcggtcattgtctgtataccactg
SpsK-left: gatcGGATCCacaaaagacagc
SpsK-right: gatcCTCGAGatcacacgcactgctcc
YtcB-left: GGATCCAagccgcttaccat
YtcB-right: CTCGAGtccccctgatacagcga
YfnH-left: GCGCGGATCCcgttttggagactggggta
YfnH-right: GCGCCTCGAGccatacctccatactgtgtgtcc
SpsM-left: gatcGGATCCgacgatgcagctac
SpsM-right: gatcCTCGAGtccttttctcttg
YetF-left: GCGCGGATCCgcaaagcctattgaggcaag
YetF-right: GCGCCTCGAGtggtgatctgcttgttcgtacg
YkoT-left: GCGCGGATCCtgggtggacggtacatttt
YkoT-right: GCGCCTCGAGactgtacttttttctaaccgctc
YkzQ-left: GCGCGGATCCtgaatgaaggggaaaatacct
YkzQ-right: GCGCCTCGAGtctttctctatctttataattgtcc

Transcriptional Profiling Experiments

Experimental conditions for every transcriptional profiling experiment are provided in **Table EV2**.

Media and growth conditions

The following media were used: Luria-Bertani (per liter: 10g Tryptone, 5g Yeast extract, and 10g NaCl); Difco Sporulation Medium (per liter: 8g Bacto-nutrient broth, 10mL 10% (w/v) KCl, 10mL 1.2% (w/v) $\text{MgSO}_4 \cdot 7\text{H}_2\text{O}$, 0.5mL NaOH, 1.0 mL 1M $\text{Ca}(\text{NO}_3)_2$, 1.0mL 0.1M MnCl_2 , and 1.0mL 1mM FeSO_4); Supplemented Lysogeny Broth (per liter: 2.5g Tryptone, 1.2g Yeast extract, 2.5g NaCl, 50 mL CHIII [1.98g $\text{MgSO}_4 \cdot 7\text{H}_2\text{O}$ and 4mL 10% CaCl_2 per 100mL], and 2mL CHIV [1.1g $\text{MnSO}_4 \cdot 4\text{H}_2\text{O}$ per 100 mL]); Sterlini Mandelstam medium (90mL Solution A+B [per liter: 989mL H_2O , 1mL Solution A {0.089g $\text{FeCl}_3 \cdot 6\text{H}_2\text{O}$, 0.830g $\text{MgCl}_2 \cdot 6\text{H}_2\text{O}$, and 1.979g $\text{MnCl}_2 \cdot 4\text{H}_2\text{O}$ per 100mL}], and 10 mL Solution B {53.5g NH_4Cl , 10.6g Na_2SO_4 , 6.8g KH_2PO_4 , and 9.7g NH_4NO_3 per 100mL} with pH adjusted to 7.0 using 2M NaOH], 4mL 5% glutamate, 1mL 0.1M CaCl_2 , and 4mL 1M MgSO_4); Competence medium (To 500mL 1X Spizizen salts (per liter: 6g KH_2PO_4 , 14g K_2HPO_4 , 2g $(\text{NH}_4)_2\text{SO}_4$, 1g Na-citrate $\cdot 2\text{H}_2\text{O}$, 0.2g $\text{MgSO}_4 \cdot 7\text{H}_2\text{O}$) add 5mL 10% yeast extract, 5mL 2% casein hydrolyzate, 5mL 50% glucose, 2.5mL 10mg/10mL

histidine, 2.5mL 10mg/mL leucine, 2.5mL 10mg/mL methionine, and 2.5mL 0.5M MgCl₂); MSgg medium (5mM KH₂PO₄ (pH 7), 100mM MOPS (pH 7), 2mM MgCl₂, 700μM CaCl₂, 50μM MnCl₂, 50μM FeCl₃, 1μM ZnCl₂, 2μM thiamine, 0.5% glycerol, 0.5% glutamate). The phosphate minimal medium has been described in Pragai & Hardwood (2000). Unless indicated otherwise, bacterial cultures were grown at 37°C. For sporulation by resuspension, cells were incubated at 37°C in supplemented lysogeny broth medium to an A₆₀₀ of 0.6, pelleted by centrifugation at 4000 *g* for 5 min and resuspended in SM medium (Sterlini & Mandelstam, 1969).

RNA isolation, cDNA synthesis, labeling and hybridization to microarrays

Samples were immediately mixed with an equal volume of methanol (-20°C) and centrifuged to pellet cells. Cell pellets were stored at -80°C. RNA was isolated using a hot acid-phenol isolation procedure modified from Fawcett et al (2000). In this method, cell pellets are resuspended in LETS Buffer (10 mM Tris-HCl pH 8.0, 50 mM LiCl, 10 mM EDTA, 1% SDS) and then vortexed with acid-washed beads and hot (75°C) acid-phenol, followed by addition of chloroform. The aqueous phase is next treated with hot phenol-chloroform and the subsequent aqueous phase is added to an equal volume of isopropanol to precipitate the RNA. The sample is centrifuged, washed, and resuspended in water. The sample is then treated with Qiagen's RNase-Free DNase in solution and the RNA clean-up protocol of Qiagen's RNeasy® kit was used. The quality of the RNA was checked by visualizing the integrity of the 23S and 16S rRNA bands on an agarose gel. The RNA was quantified using the nanodrop.

Labeled cDNA was generated from RNA using Agilent's Fairplay® III Microarray Labeling Kit. The Agilent Two-Color Microarray-Based Prokaryotic Analysis (FairPlay III Labeling) Protocol was used with the following changes: between 6-10 μg total RNA was used, the reverse transcription reaction was performed at 42°C for 2 hours, and the NHS-ester dye-coupling reaction to amino allyl dUTP (using GE Healthcare Cy^{TM}3 and Cy^{TM}5 monofunctional reactive dyes) was incubated for 90 minutes. Hybridizations were incubated at 65°C for 17 hours. Arrays were scanned by Agilent Technologies DNA Microarray Scanner with Surescan High-Resolution Technology.

Microarray design

The NCBI and EMBL annotations of the *B. subtilis* 168 genome were downloaded on July 28th 2010 and all annotated protein coding genes and non-coding RNAs were combined with small RNAs (sRNAs) identified in the tiling array and RNAseq transcriptional profiling experiments carried out by Rasmussen et al (2009) and Irnov et

al (2010). All sequences were then combined using CD-HIT (Huang *et al*, 2010). CD-HIT was used to identify proteins that were 99% sequence identical over 99% of their length (primarily accounting for the large overlap between the NCBI and EMBL annotations). Agilent's eArray software (accessed via the Agilent website) was then used to design an array with three 60-mer probes (features) per protein-coding gene and 2 or 3 probes per RNA gene. We also incorporated 536 Agilent control features that are part of the Agilent platform. In total, the array has 15744 features for a total of 4,231 protein-coding genes and 659 putative non-coding RNAs (12 rRNAs, 49 tRNAs and 598 putative or previously characterized small RNAs) and can be ordered from Agilent (array name: b.subt-final-sense-3probes-july29).

Validation experiments (other than transcriptional profiling)

Fluorescence microscopy

Fluorescence microscopy was performed as described before (Kim *et al*, 2006; Wang *et al*, 2009; McKenney *et al*, 2010). Briefly, 1 ml aliquots of the sporulating cultures were transferred into microcentrifuge tubes and spun down at 8000 rpm for 2 min in a microcentrifuge. Pellets were resuspended in 100 μ l PBS supplemented with the membrane dye FM4-64 (Invitrogen) at 1.5 μ g ml⁻¹ final concentration. Two microliters of the concentrated sample were placed on a microscope slide and covered by a poly-L-lysine-treated coverslip for analysis. Images were taken using a Nikon 90i motorized fluorescent microscope equipped with a Roper 1 K monochrome digital camera and driven by the NIS-Elements AR 3.0 software. A 100 $\times$ Plan Fluor 1.3NA objective (Nikon) was used for all image collection. Images were processed with ImageJ (<http://rsbweb.nih.gov/ij/>) or Photoshop for minor adjustments of brightness, contrast and color balance.

Spore purification procedure

Bacterial cultures (20 mL) were incubated in DSM for 48 hours and centrifuged at 5,000RPM for 10 minutes at room temperature. The pellet is washed three times with 20mL cold deionized water. In a separate Eppendorf tube, 200uL 50% renografin solution is added. The pellets are re-suspended in 400uL 20% renografin solution and transferred into the Eppendorf tube, layering carefully to avoid mixing of the two solutions. The Eppendorf tube is then centrifuged at 13,200RPM for 10 minutes at room temperature. The renografin solutions with different densities help filter out cellular debris, leaving purified spores pelleted at the bottom in the 50% renografin layer. Over time, the renografin may induce germination of the spores, so the pellet is washed three times with cold deionized water in order to remove all excess renografin. The purified spores are stored in 1mL

PBS at -20°C. To test the adhesion of the spores to glass, purified spores are re-suspended in water to a final OD600 of 15. One hundred microliters of each sample are then transferred into Pyrex glass tubes and vortexed gently for 1 minute, giving the spinning spores sufficient time to adhere to the walls of the tube. The remaining solution is then aspirated off, leaving the residue behind to dry for ten minutes before image acquisition with a digital camera.

Computational search for DNA binding motifs

We used the MEME package version 4.9.1 (Bailey *et al*, 2009) to identify putative DNA sequence motifs characteristic of TF binding. For TFs with KO data, we manually defined the differentially expressed operons, i.e. when adjacent genes oriented in the same direction were differentially transcribed we grouped them in an operon, the most upstream of the differentially expressed genes was selected as the first gene in the operon. For TFs without KO data, we used the operon predictions from the MicrobesOnline database (Dehal *et al*, 2010). Subsequently, we extracted the DNA sequence from 0 to 200 bp upstream of the translational start site of the first gene in each operon predicted as target. MEME was run on each group of sequences using the zoops mode (zero or one occurrence per sequence), restricting the number of output motifs to 10 and using all other parameters as default. Next, we compared the retrieved sequence motifs with those described in previous reports (when available). For TFs for which known motifs were not fully recovered, we tried several combinations of minimum and maximum width parameters based on previously associated motifs (this was required for σ^G , σ^H and σ^K). An operon was considered to be a “known” target if any of its members was already part of the corresponding regulon in the prior network.

Network inference

Gold standard (GS) network

In total, 3040 experimentally validated transcriptional interactions of *B. subtilis*, involving 1874 genes, were obtained from a slightly larger set downloaded from the SubtiWiki database (Michna *et al*, 2014) on March 26, 2013, and from a list of σ^A -controlled genes obtained from Helmann (1995). Genes filtered out during microarray processing due to a lack of expression variance were excluded from the GS. The GS network contains 1746 positive and 1294 negative interactions (**Dataset EV2**). There are 46 TFs with more than 10 targets, 32 TFs with more than 5 but less than 11 targets, and 75 TFs with less than 6 targets.

Inferring regulatory relationships using Bayesian Best Subset Regression

We now describe the BBSR method, an inference method that computes the regression models for a given gene i corresponding to the inclusion and exclusion of each TF that has a known regulatory effect on i , and the ten TFs with highest time-lagged CLR. Prior knowledge is incorporated by using informative priors for the regression parameters, and sparsity is enforced by a model selection step based on the Bayesian Information Criterion (BIC).

Bayesian Regression With Informative Prior

Here we introduce the linear regression we use during the model building step of the algorithm. We assume the prediction error

$$\epsilon_i = y_i - \hat{A}'\beta_i$$

to be independent and identically distributed with mean 0 and variance σ^2 . The response variable of gene i is denoted as y_i (the i^{th} row of X), the design variables of TFs (TF activities, including time shift if applicable) as $\hat{A}$ and the regression solution as β_i . For clarity, we will omit the index i for the remainder of this section. We assume that the target gene response is distributed according to a multivariate normal

$$(y|\beta, \sigma^2, \hat{A}) \propto N_n(\hat{A}'\beta, \sigma^2 I)$$

with the predicted response as mean, and a variance co-variance matrix that has the error variance σ^2 on its diagonal and is 0 otherwise. In this formulation, n is the number of observations (experiments). This can be solved by a Bayesian regression where we can incorporate existing knowledge by tuning the prior on β .

We use a modification of Zellner's g Prior (Zellner, 1983) to include subjective information in our Bayesian regression problem. In the original formulation, the prior distribution of β has the following form

$$\rho(\beta|\sigma^2) \propto N(\beta^0, g(\hat{A}\hat{A}')^{-1}\sigma^2),$$

i.e. a distribution proportional to a multivariate normal with an initial guess β^0 as mean and a data-dependent covariance matrix that is scaled by a user chosen factor of $g \in (0, \infty)$. The prior distribution of σ^2 is the same as

is typically used with the non-informative prior, $\rho(\sigma^2) \propto \frac{1}{\sigma^2}$. The choice of a large value for g will lead to results

centered around the ordinary least squares solution, and the error variance will be the lowest. Values of g close to 0 on the other hand will lead to solutions that are centered around β^0 with higher error variance.

The joint posterior distribution has the functional form

$$\rho(\beta, \sigma^2 | y) = \rho(\beta | y, \sigma^2) \rho(\sigma^2 | y),$$

and the marginal posterior distributions are

$$\rho(\beta | y, \sigma^2) \propto N\left(\frac{g}{g+1}\left(\frac{\beta^0}{g} + \beta^{ols}\right), \frac{\sigma^2 g}{g+1}(\hat{A} \hat{A}')^{-1}\right),$$

$$\rho(\sigma^2 | y) \propto \text{IG}\left(\frac{n}{2}, \frac{\text{SSR}}{2} + \frac{(\beta^0 - \beta^{ols}) \hat{A} \hat{A}' \frac{1}{g+1} (\beta^0 - \beta^{ols})}{2}\right),$$

where IG is the Inverse Gamma distribution with shape and scale parameter, and SSR is the sum of squares of the residuals of the ordinary least squares solution β^{ols} .

With this set-up, we can propose a prior guess β^0 of the vector of regression coefficients, and encode our belief in this guess with g . To allow for different levels of confidence in the different elements of β^0 we extend the original formulation of the g prior to use a vector $\bar{g}$ with one entry per predictor. The scale parameter of the Inverse Gamma distribution of the marginal posterior distribution of σ^2 then becomes

$$\text{scale} = \frac{\text{SSR}}{2} + \frac{(\beta^0 - \beta^{ols}) G \hat{A} \hat{A}' G (\beta^0 - \beta^{ols})}{2},$$

where G is a square diagonal matrix whose diagonal entries starting in the upper left corner are $\sqrt{\frac{1}{\bar{g}+1}}$ and all remaining entries are 0.

In practice, we choose β^0 to be a vector with all entries having the value 0. This reflects our prior belief that the regulatory network is generally quite sparse. We set the vector $\bar{g}$ to values of g for those predictors that we have additional knowledge for and believe that they regulate gene i , and to $1/g$ for the other predictors. A value of $g = 1$ treats all predictors equally and we refer to it as 'no priors', whereas $g > 1$ allows the predictors with priors to explain for more of the variance of the response.

Model selection

We use the BIC to select the final model from the 2^p possible regression models for a gene i . For a given model m , the BIC is defined as

$$\text{BIC}_m = n \ln(\sigma^2) + k \ln(n)$$

where n is the number of observations and k the number of predictors. To be more robust, we avoid using a point estimator for σ^2 directly, but use the expected value of BIC_m based on the posterior distribution of σ^2

$$E[BIC_m] = nE[\ln(\sigma^2)] + k \ln(n)$$

$$E[BIC_m] = n(\ln(shape) - \text{Digamma}(scale)) + k \ln(n),$$

where *shape* and *scale* parameterize the marginal posterior distribution of σ^2 as stated above. As a final step, the predictors of the model with the lowest $E[BIC]$ are selected as the TFs regulating gene i .

If p , the total number of potential predictors for a given gene, is large (> 10) it becomes infeasible to compute all 2^p possible regression models during the model selection step. To further reduce the number of predictors, we look at a subset of all possible models, and employ an averaging method to discover the 10 most promising predictors. We first build all models containing one or two predictors, and compute the expected BIC for each one. For every predictor we compute the average expected BIC of all models containing that particular predictor. These averages allow us to rank the predictors, and to reduce the set to the 10 best predictors as defined by the BIC in this small subspace of all models.

Comparing TFA-BBSR to other inference methods

To better assess the performance of our method with respect to other state of the art network inference algorithms, we created networks using three additional methods: 1) ARACNE (Margolin *et al*, 2006), 2) CLR (Faith *et al*, 2007), 3) GENIE3 (Huynh-Thu *et al*, 2010). We implemented CLR using the mutual information estimates as provided by the *parmigene* R package (Sales & Romualdi, 2011). We obtained GENIE3 from <http://homepages.inf.ed.ac.uk/vhuynht/software.html> and used the R implementation with default parameters. All methods were tested using both data sets, and we modified CLR and GENIE3 to be able to supply design and response variables while keeping the core algorithms the same. This way, all three methods are given identical input (as defined by the TFA estimation and Inferelator core model) and differences due to the use of time-series information are eliminated. Additionally, we obtained ARACNE from <http://wiki.c2b2.columbia.edu/califanolab/index.php/Software/ARACNE> (aracne2 executable) and ran it using 66 combinations of different MI p-value and DPI tolerance parameters. P-value parameters were in the set of $1e^{-10}$, $1e^{-9}$, $1e^{-8}$, ..., 1, while DPI tolerance parameters were in the set 0, 0.05, 0.1, 0.15, 0.2, 1. We observed the highest performance at p-value parameter $1e^{-10}$ and DPI tolerance parameter 0 for which we performed a final

run doing 50 bootstraps. As the performance (measured by AUPR) was only about 50% (0.076) of that of the other tested methods, we did not pursue ARACNE any further.

Network visualization and exploration

Network visualization

The combined network was visualized using Cytoscape 2.8 (Smoot *et al*, 2011). The multiColoredNodes plug-in (Warsow *et al*, 2010) was used to visualize information about the proportion of recovered priors and novel targets for each regulon.

Network modularity

The inferred TRN was clustered (**Figure 5**) using the community cluster algorithm (GLay) with the ClusterMaker plug-in (Morris *et al*, 2011). If at least half of the members of a module are associated with a specific cellular process (as defined by the SubtiWiki gene annotation: <http://subtiwiki.uni-goettingen.de/wiki/index.php/Categories>) that process becomes the main identifier of the module. When TFs are connected to more than one module, we verify that they reside in the module with the strongest interaction based on the magnitude of the corresponding β scores. This applies to ComK (along with GlcR and HxlR, two TFs predicted to function downstream of ComK), which was originally in the module containing PadR, AlsR, YmfC, YofA and YcbG. We moved ComK to the 'transition' module, because the known interaction of *abrB* with *comK* is stronger ($\beta=-0.42$) than with *yofA* ($\beta=0.19$), which is a novel prediction not supported in the KO experiments. Similarly, SigW was originally part of the module containing PadR, AlsR, YmfC, YofA and YcbG. However, SigW, YbfP and FatR were moved to the 'cell envelope stress' module due to the connection of *fatR* to *sigM* and *sigW* to *yvrHb*. In the case of CodY, we chose to place the TF at an intermediate location between the 'sporulation' and 'cell envelope stress' modules, because the TF is linked with very similar β scores [*bkdR* ($\beta=0.23$) and *sigF* ($\beta=0.24$)] to TFs in both modules. Further modifications were made to the TF network figure: 1) the 'cell envelope stress' module was obtained by merging two smaller modules: one that included Abh, Ywbl, YybA, Yvrl, YvrHb, FadR and SigX; another with SigM, CcpN, YtlI, CymR, BkdR, WalR, HrcA, AhrC, LicR, FatR, YbfP and SigW; 2) we split a larger original module between 'general stress' and 'respiration'.

Functional enrichment analyses

Gene annotations were retrieved from SubtiWiki and available literature reports. Genes associated with specific cellular processes were identified using gene categories defined in SubtiWiki (see above).

Differential gene transcription analyses

We compared gene transcription profiles of wild-type (WT) and the respective mutant strains (KO) using Bayesian t-tests with the Cyber-T tool (Baldi & Long, 2001). 

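After the Benjamini-Hochberg adjustment within each time point, the methods' t-test left 82 for *sigB*, 169 for *sigD*, 506 for *sigE*, 180 for *sigF*, 292 for *sigH*, 5 for *sigL*, 1 for *sigM*, 3 for *sigW*, 2 for *codY*, 564 for *spo0A*, 4 for *scoC*, 0 for *sinR* and 2 for *phoP* genes with an adjusted p under 0.05 in at least 1 time point. Where 0 genes remained, for *sinR*, 7 had been past the unadjusted threshold and 154 genes had a limma p under 0.05. Mutants with more than 100 genes left were those of *sigD*, *sigE*, *sigF*, *sigH* and *spo0A*. *sigL*, *sigM*, *sigW*, *codY*, *scoC* and *phoP* kept at most 5 genes each.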

The main challenge we faced with the Bayesian t-tests was the low number of differentially transcribed genes detected for several TFs after correcting for multiple hypothesis testing. This issue was also observed when other tools such as Limma (Smyth, 2004) were used. 

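limma with all arrays of a mutant called 1 gene for *sigL*, 0 for *sigM*, 3 for *sigW*, 0 for *codY*, 14 for *scoC* and 4 for *phoP*. At an unadjusted p under 0.05 the numbers were 163, 210, 266, 347, 266 and 154 in the same order. On simulated data with the spread of these arrays, changes of 2 on the log2 scale were recovered in 39% of genes for *codY*, 33% for *sigL* and 0% for *sigM*, *sigW*, *scoC*, *sinR* and *phoP*. The same simulation recovered 99% for *sigB* and 92% for *sigF*. From the low number of genes left after correction, the paper went on to ask whether known targets rank high by unadjusted P.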

To evaluate if the small number of detected differentially transcribed genes was due to the lack of change in the transcription profile of expected genes (based on the regulon's information derived from the GS network), we computed the Precision Recall plot for each WT and KO comparison. We ranked the genes using the raw p-values obtained from the corresponding Bayesian t-test (in increasing order) and computed the Area Under Precision Recall (AUPR) curve using the TF targets in the GS network as reference. To get the expected distribution of AUPRs for the case where the arrays were uninformative with respect to the expected set of differentially transcribed genes, we also computed the AUPR using multiple random rankings of genes. We used 0.01 as the threshold p-value for considering a gene differentially transcribed.

Network validation using gene counts

To test each TF-gene interaction we used the differential transcription analyses described above. Target genes were considered to be supported when differentially transcribed (for steady state experiments) or in at least one time point for time series. All tested networks consisted of the top 4516 predicted interactions of the respective methods.

RESULTS

Network validation experiments

Transcriptional profiling experiments to characterize the regulons of alternative σ factors

In this section, we present a detailed analysis of the network predictions for the alternative σ factors and their validation by transcriptional profiling. From the data presented in **Table I and Dataset EV6**, three groups emerge based on accuracy of predictions. 

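Of the predictions in Dataset EV7, 31 of 35 for *sigE* and 11 of 12 for *sigF* had a P at or below 0.01 by limma in the mutant, each lower there. *yugO*, a potassium channel gene predicted for σ F, was at -4.28 (lowest unadjusted limma p over the time points 1.8e-06). Because the *sigF* mutant was compared with a *sigE* mutant, genes of the mother cell could move either way there: of 84 genes of the σ E list, 28 were higher and 3 lower (33 and 3 when adjusted over the list alone). *yqhV*, which fell in the *sigE* mutant to -2.84 (standard error 0.21, adjusted p = 0.013), rose in this comparison by 3.34 (standard error 0.23, adjusted p = 7.7e-06) on 6 of 6 arrays. For σ W, which responds to damage of the cell envelope, *yjoB* was at -4.03 (standard error 0.50, adjusted p = 0.055) and the fosfomycin resistance gene *fosB* at -3.64 (standard error 0.61, adjusted p = 0.17) in the *sigW* mutant, lower on 4 of 4 arrays without passing the test. Of 26 σ W genes, 21 had a negative value (median -1.28), and 0 passed over all genes, against 9 lower and 1 higher when adjusted over the list alone. Without replicate 1 of the *sigW* arrays 136 genes passed, and 18 without replicate 2. The genes past the test in the *sigW* mutant were *topB* at 4.39 (standard error 0.44, adjusted p = 0.022), *mntH* at 3.99 (standard error 0.39, adjusted p = 0.022) and BSU04270 at 3.12 (standard error 0.31, adjusted p = 0.022), none of them of that list; with marked spots kept their adjusted p-values were 0.42, 0.15 and 0.088, and over all alternatives tried they ranged from 6.5e-11 to 0.95, 5.3e-12 to 0.95 and 7.8e-13 to 0.95. In Dataset EV7, 0 of 4 σ W predictions were supported by limma and 0 by the methods' t-test, while the paper's P values support 4 of 4; on simulated data with the spread of these arrays, limma recovered 0% of changes of 2 on the log2 scale.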

In the first group (high accuracy), composed of σ^E , σ^F , σ^G and σ^W , the accuracy for novel predictions was 0.8 or higher, even though compartmentalization of σ factor activity during sporulation (which applies to σ^F , σ^G , σ^E and σ^K) is a confounding factor. For instance, σ^F and σ^E are both active during the

early stages of sporulation, but σ^F activity is limited to the forespore, while σ^E controls mother cell gene transcription. Out of the 9 novel predictions that were not supported in *sigE* KO experiments, 2 were found to be σ^F -controlled targets in *sigF* KO experiments. Similarly, out of the 4 novel predictions that were not supported for σ^F in *sigF* KO experiments, 3 were differentially expressed in the *sigE* KO experiment. In most cases, inaccurate predictions can be traced back to another TF in the TRN model that is directly connected to the factor for which the prediction was made. Out of the 7 novel predictions that were not supported in the *sigE* KO experiment, and were not differentially expressed in *sigF* KO, 3 are targets of Spo0A, which controls expression of *sigE*.

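With ethanol, 252 of 4292 genes differed between the library labelled *sigB* mutant and the library labelled wild type, 190 higher and 62 lower in the first. *katE*, a catalase of the general stress response, was at 5.88 (standard error 0.34, adjusted p = 9.5e-06) and *csbC* at 5.08 (standard error 0.30, adjusted p = 9.5e-06), both higher in the library labelled *sigB* mutant on 9 of 9 arrays, as *sigB* itself was. Of 71 general stress genes of σ B, 64 were higher in that library and none was lower (67 higher when adjusted over the list alone; median 3.67). Without replicate 2, 97 genes differed. In the *sigD* mutant, 204 genes differed, 116 higher and 88 lower; without replicate 1 the number was 2, and with the 4 arrays of unsettled dyes added as labelled it was 0 (262 at an unadjusted limma p under 0.05), against 169 with their dyes as in Table EV2. The flagellin gene *hag* was at -4.93 (standard error 0.36, adjusted p = 1.4e-04) and the motor gene *motA* at -2.83 (standard error 0.17, adjusted p = 9.3e-05), lower on 8 of 8 arrays. Of 38 motility and autolysis genes, 29 were lower (35 adjusted over the list alone), and of 29 genes of the *fla-che* operon 26 (27 adjusted over the list alone). In the *sigH* mutant, 346 genes differed, 133 higher and 213 lower; with 1 replicate left and its densities taken as a group, 16 genes passed without replicate 1 and 0 without replicate 2 (969 at an unadjusted limma p under 0.05). *spoVG* was at -4.09 (standard error 0.34, adjusted p = 0.0015), lower on 9 of 10 arrays, with 0.79 in replicate 1 at a density of 0.4, and *spo0F*, of the phosphorelay, at -1.68 (standard error 0.22, adjusted p = 0.0037). Of 31 σ H genes, 11 were lower and 1 higher (14 and 1 adjusted over the list alone), and of 20 matrix genes 13 were lower (20 adjusted over the list alone). The paper's P values in Dataset EV7 support 7 of 9 predictions for σ B and 11 of 19 for σ D.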

In the second group (medium accuracy), σ^B , σ^D , σ^H and σ^K have accuracies for novel predictions equal to 0.57, 0.3, 0.61 and 0.62, respectively. It should be noted that with a less stringent p-value cut-off (0.05 instead of 0.01), the accuracy for novel predictions would increase significantly (to 0.86, 0.6, 0.81 and 0.74, respectively), suggesting that we might be underestimating the number of true predictions, but additional experiments would be necessary to fully validate these putative new targets. It is important to note that many of the targets of σ^K are also dependent on GerE (σ^K and GerE form a feed-forward loop). When the contribution of GerE is taken into account, the accuracy of predictions for σ^K is 0.94.

The last group (very low accuracy) consists of just one σ factor, σ^M (0.04). This is not caused by an inability to estimate activity, because 31 transcription units controlled by σ^M are present in the GS and 84% of these operons were recovered in the model. 

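In the *sigM* mutant with vancomycin, limma found 0 of 3722 genes past an adjusted p under 0.05, and 1 by the methods' t-test. *ydaH*, a gene of lipid II synthesis in the σ M regulon, was at -4.39 (standard error 0.73, adjusted p = 0.28) and *radA*, for DNA repair, at -3.15 (standard error 0.67, adjusted p = 0.54), each lower on 2 of 2 arrays with a value. Of 29 σ M genes, 25 had a negative value (median -1.30), and 11 were lower when adjusted over the list alone. Among the predictions of Dataset EV7, 0 of 8 were supported by limma or the methods' t-test, while the paper's P values support 3 of 16, and *asnB* and *thdF* were among 8 that could not be tested.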

We believe that the group of putative σ^M targets contributed by the second dataset is made of co-regulated genes, but that the inference approach did not assign the correct TF(s) to it.

Other regulators

For other global regulators, accuracy for novel predictions was between 0.3 and 0.65 (**Table I**). 

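In the *spo0A* mutant, 660 of 4283 genes passed an adjusted p under 0.05, 250 higher and 410 lower. *sdpA*, of the cannibalism toxin operon, was at -5.32 (standard error 0.44, adjusted p = 5.1e-04), *tasA* at -4.47 (standard error 0.44, adjusted p = 6.0e-04) and *epsK*, of exopolysaccharide synthesis, at -4.42 (standard error 0.34, adjusted p = 5.1e-04), each lower on 6 of 6 arrays. Of 21 genes activated directly by Spo0A, 12 were lower and none was higher (14 lower when adjusted over the list alone). Spo0A also represses *abrB*, so genes under AbrB fall without it: of 21 AbrB targets, 20 were lower and 1 higher (the same numbers when adjusted over the list alone; median -2.29). All 20 matrix genes were lower (median -3.65). camera gave an adjusted p = 3.7e-15 for the AbrB list with a preset correlation, and adjusted p = 0.86 with an estimated correlation. Without replicate 1 of the *spo0A* arrays, 24 genes passed, and without replicate 2, 661. At the 3 time points, 105, 124, 177 genes were lower and 0, 114, 89 higher, in that order.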

One exception was repression by Spo0A, where the low accuracy (0.17) was likely a consequence of a noisy set of priors. The Spo0A genes in the GS had originally been identified as targets using a ChIP-on-chip approach (Molle *et al*, 2003) that lacked the precision of current approaches. While it is possible that our model could be improved by filtering priors for every TF; we do think that, overall, only very few predictions would change. Novel targets of

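*aprE*, the gene of the extracellular protease subtilisin that ScoC represses, was higher in the *scoC* mutant by 2.72 (standard error 0.52, adjusted p = 0.019) on 4 of 4 arrays. It did not pass with normexp, without background subtraction, with the mean of the probes or with the replicate number as a block. No gene at all passed in this mutant with normexp, the mean of the probes or that block. Over all settings the value of *aprE* ran from 1.57 to 3.86 and its adjusted p from limma from 9.8e-14 to 0.694. *epr*, another protease gene under ScoC, was at -1.77 (standard error 0.48, adjusted p = 0.13), lower on 4 of 4 arrays without passing, and *appC*, of oligopeptide transport, at 1.37 (standard error 0.56, adjusted p = 0.39). Of 8 known targets with a value, 1 was higher and none lower (1 higher and 2 lower when adjusted over the list alone). Over 2768 genes tested, 2 were higher and 12 lower, against 47 and 66 with loess within arrays and 44 and 37 with the deposited log2 ratios. Among those lower were *yesN* at -4.30 (standard error 0.58, adjusted p = 5.0e-04) and *ribH* at -3.15 (standard error 0.57, adjusted p = 0.016); with marked spots kept these came to 0.23 and 0.05. Without replicate 1 the number past the test was 72, and without replicate 2 it was 96, with the densities of the other replicate taken as a group. None of the 3 ScoC predictions of Dataset EV7 concerned a gene with a value.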

ScoC were also predicted at low accuracy (2 validated operons out of 9 novel predictions); however, ScoC is only one of many regulators of the transition to stationary phase. Several of the new predictions for ScoC were shown to be differentially expressed in experiments with *codY* or *spo0A* deletion mutants (which are also involved in this transition).

External validation

In addition to our KO validation experiments, we relied on recent reports of regulon characterization published after the compilation of the GS. This allowed us to confirm even more of the novel predictions, as updated regulons were recently reported for AbrB, CcpA, CodY, PhoP, Spx, TnrA, WalR and Zur. Specifically, 7 out of 17 predicted novel target operons of Spx were identified as direct targets in chromatin immunoprecipitation (ChIP) experiments by Rochat et al (2012). All 4 recovered priors and 1 out of 3 predicted novel target operons of Zur were supported by ChIP experiments (Prestel et al, 2015). In addition, 9 out of the 20 novel target operons we predicted for CcpA were reported as differentially expressed in strains producing CcpA at three different levels (Marciniak et al, 2012). For the CodY regulon, we relied on information derived from two studies, one reporting the transcriptional profiles of various *codY* mutants (Brinsmade et al, 2014), another describing the genome-wide identification of CodY-binding sites at single nucleotide resolution (Belitsky & Sonenshein, 2013). We integrated this information with our *in silico* analysis (see below) of the presence of putative DNA binding motifs for CodY in the upstream sequence of predicted targets (**Appendix Figure S5**) and our own transcriptional profiling experiments with a *codY* gene deletion mutant (**Table I** and **Dataset EV6**). Twelve out of 17 novel targets predicted for CodY were supported by these approaches. In general, transcriptional profiling experiments, bioinformatics analyses and external sources suggest an accuracy of at least 0.5 for novel predictions. Accuracy is expected to be greater for global regulators than local regulators, due to the fact that the number of priors is higher for these TFs and their activity can be more accurately predicted.

DNA motifs

In addition to CodY targets, we obtained conserved motifs matching previously known consensus sequences for σ^B , σ^D , σ^E , σ^G , σ^H , σ^K , σ^L , σ^W and CcpA (**Appendix Figure S5**). The proportion of recovered and novel targets exhibiting putative binding sites does not significantly differ (although it is usually slightly lower for novel targets). The highest proportion of novel targets containing a match to the consensus is obtained for σ^E (0.98). Known motifs were also identified for CymR, Fur, LexA, Zur and IolR (data not shown). Overall, when DNA binding motifs were identified, 68% of the novel targets were supported; in total, this represents 209 novel TF-operons

interactions.

Functional analyses

Competence (*ComK* regulon)

From the inferred TRN, we obtained a list of putative targets of ComK. Subsequently, we obtained experimental support for these interactions by transcriptional profiling of a *comK* mutant strain. We grouped and color-coded these genes according to their functional annotation (**Appendix Figure S6**). As expected, the main categories were competence, DNA repair and recombination. New targets of ComK include *coiA* (*yjbF*), a gene whose role in competence had been previously recognized (Kramer *et al*, 2007), *sacY* which is involved in sucrose metabolism (Crutz & Steinmetz, 1992) and *hxlR*, which encodes a TF regulating the response to formaldehyde induced-stress (Yasueda *et al*, 1999). Another group is formed by genes encoding transporters (i.e. the *ywfM* and *ycKBA* operons, and the *yvrPON* operon, a previously known target). Thus, cellular functions of the ComK regulon are not restricted to competence, but impact a variety of processes, including a new connection with the oxidative stress response mediated by HxlR.

Metabolism (*CodY* regulon)

In **Appendix Figure S7**, we present a functional analysis of the CodY regulon. Importantly, our predictions are in good agreement with two recent publications reporting the global identification of CodY targets (Belitsky & Sonenshein, 2013; Brinsmade *et al*, 2014). 

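In branched-chain amino acid synthesis, *ilvB* was at 2.24 (standard error 0.27, adjusted p = 0.26) in the *codY* mutant, *ilvH* at 2.64 (standard error 0.37, adjusted p = 0.26) and *leuC* at 2.77 (standard error 0.54, adjusted p = 0.29), positive on 3 of 3, 4 of 4 and 4 of 4 arrays and none of them past the limma test over all genes. Of 9 such genes, all had a positive value (median 2.24), 0 passed over all genes and 7 were higher when adjusted over the list alone. Of 5 genes of peptide transport, 0 passed and 2 were higher when adjusted over the list alone, with *dppA* at 1.20 (standard error 0.27, adjusted p = 0.40). Of 32 other known targets, 21 were higher and 1 lower when adjusted over the list alone, among them *frlO*, of fructosamine use, at 2.89 (standard error 0.27, adjusted p = 0.26). The protease genes *ispA* and *vpr* were at 1.55 (standard error 0.50, adjusted p = 0.49) and 1.52 (standard error 0.24, adjusted p = 0.26), higher on 4 of 4 arrays each without passing the test. The authors' P value for *vpr* in Dataset EV7 is 3.6e-04, and the lowest unadjusted p over the densities here was 0.0073 by limma.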

We observed that the following processes are repressed by CodY: i) biosynthesis of branched chain amino acids (BCAA); ii) exploitation of alternative sources of nitrogen, including uptake and utilization of peptides and amino acids, regulation of the urea cycle, and protein degradation (2 new targets, *ispA* and *vpr*, encoding two serine proteases, contribute to this process). Recently, *vpr* was described as a CodY target (Barbieri *et al*, 2015); iii) carbon metabolism, with target genes encoding enzymes of the tricarboxylic acid cycle (*citB* and *acsA*); iv) production of antibacterial compounds, including *bacG* (a previously known target involved in the synthesis of bacilysin, whose regulation is also dependent on ScoC) and the *pks* operon (a novel target involved in the synthesis of polyketides); v) initiation of sporulation (*rapA-phrA*, *rapE-phrE* and *kinB*), by controlling the phosphorylation of Spo0F, an intermediate in the pathway leading to activation of Spo0A; vi) membrane fluidity (*yuaF-floT-yuaI* operon); vii) 13 novel targets of unknown function (*yknV*, *amhX*, *yjbA*, *sndC*, *yfmB*, *ykwB*, *yjcL*, *yjcK*, *yocS*, *yvdA*, *ywqJ*, *yqfZ* and *yhjB* in an operon with a previously known target, *yhjC*). 

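Of the enzymes of central carbon metabolism, *acsA* was 0.63 higher in the *codY* mutant (standard error 0.22, adjusted p = 0.53 from limma, 4 of 4 arrays) and *citB* stood at 0.02 (standard error 0.27, adjusted p = 0.98). *bacG*, *ywfH* on the array, was at -0.10 (standard error 0.44, adjusted p = 0.95), and of 20 bacilysin and polyketide genes 0 passed over all genes and 1 was higher when adjusted over the list alone, with *pksN* at 1.47 (standard error 0.21, adjusted p = 0.26). Of the genes that act on the phosphorelay, *rapA* was at 0.49 (standard error 0.19, adjusted p = 0.57), *rapE* at 1.66 (standard error 0.26, adjusted p = 0.27) and *kinB* at 0.47 (standard error 0.27, adjusted p = 0.68), while *phrE* was at 0.15 and *phrA* gave no test. The operon for membrane fluidity had negative values, with *yuaF* at -0.23, *floT* at -1.34 (standard error 0.27, adjusted p = 0.37) and *yuaI* at -0.59. Of the targets of unknown function, *amhX* was highest next to *ywqJ* (2.12), at 2.12 (standard error 0.34, adjusted p = 0.27) on 4 of 4 arrays, and *sndC* was at 1.19 (standard error 0.26, adjusted p = 0.37). The others were *yocS* 1.84, *yhjB* 1.57, *yjcL* 1.57, *ykwB* 1.24, *yfmB* 0.89, *yjcK* 0.83, *yvdA* 0.75, *yknV* 0.38, *yjbA* -0.04 and *yqfZ* -0.08, the operon neighbour *yhjC* 1.84, with adjusted p-values from 0.26 to 0.96. Over all 3942 genes limma called 0 in the *codY* mutant, with 347 at an unadjusted p under 0.05, and the methods' t-test called 2 after adjustment. For CodY, the paper joins its model and profiling of the mutant with motif searches and published studies of the regulon.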

Thus, the addition of several genes of unknown function to the regulons of well-known regulators

like ComK and CodY shows that even the best characterized cell processes contain previously unrecognized components and new connections to other cell processes.

Sporulation

In **Appendix Figure S8A**, we analyzed the expression of *yetF*, which encodes a putative membrane protein of unknown function. In our model, *yetF* is predicted to be a target of σ^F . 

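*yetF* (BSU07140) encodes a protein of unknown function and fell in the *sigF* mutant to -3.32 (standard error 0.23, adjusted p = 6.9e-06), lower than in the *sigE* mutant on 6 of 6 arrays, at -4.16 to -2.61. In *sigE spoIIID* against its comparison strains, *yetF* was at 0.09 (standard error 0.21, adjusted p = 0.81), between -0.45 and 0.52 on 4 arrays. The paper's value for *yetF* in Dataset EV6, read as mutant over comparison strain, is -3.38. As grounds beside its model, the paper gives profiling of the *sigF* and *sigE* mutants, a promoter match and a GFP fusion.

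**Figure D4:**
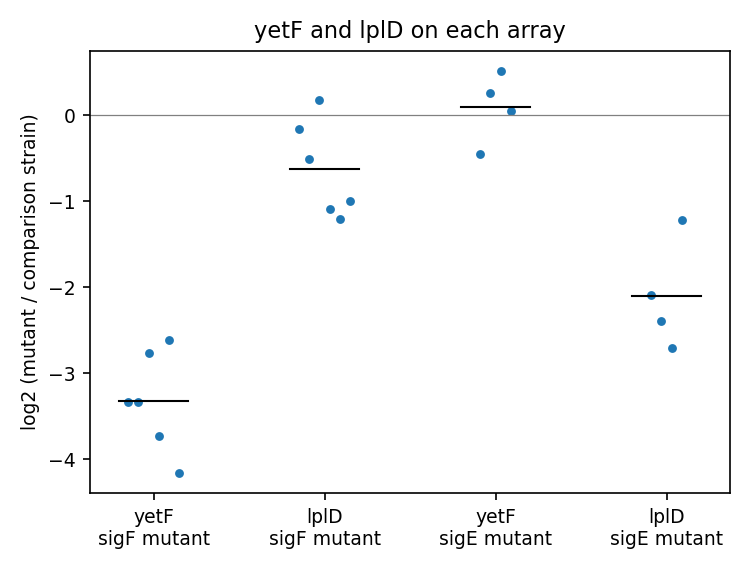
Log2 ratio of mutant over comparison strain for *yetF* and *lplD* on each array of the *sigF* (6 arrays) and *sigE* (4 arrays) mutants. Points are arrays and short lines their means. *yetF* lies at -2.61 or lower on all *sigF* arrays, and *lplD* below 0 on all *sigE* arrays.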

Just upstream of *yetF*, *lpID* was previously recognized as a σ^E target (Eichenberger *et al*, 2004). 

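*lplD* (BSU07130), the neighbour of *yetF*, was at -0.63 (standard error 0.24, adjusted p = 0.12) in the *sigF* mutant against the *sigE* mutant, from -1.21 to 0.18 over 6 arrays, and did not pass the limma test; it passed with the replicate number as a block (adjusted p = 0.034), and its adjusted p was 0.013 to 0.81 over all alternatives. In *sigE spoIIID* against its comparison strains, *lplD* was lower by -2.10 (standard error 0.29, adjusted p = 0.014), from -2.70 to -1.21 over 4 of 4 arrays. The comparison strain was a *sigE* mutant in the first case and *sigG spoIIID* or *spoIIID* in the second, and neither sets a mutant against wild type.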

Transcriptional profiling experiments with *sigF* and *sigE* mutant strains confirm that *lpID* is differentially expressed in a *sigF* mutant, while its level remains almost unchanged in a *sigE* deletion mutant. We conclude that *yetF* is primarily under σ^F control. Inspection of the sequence directly upstream of *yetF* reveals a near perfect match to the consensus sequence for σ^F promoters. In wild type cells, YetF-GFP localization is similar to that of other forespore membrane proteins, i.e. a ring of green fluorescence overlapping with the location of the forespore membranes. As expected, both *sigF* and *sigE* mutants exhibited the classic disporic phenotype characteristic of *sigE* inactivation [with polar septa formed at both ends of the sporulating cell (Pogliano *et al*, 1999)], but a green fluorescent signal was only detected in a *sigE* mutant, demonstrating that *yetF* expression does not strictly require the σ^E -dependent promoter. Control experiments showed that the pattern of YetF-GFP localization is unaffected by inactivation of σ^G or σ^K .

In **Appendix Figure S8B**, we validate the prediction that the *ykoS-ykoT* operon is a novel target of σ^G . Both genes are predicted to encode membrane proteins, but, in addition, YkoT is homologous to a family of glycosyltransferases. Downstream of *ykoT*, we find a previously characterized sporulation operon, *ykoV-ligD*, involved in DNA repair via a non-homologous end joining mechanism (Wang *et al*, 2006). This second operon is known to be the target of a coherent FFL formed by σ^G and SpoVT. Transcriptional profiling experiments confirm that, as predicted, both operons are regulated by σ^G ; however, they also show that SpoVT is an activator of *ykoV-ligD* and a repressor of *ykoST* (therefore, *ykoST* operon is the target of an incoherent FFL formed by σ^G and SpoVT). Thus, although both regulators were correctly identified for *ykoV* (a gene included in the GS), the prediction for *ykoST* was incomplete (because it did not include SpoVT). As observed for many other targets of FFLs, the primary regulator (σ^G) was accurately predicted, but the contribution of the secondary regulator (SpoVT) was missed. Importantly, we identified a putative binding site for σ^G with a good match to the consensus upstream of *ykoS*. In addition, as expected, a GFP fusion to YkoT showed the typical expression pattern of a

forespore membrane protein. Furthermore, no expression was detected in a *sigG* mutant, while subcellular localization was not affected in either the *spoVT* or *sigK* mutants.

In **Appendix Figure S8C**, we characterize the expression and sub-cellular localization during sporulation of YkzQ-GFP, a putative novel target of σ^K . The gene immediately upstream of *ykzQ* (*ykvP*) is a previously known target of σ^K and GerE (Kodama *et al*, 2000). YkzQ is a small protein of 75 a.a., which was missed in the original annotation of the *B. subtilis* genome sequence (Kunst *et al*, 1997). It contains a LysM domain known to promote binding to peptidoglycan (Buist *et al*, 2008) and frequently found in spore coat proteins. We confirmed the prediction that expression of *ykzQ* was dependent on σ^K (presumably from the promoter located upstream of *ykvP*). YkzQ-GFP localizes to the spore coat, more specifically the outer coat, since localization was impaired in a *cotE* mutant.

REFERENCES

- Bailey TL, Boden M, Buske FA, Frith M, Grant CE, Clementi L, Ren J, Li WW, Noble WS (2009) MEME SUITE: tools for motif discovery and searching. *Nucleic Acids Res.* **37**: W202–W208
- Baldi P, Long AD (2001) A Bayesian framework for the analysis of microarray expression data: regularized t-test and statistical inferences of gene changes. *Bioinformatics* **17**: 509–519
- Barbieri G, Voigt B, Albrecht D, Hecker M, Albertini AM, Sonenshein AL, Ferrari E, Belitsky BR (2015) CodY regulates expression of the *Bacillus subtilis* extracellular proteases Vpr and Mpr. *J. Bacteriol.* **197**: 1423–1432
- Belitsky BR, Sonenshein AL (2013) Genome-wide identification of *Bacillus subtilis* CodY-binding sites at single-nucleotide resolution. *Proc. Natl. Acad. Sci. U. S. A.* **110**: 7026–7031
- Brinsmade SR, Alexander EL, Livny J, Stettner AI, Segrè D, Rhee KY, Sonenshein AL (2014) Hierarchical expression of genes controlled by the *Bacillus subtilis* global regulatory protein CodY. *Proc. Natl. Acad. Sci. U. S. A.* **111**: 8227–8232
- Buist G, Steen A, Kok J, Kuipers OP (2008) LysM, a widely distributed protein motif for binding to (peptidoglycans. *Mol. Microbiol.* **68**: 838–847
- Crutz AM, Steinmetz M (1992) Transcription of the *Bacillus subtilis* *sacX* and *sacY* genes, encoding regulators of sucrose metabolism, is both inducible by sucrose and controlled by the DegS-DegU signalling system. *J. Bacteriol.* **174**: 6087–6095
- Dehal PS, Joachimiak MP, Price MN, Bates JT, Baumohl JK, Chivian D, Friedland GD, Huang KH, Keller K, Novichkov PS, Dubchak IL, Alm EJ, Arkin AP (2010) MicrobesOnline: an integrated portal for comparative and functional genomics. *Nucleic Acids Res.* **38**: D396–D400
- Eichenberger P, Fujita M, Jensen ST, Conlon EM, Rudner DZ, Wang ST, Ferguson C, Haga K, Sato T, Liu JS, Losick R (2004) The program of gene transcription for a single differentiating cell type during sporulation in *Bacillus subtilis*. *PLoS Biol.* **2**: e328
- Faith JJ, Hayete B, Thaden JT, Mogno I, Wierzbowski J, Cottarel G, Kasif S, Collins JJ, Gardner TS (2007) Large-Scale Mapping and Validation of *Escherichia coli* Transcriptional Regulation from a Compendium of Expression Profiles. *PLoS Biol.* **5**: e8
- Fawcett P, Eichenberger P, Losick R, Youngman P (2000) The transcriptional profile of early to middle sporulation in *Bacillus subtilis*. *Proc. Natl. Acad. Sci. U. S. A.* **97**: 8063–8068
- Helmann JD (1995) Compilation and analysis of *Bacillus subtilis* sigma A-dependent promoter sequences: evidence for extended contact between RNA polymerase and upstream promoter DNA. *Nucleic Acids Res.* **23**: 2351–2360
- Huang Y, Niu B, Gao Y, Fu L, Li W (2010) CD-HIT Suite: a web server for clustering and comparing biological sequences. *Bioinformatics* **26**: 680–682
- Huynh-Thu VA, Irrthum A, Wehenkel L, Geurts P (2010) Inferring regulatory networks from expression data using tree-based methods. *PLoS One* **5**: e12776
- Irnov I, Sharma CM, Vogel J, Winkler WC (2010) Identification of regulatory RNAs in *Bacillus subtilis*. *Nucleic Acids Res.* **38**: 6637–6651
- Kim H, Hahn M, Grabowski P, McPherson DC, Otte MM, Wang R, Ferguson CC, Eichenberger P, Driks A (2006) The *Bacillus subtilis* spore coat protein interaction network. *Mol. Microbiol.* **59**: 487–502

- Kodama T, Takamatsu H, Asai K, Ogasawara N, Sadaie Y, Watabe K (2000) Synthesis and characterization of the spore proteins of *Bacillus subtilis* YdhD, YkuD, and YkvP, which carry a motif conserved among cell wall binding proteins. *J. Biochem.* **128**: 655–663
- Kramer N, Hahn J, Dubnau D (2007) Multiple interactions among the competence proteins of *Bacillus subtilis*. *Mol. Microbiol.* **65**: 454–464
- Kunst F, Ogasawara N, Moszer I, Albertini AM, Alloni G, Azevedo V, Bertero MG, Bessi eres P, Bolotin A, Borchert S, Borriss R, Boursier L, Brans A, Braun M, Brignell SC, Bron S, Brouillet S, Bruschi C V, Caldwell B, Capuano V, et al (1997) The complete genome sequence of the Gram-positive bacterium *Bacillus subtilis*. *Nature* **390**: 249–256
- Marciniak BC, Pabijaniak M, de Jong A, D hring R, Seidel G, Hillen W, Kuipers OP (2012) High- and low-affinity *cre* boxes for CcpA binding in *Bacillus subtilis* revealed by genome-wide analysis. *BMC Genomics* **13**: 401
- Margolin AA, Nemenman I, Basso K, Wiggins C, Stolovitzky G, Dalla Favera R, Califano A (2006) ARACNE: an algorithm for the reconstruction of gene regulatory networks in a mammalian cellular context. *BMC Bioinformatics* **7 (Suppl 1)**: S7
- McKenney PT, Driks A, Eskandarian HA, Grabowski P, Guberman J, Wang KH, Gitai Z, Eichenberger P (2010) A distance-weighted interaction map reveals a previously uncharacterized layer of the *Bacillus subtilis* spore coat. *Curr. Biol.* **20**: 934–938
- Michna RH, Commichau FM, T dter D, Zschiedrich CP, St lke J (2014) SubtiWiki-a database for the model organism *Bacillus subtilis* that links pathway, interaction and expression information. *Nucleic Acids Res.* **42**: D692–D698
- Molle V, Fujita M, Jensen ST, Eichenberger P, Gonz lez-Pastor JE, Liu JS, Losick R (2003) The Spo0A regulon of *Bacillus subtilis*. *Mol. Microbiol.* **50**: 1683–1701
- Morris JH, Apeltsin L, Newman AM, Baumbach J, Wittkop T, Su G, Bader GD, Ferrin TE (2011) *clusterMaker*: a multi-algorithm clustering plugin for Cytoscape. *BMC Bioinformatics* **12**: 436
- Van Ooij C, Eichenberger P, Losick R (2004) Dynamic patterns of subcellular protein localization during spore coat morphogenesis in *Bacillus subtilis*. *J. Bacteriol.* **186**: 4441–4448
- Pogliano J, Osborne N, Sharp MD, Abanes-De Mello A, Perez A, Sun YL, Poglian  K (1999) A vital stain for studying membrane dynamics in bacteria: a novel mechanism controlling septation during *Bacillus subtilis* sporulation. *Mol. Microbiol.* **31**: 1149–1159
- Pragai Z, Hardwood CR (2000) Screening for mutants affected in their response to phosphate. In *Functional Analysis of Bacterial Genes: a Practical Manual*, Schumann W, Ehrlich SD & Ogasawara N (ed) pp 245–249. Chichester: Wiley
- Prestel E, Noirot P, Auger S (2015) Genome-wide identification of *Bacillus subtilis* Zur-binding sites associated with a Zur box expands its known regulatory network. *BMC Microbiol.* **15**: 13
- Rasmussen S, Nielsen HB, Jarmer H (2009) The transcriptionally active regions in the genome of *Bacillus subtilis*. *Mol. Microbiol.* **73**: 1043–1057
- Rochat T, Nicolas P, Delumeau O, Rabatinov  A, Korelusov  J, Leduc A, Bessi eres P, Dervyn E, Kr sny L, Noirot P (2012) Genome-wide identification of genes directly regulated by the pleiotropic transcription factor Spx in *Bacillus subtilis*. *Nucleic Acids Res.* **40**: 9571–9583
- Sales G, Romualdi C (2011) parmigene--a parallel R package for mutual information estimation and gene network reconstruction. *Bioinformatics* **27**: 1876–1877

- Smoot ME, Ono K, Ruscheinski J, Wang P-L, Ideker T (2011) Cytoscape 2.8: new features for data integration and network visualization. *Bioinformatics* **27**: 431–432
- Smyth GK (2004) Linear models and empirical bayes methods for assessing differential expression in microarray experiments. *Stat. Appl. Genet. Mol. Biol.* **3**: Article3
- Sterlini JM, Mandelstam J (1969) Commitment to sporulation in *Bacillus subtilis* and its relationship to development of actinomycin resistance. *Biochem. J.* **113**: 29–37
- Wang KH, Isidro AL, Domingues L, Eskandarian HA, McKenney PT, Drew K, Grabowski P, Chua M-H, Barry SN, Guan M, Bonneau R, Henriques AO, Eichenberger P (2009) The coat morphogenetic protein SpoVID is necessary for spore encasement in *Bacillus subtilis*. *Mol. Microbiol.* **74**: 634–649
- Wang ST, Setlow B, Conlon EM, Lyon JL, Imamura D, Sato T, Setlow P, Losick R, Eichenberger P (2006) The forespore line of gene expression in *Bacillus subtilis*. *J. Mol. Biol.* **358**: 16–37
- Warsow G, Greber B, Falk SSI, Harder C, Siatkowski M, Schordan S, Som A, Endlich N, Schöler H, Reipsilber D, Endlich K, Fuellen G (2010) *ExprEssence* - Revealing the essence of differential experimental data in the context of an interaction/regulation net-work. *BMC Syst. Biol.* **4**: 164
- Yasueda H, Kawahara Y, Sugimoto S (1999) *Bacillus subtilis yckG* and *yckF* Encode Two Key Enzymes of the Ribulose Monophosphate Pathway Used by Methylootrophs, and *yckH* Is Required for Their Expression. *J. Bacteriol.* **181**: 7154–7160
- Zellner A (1983) Applications of Bayesian analysis in econometrics. *Stat.* **32**: 23–24

Appendix Table S1. Confidence of novel predictions depends on the number of priors.

**Priors^{\$}**	**TFs**	**Recovered priors** *	**Recovery rate**	**Median confidence recovered priors**	**Novel interactions**	**Averaged number of novel targets**	**Median confidence novel targets**
0	63	NA	NA	NA	299	4.7	39040.56
1 to 5	81	214	0.98	593.67	650	8	40837.2
6 to 10	25	171	0.92	1486.54	275	11	39237.01
>10	46	1873	0.73	2300.38	1034	22.5	31944.77

This table reports the effect that the number of priors per TF has on the confidence scores of predicted interactions (for recovered priors and novel interactions) and the average number of novel targets per category.

^{\$} number of known targets in the GS network (excluding auto-regulation)

* present in the GS network and included in our model

Appendix Table S2. Regulatory hypotheses by functional categories

**Gene category[#]**	**Total genes**	**Genes in the GS^{&}**	%	**Genes in the inferred TRN^{&}**	%
Cell envelope and cell division	191	103	53.9	147	77
Transporters	437	237	54.2	354	81
Homeostasis	95	59	62.1	79	83.2
Electron transport and ATP synthesis	98	54	55.1	74	75.5
Carbon metabolism	285	191	67	232	81.4
Amino acid/ nitrogen metabolism	254	157	61.8	203	79.9
Lipid metabolism	89	52	58.4	69	77.5
Nucleotide metabolism	106	66	62.3	80	75.5
Additional metabolic pathways	336	176	52.4	270	80.4
Genetics	176	90	51.1	117	66.5
RNA synthesis and degradation	66	26	39.4	32	48.5
Protein synthesis, modification and degradation	486	142	29.2	251	51.6
Regulation of gene expression	434	216	49.8	274	63.1
Exponential and early post-exponential lifestyles	176	137	77.8	150	85.2
Sporulation and germination	565	418	74	528	93.5
Coping with stress	584	407	69.7	476	81.5
Prophages	291	37	12.7	95	32.6
Essential genes	278	114	41	180	64.7
Membrane proteins	1095	559	51.1	836	76.3
Phosphoproteins	283	145	51.2	200	70.7
Poorly characterized/putative enzymes	204	67	32.8	138	67.6
Unknown functions	872	124	14.2	521	59.7

This table reports the number of genes paired with a regulator in the prior network (GS) and in the inferred transcriptional regulatory network (TRN) by functional category. Functional categories are taken from SubtiWiki.

[#] gene categories (from SubtiWiki)

^{*} only categories with 50 or more genes are shown

[&] number of genes with a least one transcription factor

TF Activity Stability in BSB1 data

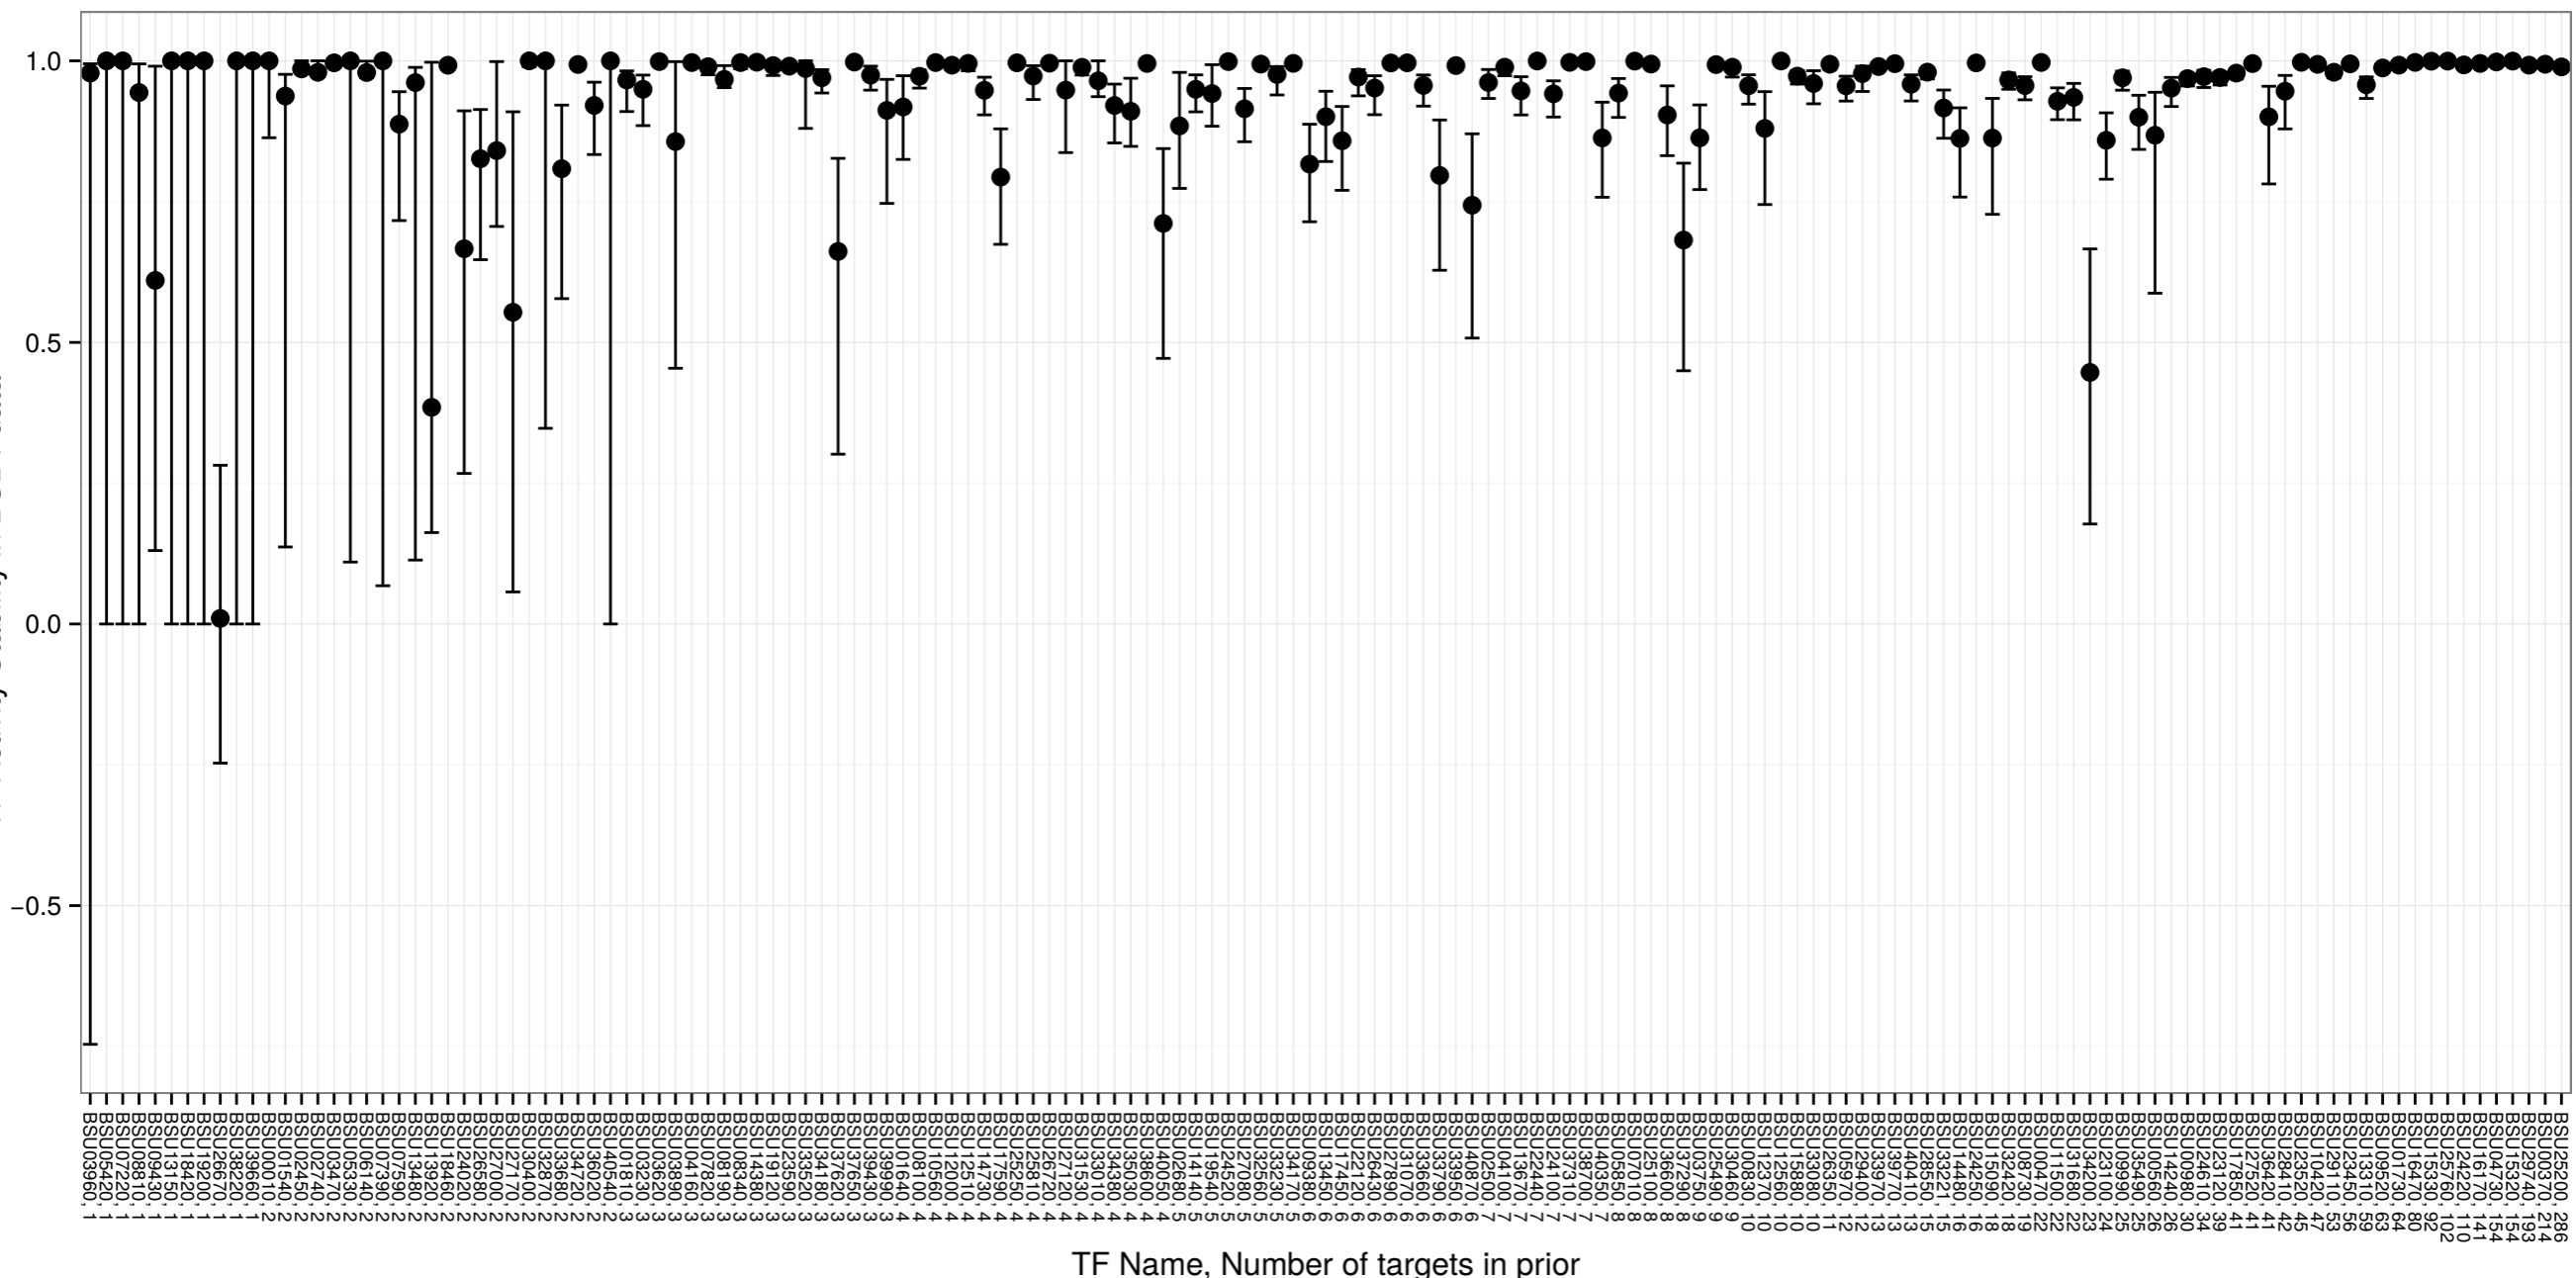

Appendix Figure S1. TFA stability depends on the number of priors. To assess how stable the estimated TF activities (TFA) are with respect to changes in the prior, we generated 128 reduced priors, by randomly removing 20% of the prior interactions. The resulting activity profiles for each TF are compared by Pearson correlation. Here we show the distribution of all pairwise activity correlations for each TF in the prior. Error bars indicate 25th and 75th percentile, points indicate the median.

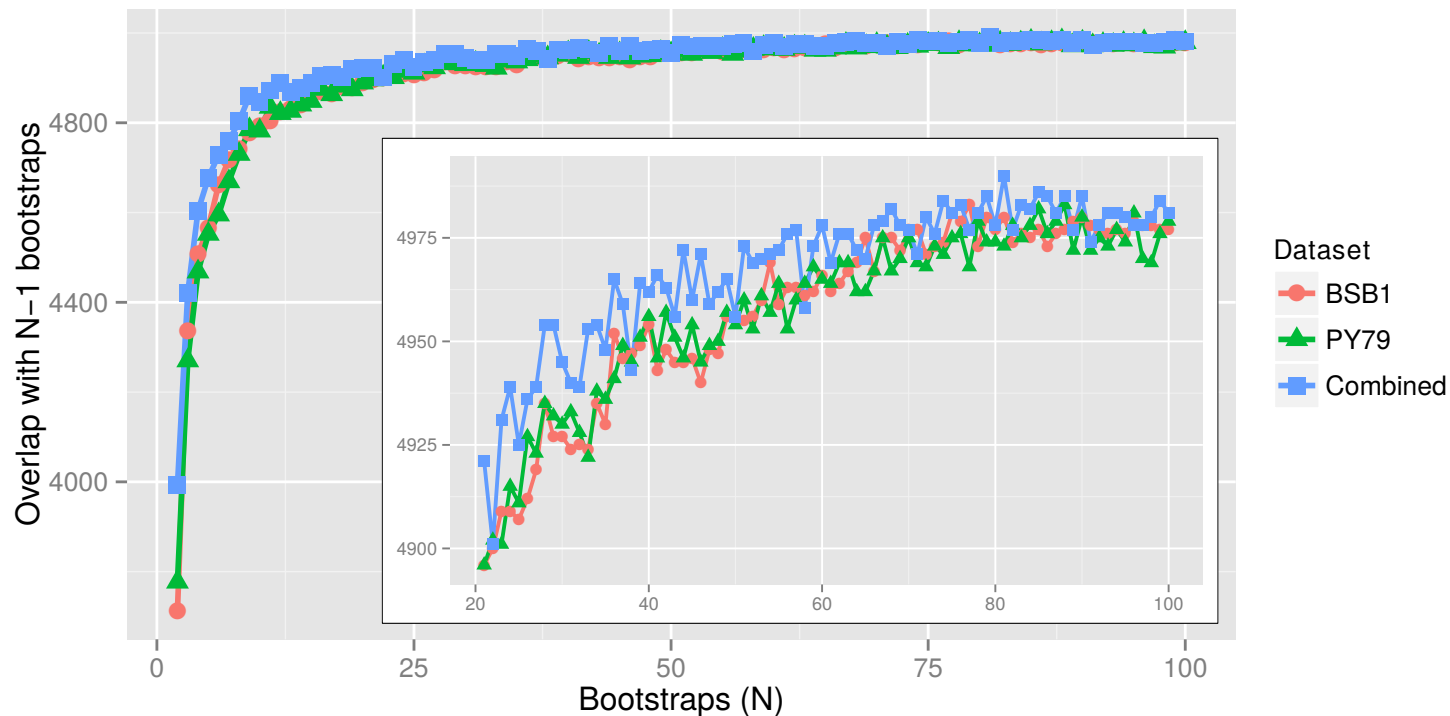

Appendix Figure S3. Top 5000 interactions of BBSR-TFA predictions differ less than 5% after 20 or more bootstraps. We compared the top 5000 interactions for inferred networks using 2 up to 100 bootstraps in the BSB1 dataset, PY79 dataset or both (combined) to the top 5000 interactions using one less bootstrap. The number of overlaps for each comparison is shown in the Y axis.

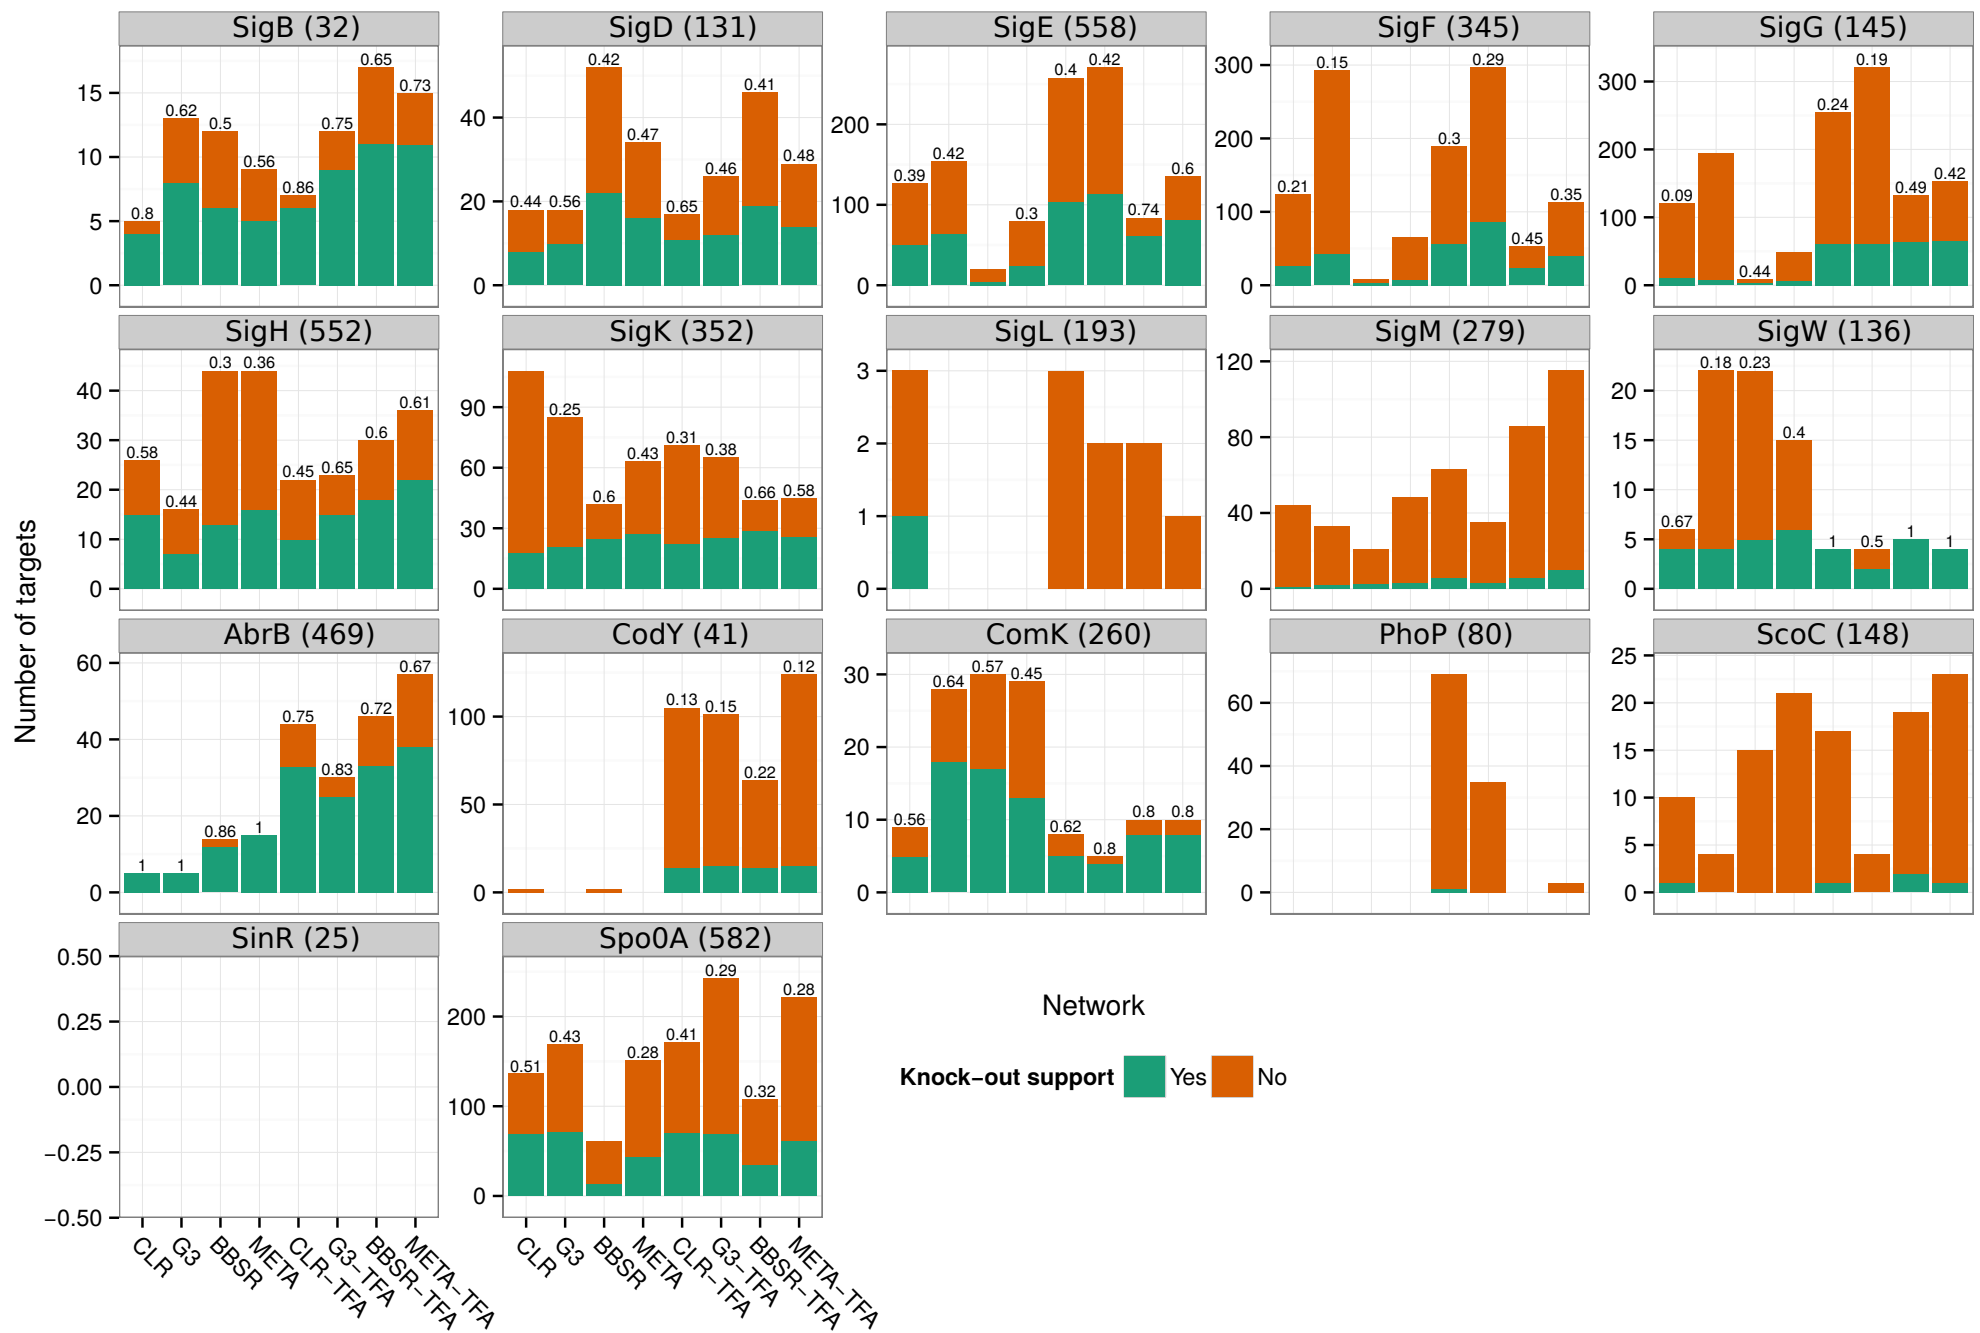

Appendix Figure S4. Support from KO data to novel interactions predicted by BBSR, Genie3 and CLR. For each regulon with KO data we assessed the proportion of novel targets (not included in the GS) supported by the KO data for BBSR, Genie3 (G3), CLR and a consensus method (META) that rank combines the prediction of the three methods. Methods were used without and with TFA (TFA tag). The number in parentheses next to regulon's name indicates the number of differentially transcribed genes in the corresponding KO data that are not known targets of the corresponding TF in the GS network. The number on top each bar indicates the proportion of evaluated interactions (novel interactions) supported by the KO data. This number is omitted if there was no significant (p -value ≥ 0.01) enrichment for differentially transcribed genes in the predicted targets

TF	Identified motif	E-value	Motif present in recovered priors			Motif present in novel targets		
			Yes	No	%yes	Yes	No	% yes
SigB	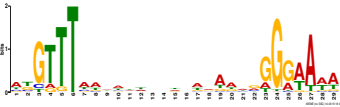	3.60E-078	88	8	92	12	2	86
SigD	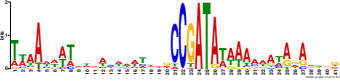	1.20E-035	24	3	89	10	10	50
SigE	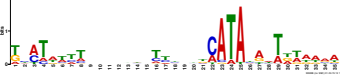	3.80E-050	81	4	95	60	1	98
SigG	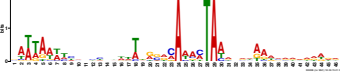	8.20E-020	39	19	67	39	30	57
SigH	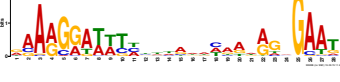	5.70E-003	12	6	67	17	14	55
SigK	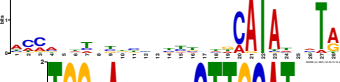	6.70E-026	46	8	85	38	12	76
SigL	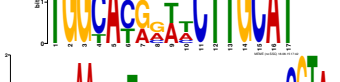	6.10E-015	6	0	100	-	-	-
SigW	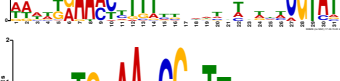	2.10E-049	27	1	96	1	0	100
CcpA-repression	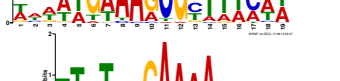	1.30E-062	33	18	65	11	9	55
CodY-repression	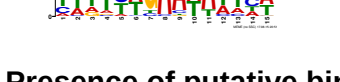	8.40E-004	21	9	70	12	5	71

Appendix Figure S5. Presence of putative binding sites in predicted target operons. Putative binding sites found in the sequence upstream of operons predicted as targets for the corresponding TFs. Identified sequences agree with previously recognized motifs. The number of targets displaying the motif is shown for each regulon. An operon was considered to be “known target” if at least one of its members was annotated as target in the GS.

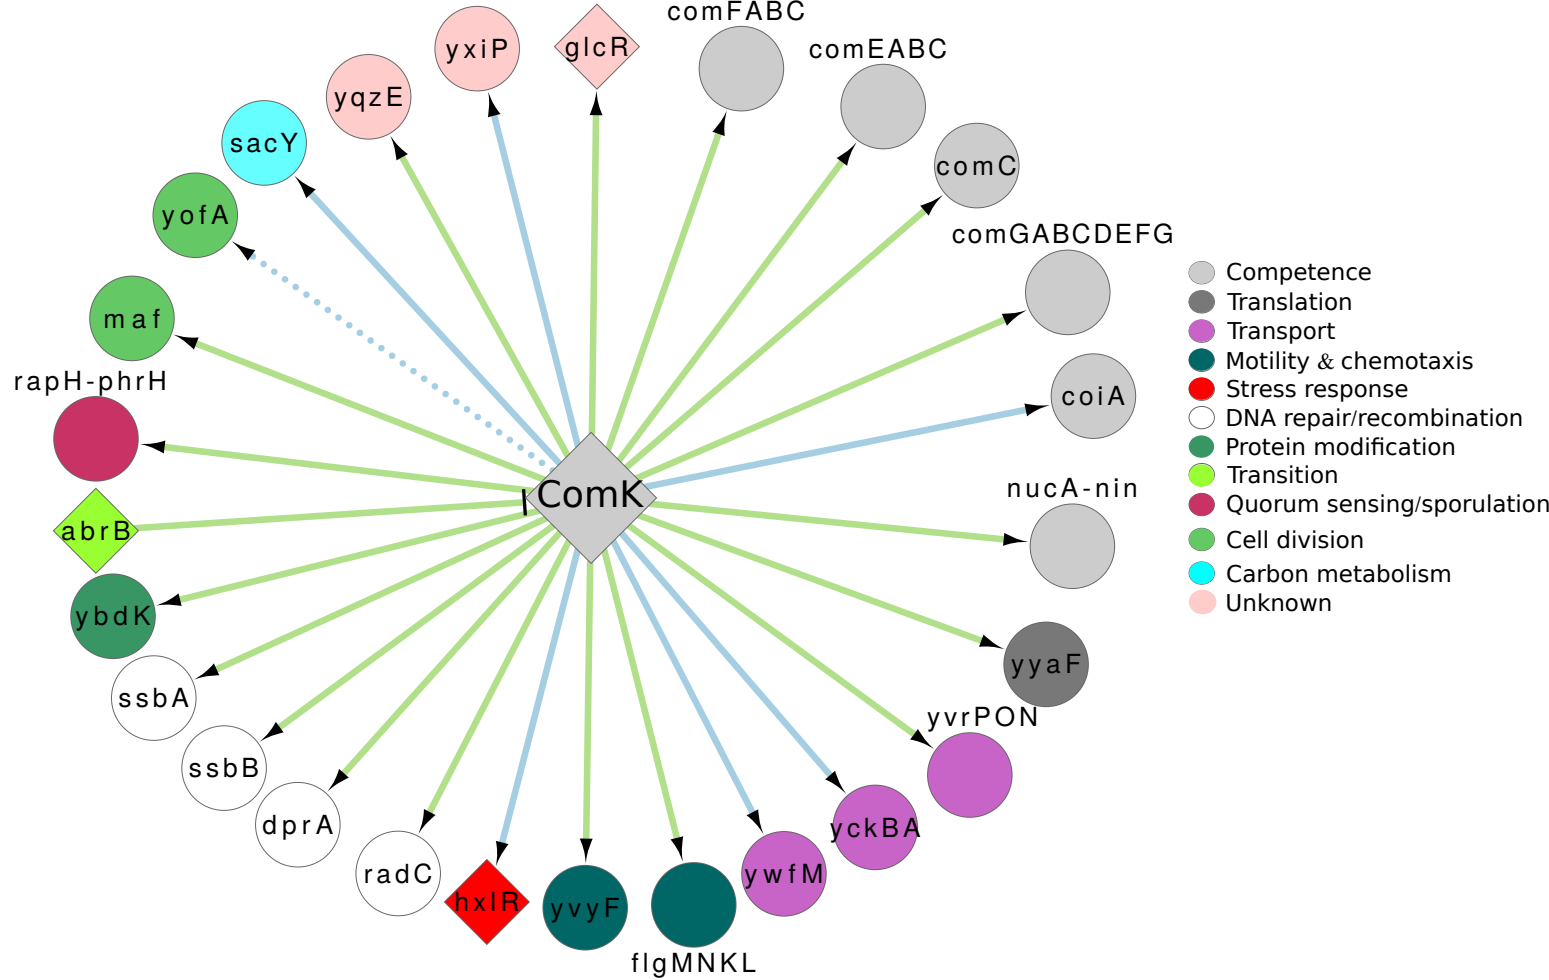

Appendix Figure S6. Functional analysis of the ComK regulon. Predicted targets of ComK. Green and blue edges represent interactions present in the GS and novel targets, respectively. Blue solid lines indicate interactions supported by the *comK* KO data. Dotted lines indicate interactions not supported by the KO data. Operons with genes assigned to more than one functional category were subdivided based on the functional annotation. Functional categories are color-coded. Diamonds indicate transcription factors.

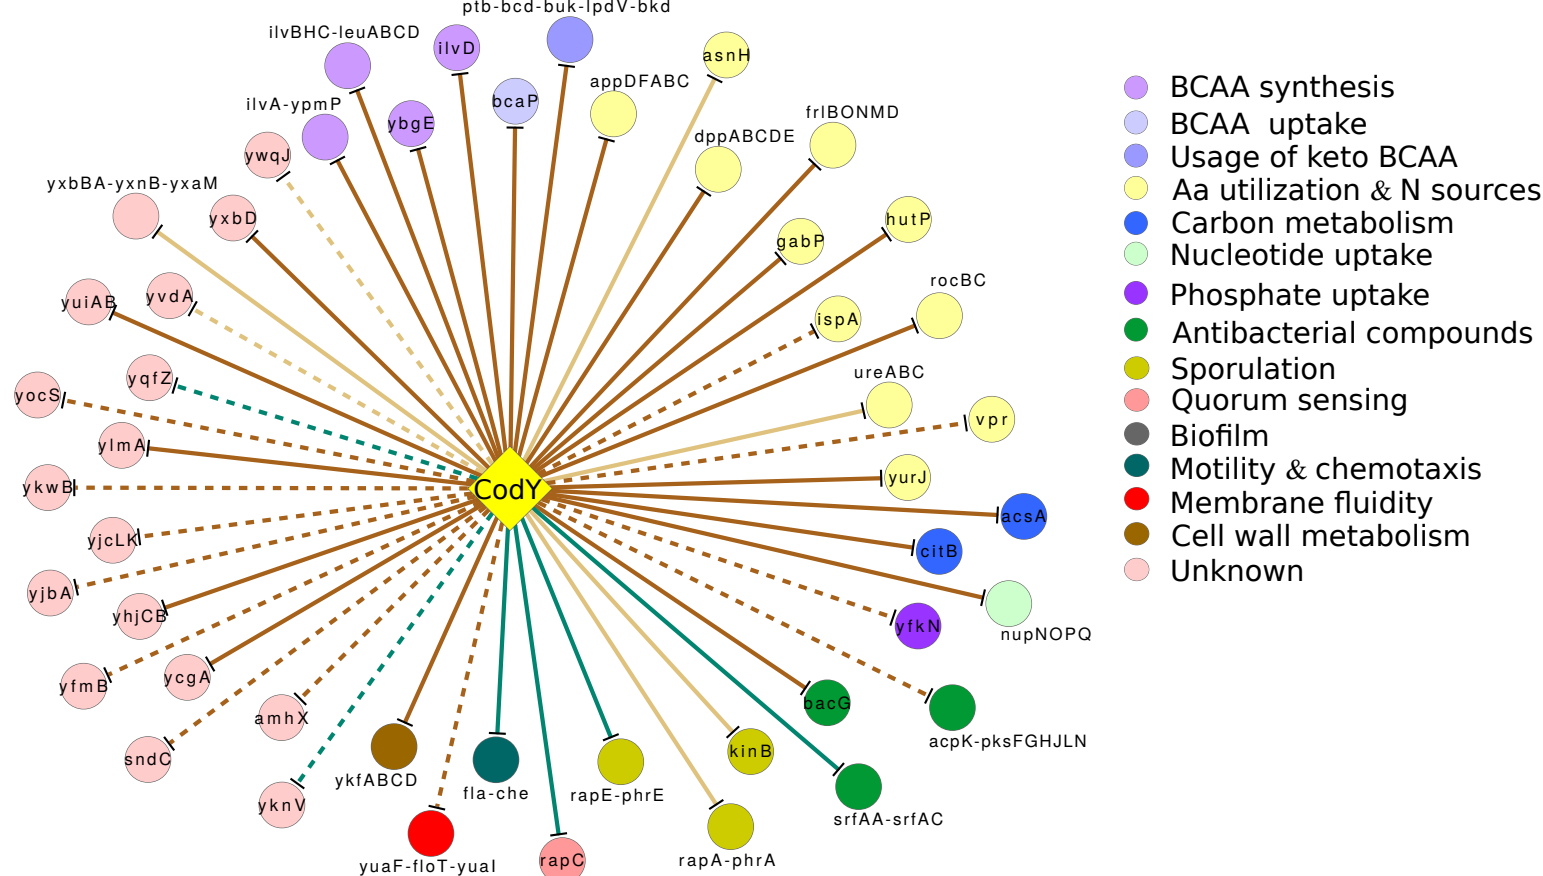

Appendix Figure S7. Functional analysis of the CodY regulon. Predicted targets of CodY. Novel interactions are indicated by dashed lines. Interactions recovered from the GS are indicated by solid lines. Dark brown lines indicate interactions supported by transcriptional profiles, motif searches and ChIP-seq data (Belitsky & Sonenshein, 2013). Light brown lines indicate interactions supported by two out of the three supporting data types. Seagreen lines indicate interactions supported by one out of the three supporting data types. Operons with genes assigned to more than one functional category were subdivided based on the functional annotation. Functional categories are color-coded. Diamonds indicate transcription factors.

A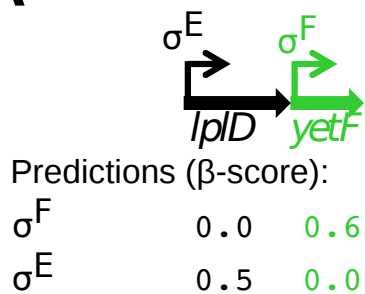**YetF-GFP**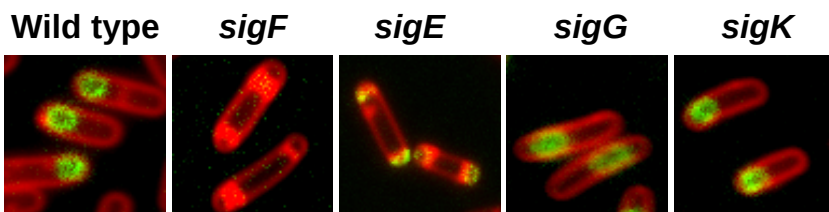

σ^F promoter: -35 **yetF:** tccg**GTTTA**gaaaggaaagcatt**GAccATACTG**atagtat
 σ^E promoter: -10 **SigF:** GYATA GG--A-AHTR

B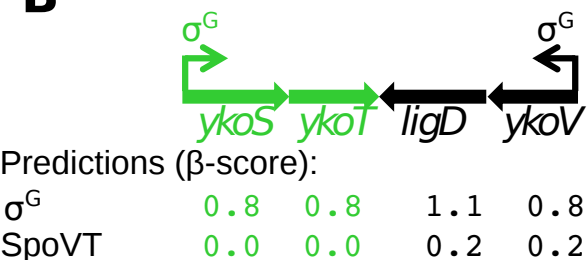**YkoT-GFP**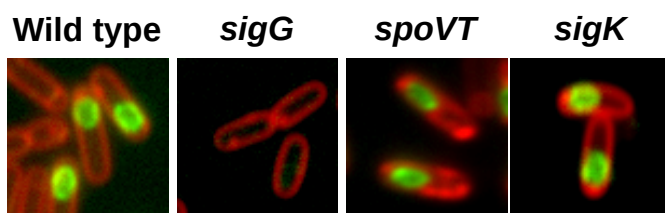

σ^G promoter: -35 **ykoST:** tgat**GAATG**atttggaagggaaaagg**GATAATA**aattttg
 σ^G promoter: -10 **SigG:** GHATA MAWAMTA

C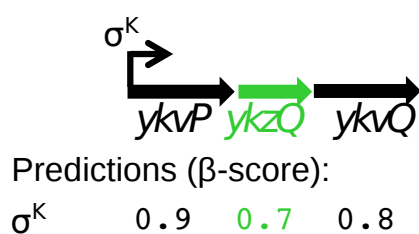**YkzQ-GFP**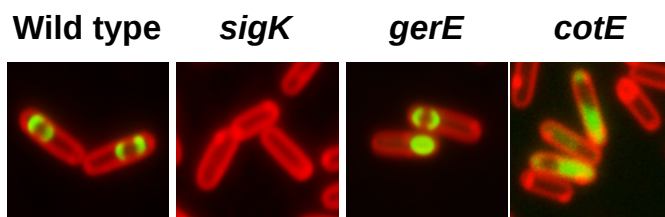

Appendix Figure S8. Characterization of novel sporulation genes by fluorescence microscopy.

A) Characterization of *yetF* transcription and subcellular localization of YetF-GFP. Images were collected at hour 3 of sporulation after suspension in Sterlini-Mandelstam medium at 37°C. The putative σ^F promoter is indicated (H is A or C or T; R is A or G; Y is C or T).

B) Characterization of *ykoST* transcription and subcellular localization of YkoT-GFP. Images were collected at hour 5 of sporulation after suspension in Sterlini-Mandelstam medium at 37°C. The putative σ^G promoter is indicated (H is A or C or T; M is A or C; W is A or T).

C) Characterization of *ykzQ* transcription and subcellular localization of YkzQ-GFP. Images were collected at hour 6 of sporulation after suspension in Sterlini-Mandelstam medium at 37°C.

# Supplementary material for: An experimentally supported model of the Bacillus subtilis global transcriptional regulatory network
**Source:** Mol Syst Biol. 2015 Nov 17;11(11):839. doi: 10.15252/msb.20156236

Average transcription of targets

**Abh**

Average transcription of targets

Average transcription of targets

**AbrB**

Average transcription of targets

Average transcription of targets

**AhrC**

Average transcription of targets

Average transcription of targets

AraR

Average transcription of targets

**CcpA**

Average transcription of targets

Average transcription of targets

**CodY**

Average transcription of targets

Average transcription of targets

**ComA**

Average transcription of targets

ComK

Average transcription of targets

CtsR

$R^2 = 0.6021$

$R^2 = 0.3549$

Average transcription of targets

**CymR**

Average transcription of targets

DegU

Average transcription of targets

Average transcription of targets

ExuR

Average transcription of targets

**FadR**

Average transcription of targets

**FapR**

Average transcription of targets

How the deposited data were processed for this re-analysis (not part of the article)

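RNA of *B. subtilis* cultures was measured on 249 2-colour arrays, of which 248 were assigned to a condition. The conditions come from the sample labels and from Table EV2, and arrays on which these give the dyes differently were kept out of the main tests. The array of *sigF sigE* against wild type, with a reported problem of strain construction, was not used here. A separate array, of *sigF sigE* against *sigE*, was added to the *sigF* arrays in 1 alternative setting only. The knockout arrays of other regulators that the paper evaluates were not analysed here.

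The authors deposited the scanner output for each array, made with Agilent Feature Extraction 10.7.3.1, in which the processed intensity of each spot is the signal after local background subtraction, spatial detrending and dye normalization. The deposited files also hold the median intensity of the spot and of its local background without any correction, and the log10 ratio of the processed Cy5 over Cy3 signals. A table of log2 ratios of Cy5 over Cy3 per gene was deposited as well; the authors state for their compendium that the median over the probes of a gene was taken, converted to log2 and normalized by cyclic loess, and whether this table was made so is not stated. The spot intensities served for the tests, and the deposited log10 and log2 ratios served as alternatives. Mean spot signals are not in the files for both dyes, so the settings with normexp and without background subtraction used median signals.

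From the processed intensities, spots marked as non-uniform or as outliers were left out, the median of the 3 probes was taken for each of 4292 genes with a locus tag of strain 168, and values were converted to log2 and normalized by cyclic loess over all channels. Of 1068708 gene values, 35254 were missing. The log2 ratios of a comparison were fitted in limma 3.58.1 under R 4.3.3 with data.table 1.17.8, with a mean for each time point or density, an empirical Bayes variance with an intensity trend, and the Benjamini-Hochberg adjustment at 0.05. Mutants were tested as the average over their time points against 0, treatments as the mean of 15 and 30 min against 0 min, and the wild-type series as one late against one early time with the replicate as a block. The methods' t-test was written anew as a regularized t-test with a window of 101 genes and 10 for replicates plus confidence. Gene lists were tested with camera, with a preset correlation of 0.01 and with an estimated one, adjusted over 614 tests, and correlations by 100000 permutations.

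The scripts were tested on simulated data with 200 genes changed and the spread of the real arrays: changes of 2 on the log2 scale were recovered in 89% of genes for *sigD*, 83% for *spo0A*, 73% for *sigE* and 36% for DSM, with no gene called in the wrong direction in any comparison. Replicate numbers were taken to pair arrays where there were 3 pairs or more and the deviations of every pair of arrays with the same number correlated by more than 0.1, which held for *sigF* (6 pairs, 0.225 to 0.243) and spectinomycin (12 pairs, 0.228 to 0.362); the labels do not say what the numbers share.

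Named genes follow a rule: the regulator's own gene, every gene that the paper names for the experiment, the 10 largest changes among genes past the test that moved the same way on every array, and up to 4 members of each list discussed with the largest moderated t. This rule, the gene lists and all settings but those chosen later were written before the data were examined. The lists come from textbook knowledge, but the values of σ B, σ D and σ E targets in Dataset EV6 had been seen by then, as had the other values in the paper's tables. Genes of experiments without a replicate test were chosen after their values were seen. Dataset EV2 and Dataset EV6 were used in part only, so no overlap or enrichment was computed with them, and Dataset EV7 was used whole. Alternatives covered background correction, normalization, the summary of probes, dim probes, the slide and replicate as blocks, the variance trend, the test and its threshold, each replicate left out, and arrays with unsettled dyes.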

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

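The tests of the σ B pattern were chosen after the result was seen; the search for arrays apart and for differences between densities was planned.

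In the *sigL* mutant, 1 of 4 arrays has a median of -2.67 over the σ L targets, apart from the other arrays at -1.32 to -1.14, and chance sets an array apart in about 1 in 20 groups; 23 groups of 4 to 10 arrays were examined and 1 had such an array. In the *scoC* mutant, 2 genes differ between the densities 2.0 and 1.4 by limma: *yczL* is at -0.33 at 1.4 and -7.04 at 2.0 (difference -6.72, standard error 0.98, adjusted p = 0.0069), and *bceR* at 0.29 and -6.10 (difference -6.39, standard error 1.16, adjusted p = 0.0497). Each density has at most 2 arrays, with 38.0 to 58.5% of their spots marked by the scanner. *bceR* is also the only gene past the test in the *sigL* mutant, whose arrays share slides with those of *scoC*, and that call is lost with marked spots kept. A fault of spots or slides can therefore not be told from an effect of density.

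General stress genes of σ B are outside the comparisons for which the paper discusses these mutants, and of 71 such genes 50 are higher in the *sigD* mutant, 42 in the *sigH* mutant and 60 in the *spo0A* mutant at an adjusted p under 0.05. A dye bias of these genes is excluded as the whole cause, since their median is above 0 on each of the 13 arrays with the mutant in Cy3 and the 11 with the mutant in Cy5, with 0.15 as the lowest. Mutant cultures further into stationary phase could have such a pattern; the median of ribosomal protein genes lies below 0 in 2 of 3 mutants, which cannot tell this from a direct effect.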

How the results depend on the processing

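Alternatives that keep the spots marked by the scanner, leave out or turn single arrays, cross replicate numbers, take them as a random block or exchange the target list were chosen after seeing the data, and the others were planned. Of 355 alternatives to the counts and correlations, 227 kept the direction and, for counts, stayed within 1.5 times of the reported value, 127 moved and 1 reversed. Of 4107 values of named genes under an alternative, 3562 kept their direction and their side of the threshold, 396 no longer passed, 129 passed newly, 13 moved without a test and 7 reversed. The reported counts of genes past an adjusted p under 0.05 are *sigB* 252, *sigD* 204, *sigE* 599, *sigF* 671, *sigH* 346, *sigL* 1, *sigM* 0, *sigW* 3, *codY* 0, *spo0A* 660, *scoC* 14, *sinR* 0, *phoP* 4, vancomycin 0, nalidixic acid 0, daptomycin 0, spectinomycin 0, germination 13, DSM 889, resuspension 207, competence medium 179. Counts below follow these in the same terms, with the number at an unadjusted limma p under 0.05 in parentheses after each 0, and the cause was not tested unless fewer arrays or another threshold make it. Signal over background and marked spots limit which genes have a value, most on the arrays of *sigL*, *scoC*, *sigW* and *sigM*.

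The unadjusted threshold of the paper, P at or below 0.01 at any time point, gave by limma 399 for *sigB*, 38 for *sigL*, 39 for *sigM*, 84 for *sigW*, 115 for *codY*, 116 for *scoC*, 45 for *sinR* and 80 for *phoP*. The methods' t-test at that threshold gave 135 for *sigB*, 351 for *sigF*, 531 for *sigH*, 55 for *sigL*, 28 for *sigM*, 65 for *sigW*, 44 for *codY*, 47 for *scoC*, 7 for *sinR* and 21 for *phoP*, and with the marked spots kept 133 for *sigB*, 382 for *sigF*, 546 for *sigH*, 186 for *sigL*, 75 for *sigM*, 55 for *sigW*, 77 for *codY*, 163 for *scoC*, 6 for *sinR* and 11 for *phoP*. Adjusted within each time point, the same test left 82 for *sigB*, 180 for *sigF*, 5 for *sigL*, 1 for *sigM*, 2 for *codY*, 4 for *scoC* and 2 for *phoP*. With limma and the marked spots kept, the counts were 0 (596) for *sigL*, 6 for *sigW*, 30 for *codY*, 128 for *scoC*, 22 for *sinR*, 0 (113) for *phoP*, 22 for germination and 345 for competence medium. The empirical Bayes variance without an intensity trend gave 0 (265) for *sigW*.

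normexp in place of the scanner's background subtraction gave 0 (142) for *sigL*, 0 (176) for *sigW*, 0 (167) for *scoC*, 1 for spectinomycin, 0 (398) for germination and 46 for resuspension, and no background subtraction gave 0 (142) for *sigL*, 0 (202) for *sigW*, 2 for *scoC* and 109 for resuspension. Loess within each array gave 0 (221) for *sigL*, 31 for *sigW*, 38 for *codY*, 113 for *scoC*, 0 (118) for *phoP* and 298 for competence medium, and the scanner's log ratio without further normalization 0 (1314) for *sigE*, 0 (199) for *sigL*, 29 for *sigW*, 38 for *codY*, 2 for *scoC*, 0 (118) for *phoP* and 0 (489) for germination. The mean of the probes gave 0 (125) for *sigL*, 0 (261) for *sigW*, 0 (199) for *scoC*, 69 for *sinR*, 0 (169) for *phoP* and 2 for germination, and the deposited log2 ratios 0 (591) for *sigL*, 16 for *sigM*, 43 for *sigW*, 21 for *codY*, 81 for *scoC*, 0 (97) for *phoP*, 27 for germination, 1344 for DSM, 496 for resuspension and 457 for competence medium. Genes that turned sign were BSU_misc_RNA_23 in the *scoC* mutant (-5.24 as reported), at 0.79 with loess within arrays and 0.77 with the scanner's log ratio, and with marked spots kept *yesN* at 0.23 and *ribH* at 0.0524 in the *scoC* mutant, *ykjA* at -0.33 and *iolB* at 0.10 in the *phoP* mutant, and *mrpD* at -0.16 in competence medium (5.13 as reported). The share of higher genes among those past the test moved by more than 10 percentage points for *sigB*, 75.4% as reported against 87.2% (normexp), 88.2% (within-array loess), 86.4% (the log2 table); *sigW* (3 genes as reported), 100% as reported against 38.7% (within-array loess), 37.9% (scanner ratio), 9.30% (the log2 table); *scoC*, 14.3% as reported against 0% (no background step, 2 genes), 41.6% (within-array loess), 100% (scanner ratio, 2 genes), 54.3% (the log2 table); DSM, 67.0% as reported against 52.0% (scanner ratio); competence medium, 76.0% as reported against 87.0% (normexp), 88.4% (no background step), 62.4% (within-array loess), 65.0% (scanner ratio), 58.6% (the log2 table); germination, 46.2% as reported against 61.5% (within-array loess), 0% (the mean of the probes, 2 genes), 59.3% (the log2 table); and resuspension, 34.3% as reported against 10.9% (normexp), 18.3% (no background step), 50.2% (the log2 table). Median log2 ratios over all genes shifted by more than 0.1 in 1 of 21 comparisons with loess within arrays (largest 0.172), 4 with the scanner's log ratio (largest 0.172) and 1 with the deposited log2 ratios (largest 0.198).

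Adding the arrays with unsettled dyes as labelled gave 0 (262) for *sigD* and 30 for *sigW*, and as in Table EV2 169 for *sigD* and 0 (213) for *sigW*. For *sigD*, the paper's ratios of wild type over mutant in Dataset EV6 have an r of 0.967 to 0.972 with mutant over comparison strain as labelled on these 4 arrays, against -0.993 to -0.850 on the other 8, so the paper read their dyes the other way from the labels. The *sigE spoIIID* strain gave 312 over *sigG spoIIID* alone and 0 (829) for *sigE* over *spoIIID* alone. The array of *phoP* replicate 2 at 3 h gave 10 when left out and 8 when turned, and daptomycin with replicate 2 turned gave 2. Spectinomycin without subtraction of 0 min gave 3, and the slide as a random block gave 585 for resuspension. Leaving out each replicate in turn gave, from lowest to highest, *sigB* 97 to 237, *sigD* 2 to 220, *sigE* 0 (726) to 0 (873), *sigF* 317 to 783, *sigH* 0 (969) to 16, *sigL* 0 (122) to 9, *sigM* 2 to 4, *sigW* 18 to 136, *spo0A* 24 to 661, *scoC* 72 to 96, *phoP* 0 (102), vancomycin 3 to 8, daptomycin 0 (98) to 101, spectinomycin 0 (49) to 2; where this leaves 1 replicate, its time points were taken as a group, and where it leaves 1 array at a point that array is assumed to vary like the others. The correlation of *codY* mRNA with its targets, 0.170 as reported, was 0.0838 over the wild-type series and -0.142 with each experiment centred. Of the interactions of Dataset EV7 supported by a mutant, 74 as reported, 22 had an adjusted p under 0.05. Of the tests of gene lists by camera, 224 of 614 passed with a preset correlation and 0 with an estimated correlation.

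The replicate number as a block gave 351 for *sigE*, 15 for *sigL*, 51 for *sigW* and 0 (215) for *scoC*, and the other mutants and treatments stayed within 1.5 times, with 917 for *sigF*; in some mutants the number is also the dye orientation. For *sigF* and spectinomycin, whose numbers pair the arrays, the block made *lplD* and *sigF* pass in the *sigF* mutant and left *codY* and *dacF* without a test there, and it changed no other call of a named gene or of a gene list tested by camera; as a random block the number gave 507 for *sigF* and 0 (76) for spectinomycin and changed no call of a named gene. Without that block, the wild-type series gave 6 for germination, 532 for DSM, 35 for resuspension and 102 for competence medium. The labels do not say what a number shares, and the check of pairing, the correlation across genes of the deviations of arrays with the same number at different time points, gave a median of -0.328 for *sigE*, 0.0886 for *sigL*, 0.198 for *sigW* and 0.237 for *scoC* with 2 pairs each. It was 0.0285 (-0.116 to 0.225) for *sigB*, 0.206 (-0.422 to 0.704) for *sigH* and 0.156 (-0.0537 to 0.494) in germination, and the crossed pairing of *sigE* gave 1263 genes. No paired analysis was possible because the arrays of *sinR*, *sigM* and *phoP* share fewer than 2 numbers between time points. A slide block was not run for *sigE*, *sigL*, *sigM*, *sigW*, *codY*, *scoC*, *sinR* and *phoP*, whose arrays do not share slides in a way that allows it, and the correlations were not run with the deposited log2 ratios or the scanner's log ratio, which hold no value per channel. In the wild-type series, leaving out a replicate gives values without a test.

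When the dyes were exchanged at random within arrays, the number of splits with a count at least as large as the real one, which is among them, was 1 of 100 for *sigB* (252 real, highest other 2), 1 of 100 for *sigD* (204 real, highest other 77), 1 of 100 for *sigH* (346 real, highest other 48), 1 of 32 for *spo0A* (660 real, highest other 69). These splits exchanged each array on its own, although *sigD*, *sigH* and *spo0A* have 2 replicates with several time points or densities each. Deviations of arrays with the same number correlated by a median of 0.113 for *sigD*, 0.206 for *sigH* and 0.239 for *spo0A*. Exchanging whole replicates would leave too few splits to judge for these mutants as well, so the test does not exclude chance for them. There are too few splits to judge for *sigE* (1 of 8, 599 real, highest other 0), *sigF* (1 of 2, 671 real, highest other 0), *sigL* (1 of 8, 1 real, highest other 0), *sigM* (4 of 4, 0 real, highest other 0), *sigW* (1 of 8, 3 real, highest other 0), *codY* (8 of 8, 0 real, highest other 0), *scoC* (1 of 8, 14 real, highest other 2), *phoP* (3 of 4, 4 real, highest other 8); for *sigF*, whose replicate numbers pair the arrays, whole replicates were exchanged.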

Differences from the paper's values

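Counts here are of genes with an adjusted p under 0.05 by limma over all arrays of a mutant, while the paper counts genes with an unadjusted P at or below 0.01 at 1 or more time points by its own Bayesian test, so the thresholds differ. For *sigD*, *sigE* and *spo0A* the counts do not differ from the paper's by the rule used. For *sigD*, about 180 in Fig. 4, they do at the paper's own threshold, with 306 by the methods' t-test and 299 by limma per time point. They also do for *sigD* without replicate 1 (2) and with the arrays of unsettled dyes added as labelled (0). Of the settings fixed in advance, 6 for *sigE* (0 to 351 genes against about 700) and 1 for *spo0A* (24 without replicate 1, against about 620) differ. For *sigB* the paper has about 130 in Fig. 4, read by eye, against 252 here; the difference is gone with normexp (180), without replicate 2 (97), without replicate 3 (170), with the methods' t-test at the paper's threshold (135), and stays with the other 12 settings fixed in advance (82 to 399). For *sigF* the paper has about 400 in Fig. 4, read by eye, against 671 here. The difference is gone with normexp (497), with the scanner's log ratio (554), with a random slide block (507), without replicate 2 (317), with the methods' t-test at the paper's threshold (351), with the array of *sigF sigE* against *sigE* added (592), and stays with the other 10 settings fixed in advance (180 to 969). For *sigH* the paper has about 570 in Fig. 4, read by eye, against 346 here; the difference is gone with a replicate block (381), with limma per time point at the paper's threshold (399), with the methods' t-test at the paper's threshold (531), and stays with the other 12 settings fixed in advance (0 to 374). For *sigL* the paper has about 210 in Fig. 4, read by eye, against 1 here; it stays with all 14 settings fixed in advance (0 to 55).

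For *sigM* the paper has about 310 in Fig. 4, read by eye, against 0 here; it stays with all 15 settings fixed in advance (0 to 39). For *sigW* the paper has about 180 in Fig. 4, read by eye, against 3 here; the difference is gone without replicate 1 (136), and stays with the other 15 settings fixed in advance (0 to 84). For *codY* the paper has about 83 in Fig. 4, read by eye, against 0 here; the difference is gone with limma per time point at the paper's threshold (115), and stays with the other 13 settings fixed in advance (0 to 44). For *scoC* the paper has about 160 in Fig. 4, read by eye, against 14 here; the difference is gone with loess within arrays (113), with limma per time point at the paper's threshold (116), and stays with the other 12 settings fixed in advance (0 to 96). For *sinR* the paper has about 38 in Fig. 4, read by eye, against 0 here; the difference is gone with limma per time point at the paper's threshold (45), and stays with the other 10 settings fixed in advance (0 to 69). For *phoP* the paper has about 97 in Fig. 4, read by eye, against 4 here. The difference is gone with limma per time point at the paper's threshold (80), and stays with the other 11 settings fixed in advance (0 to 21). That limma count includes the time point at 4 h, which has 1 array, while the methods' t-test leaves it out.

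Counts within the paper's were also reached with the spots marked by the scanner kept and the methods' t-test at the paper's threshold, which was chosen after seeing the values: 133 for *sigB*, 382 for *sigF*, 546 for *sigH*, 186 for *sigL*, 77 for *codY* and 163 for *scoC*. That setting gave 75 for *sigM*, 55 for *sigW*, 6 for *sinR* and 11 for *phoP*. How many of the genes that the paper calls this setting drops cannot be given, since the paper's list of calls was used only in part.

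For *sigB*, the recovered targets of Dataset EV6, of which only the first 1992 of 3935 rows were used, have a median log2 of -2.78 in the paper's table, read as mutant over comparison strain, against 2.91 here for the library labelled *sigB* mutant over the library labelled wild type. The difference stays with all 6 settings fixed in advance (2.37 to 3.03), and the value is -2.91 when the libraries are taken the other way round. The same reading gives -1.57 in the paper and -1.57 here for *sigD*, -2.78 and -3.07 for *sigF*, and -1.12 and -1.11 for *sigH*.

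The paper states that *lplD* responds to the loss of σ F and hardly to that of σ E. Its sentence before names *lplD* as an earlier known target of σ E, and its next one concludes that *yetF* is mainly under σ F. The difference concerns the statement on *lplD* and not that conclusion, since *yetF* here has the pattern stated for *lplD*. Here *lplD* is at -0.63 in the *sigF* mutant (adjusted p = 0.12 from limma, and 0.034, which passes, with the replicate number that pairs these arrays as a block; 0.013 to 0.81 over all alternatives) and at -2.10 in *sigE spoIIID* (adjusted p = 0.014), while *yetF*, which the paper places under σ F, is at -3.32 and 0.09.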

Other observations

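The tests in the last paragraphs were chosen after the results were seen, as were the genes named in experiments without a replicate test; what the library labelled wild type should show was written before its values were seen, and arrays of unsettled dyes were left out of that comparison after.

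Coat and crust genes were lower in mutants of early stationary regulators as well: of 46, 26 were lower in the *sigH* mutant (32 adjusted over the list alone), with *cotW* at -2.82 (standard error 0.23, adjusted p = 0.0015), and 21 in the *spo0A* mutant (26 adjusted over the list alone), with *cotG* at -6.01 (standard error 0.90, adjusted p = 0.0029), by limma. Of 21 genes activated directly by Spo0A, 13 were lower in the *sigH* mutant (16 lower and 1 higher over the list alone). Of 23 genes for bacilysin and polyketide synthesis, 18 were lower in the *spo0A* mutant (21 over the list alone), 12 in the *sigH* mutant (13) and 16 at 6 against 1 h after resuspension (18). All 9 peptide transport genes of the CodY list were lower in the *spo0A* mutant (median -1.71). Arginine synthesis genes were higher in the *sigF* than in the *sigE* mutant, 8 of 8 (median 1.20), and lower late in DSM, 8 of 9 (median -2.56). Of 29 *fla-che* genes, 19 were higher in *sigE spoIIID* (26 over the list alone), and of 31 PBSX prophage genes 12 were lower late after resuspension (23). In competence medium, 8 of 20 matrix genes were lower (10 lower and 1 higher over the list alone).

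Mutants of other regulators were measured on 2 to 4 arrays each, and no replicate test was run for them. In the *alaR* mutant, *alaT*, which encodes an alanine aminotransferase, was at 3.68 (2.67 to 4.44) over 4 densities, and in the *bkdR* mutant *lpdV* was at 2.55, *bkdAA* at 2.91 and *bkdR* itself at -2.64. *aseA*, for arsenite export, was at 4.09 (4.07 to 4.12) without *aseR*, *lmrB*, for antibiotic export, at 2.89 (2.75 to 3.02) without *lmrA*, and *yoaT* and *yoaV* at 1.95 and 1.78 without *yoaU*. In the *lmrA* mutant, the largest values were *cotZ* at 4.73, *cydA* at 4.34 and *lctP* at 4.18, and *spsJ* was at -3.25, *pyrD* at -2.71 and *pyrK* at -2.59. Without *ycnC*, *trpE* was at 2.65 and *trpB* at 4.24, and *manA* and *manP*, for mannose use, were at -4.02 and -3.71. In the *yxaD* mutant *poxB* was at 6.14 (5.41 to 6.87) and *yxaD* at -3.42.

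On induction of *remA* with IPTG, *acoB* was at -7.66 (-9.06 to -5.78) over 3 arrays, and *remA* was at 0.81, 1.10 and -0.03. The strain for *sigD* induction had *sigD* between -0.74 and 0.58 over 7 arrays. In the *rsfA* mutant *rsfA* was at -7.27 and -5.02, in the *gin* mutant *gin* was at -5.39 and -5.76, and in the library whose title names *sigM sigX* and whose channel label names the *sigM* deletion only, *sigM* was at 0.32 and 0.87, *rsiX* at -3.15 and *ydaH* at 3.46. At 30 min after nalidixic acid, *liaI* and *liaH* were at 6.29 and 6.08 in replicate 1 and at -0.30 and -0.50 in replicate 2.

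In the library labelled *sigB* mutant, *sigB* and the σ B stress genes are higher, the opposite of what the label leads to. A Cy5 bias of these genes is excluded, since on only 3 arrays of other mutants does the list reach the lowest median of these 9. An exchange of the dyes in the labels would put the mutant in the library labelled wild type, where the mean of these genes lies at or below the median of untreated wild-type libraries in the same dye on 5 of 9 arrays. An allele that raises *sigB* mRNA would leave wild type in ethanol there, and the mean lies above the highest untreated library on 0 of 9. These values cannot tell either way, since the untreated libraries come from other experiments and span -1.03 to 1.82, against -1.11 to 1.39 on the 9 arrays. In the library labelled *sigB* mutant, the higher values of *sigB* and of these genes argue against a loss of σ B activity. The paper's wild type over mutant ratios in the part of Dataset EV6 used correlate with the labelled mutant over labelled wild type by 0.824 or more on each array. That table thus reads the libraries the other way from the labels and holds these genes as lower in the mutant.

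The scanner file of *sinR* replicate 2 has an r of 0.23 with its own column of deposited log2 ratios, while the lowest of the other arrays has 0.59. Of 249 arrays, 49 have an r under 0.9, this one among them, and 0 others have an r under 0.5. The bound of 0.5 was set after the values were seen, so normalization of the table is not excluded as a cause. If the file held another hybridization, another column could match it; the other column with the largest r in size has -0.310, which cannot tell.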
